# Comparative parallel multi-omics analysis during the induction of pluripotent and trophectoderm states

**DOI:** 10.1038/s41467-022-31131-8

**Published:** 2022-06-17

**Authors:** Mohammad Jaber, Ahmed Radwan, Netanel Loyfer, Mufeed Abdeen, Shulamit Sebban, Areej Khatib, Hazar Yassen, Thorsten Kolb, Marc Zapatka, Kirill Makedonski, Aurelie Ernst, Tommy Kaplan, Yosef Buganim

**Keywords:** Reprogramming, Multipotent stem cells, Stem cells

## Abstract

Following fertilization, it is only at the 32-64-cell stage when a clear segregation between cells of the inner cell mass and trophectoderm is observed, suggesting a ‘T’-shaped model of specification. Here, we examine whether the acquisition of these two states in vitro, by nuclear reprogramming, share similar dynamics/trajectories. Using a comparative parallel multi-omics analysis (i.e., bulk RNA-seq, scRNA-seq, ATAC-seq, ChIP-seq, RRBS and CNVs) on cells undergoing reprogramming to pluripotency and TSC state we show that each reprogramming system exhibits specific trajectories from the onset of the process, suggesting ‘V’-shaped model. We describe in detail the various trajectories toward the two states and illuminate reprogramming stage-specific markers, blockers, facilitators and TSC subpopulations. Finally, we show that while the acquisition of the TSC state involves the silencing of embryonic programs by DNA methylation, during the acquisition of pluripotency these regions are initially defined but retain inactive by the elimination of H3K27ac.

## Abstract (web summary)

Ectopic transcription factor expression can reprogram mouse fibroblasts to pluripotent or trophoblast stem cells. Here the authors apply multi-omics analyses to the induction of pluripotency and trophoblast stem cell state from fibroblasts, comparing these with the changes in transcriptome of early embryonic cells.

## Introduction

Fertilization of an oocyte initiates robust epigenetic reprogramming of the DNA content within the newly formed cell, resulting in a totipotent zygote having the potential to produce all embryonic and extra-embryonic tissues^1^. Several divisions later, an early blastocyst is formed, containing two more committed compartments: an inner cell mass (ICM) which contains pluripotent cells (epiblast (Epi)) that will form the embryo proper, and an outer layer of trophectoderm (TE) cells, which will become components of extra-embryonic tissues such as the placenta^2–4^.

Exactly how the specification into ICM and TE cells occurs is not fully understood, although several models have been suggested^2–4^. Recently, the transcriptional trajectory from zygote to blastocyst has been described using single-cell transcriptomic data for both human and mouse^5–11^. Interestingly, while there are notable differences between humans and mice, key developmental aspects in the first cell fate decision process are shared by both. In both, clear transcriptional changes are found between stages (i.e., zygote, 2-cell stage, 4-cell stage, 8-cell stage, morula, and blastocyst) but with minimal transcriptional heterogeneity within cells of each stage before blastocyst formation. Although some genes, like *Sox21*, were shown to exhibit transcriptional heterogeneity even within the 4-cell mouse embryo^6^, the overall transcriptome is relatively similar between the four cells. This suggests a ‘T’-shaped model, where cells undergo similar transcriptional changes before segregation, and separate into two distinct cell types, ICM and TE, only at the morula/early blastocyst stage. This notion is supported by the ability of 2–8-cell stage blastomeres to become both TE and ICM, and by the observation that cells of the outer layer of the morula can migrate into the inner layer and become pluripotent cells, suggesting dynamic chromatin landscape and transcriptome, that are relatively analogous between the cells before the final specification^3,4^.

Epigenetic reprogramming of a somatic nucleus to pluripotency or to a TE state has been achieved in vitro by somatic cell nuclear transfer (SCNT^12^) or by forced expression of a defined number of transcription factors^13–19^. While ectopic expression of *Oct4*, *Sox2*, *Klf4*, and *Myc* (OSKM) induces the formation of pluripotent stem cells (PSC, the in vitro counterpart of the ICM-Epi^17^), we and others have shown that ectopic expression of *Gata3*, *Eomes*, *Tfap2c* and *Myc* (GETM, or *Ets2* instead of *Myc*) induces the formation of trophoblast stem cells (TSC, the in vitro counterpart of the TE) from mouse fibroblasts^13,16^. Importantly, in both reprogramming systems, the resulting cells are equivalent to their in vitro blastocyst-derived counterparts in their transcriptome, epigenome, and function^13,15–17,20^.

While in the mouse system, nuclear reprogramming to pluripotency and TE state during fertilization or in nuclear transfer takes 2–3 days^21^, when done by transcription factors the process becomes inefficient^13,15–17^. Intrigued by these fundamental differences, scientists have devoted the last decade to monitoring and describing the various mechanisms, stages and pathways that underlie somatic cells undergoing reprogramming to pluripotency^14^. These major efforts have revealed key aspects in nuclear reprogramming which also explain, at least partially, the low efficiency of the process and describe in detail the trajectories somatic cells undergo in their way to become iPSCs. However, the characterization of the reprogramming process to the mouse TSC state has never been performed.

Here, we provide a multi-layer characterization of cells undergoing reprogramming to the TSC state, by conducting concomitant and comparative multi-omics analysis of cells acquiring both pluripotency and TSC state, which allowed us to also identify previously unknown properties for OSKM reprogramming. We show that in contrast to early embryonic cells, fibroblasts transduced with GETM or with OSKM mostly follow a ‘V’-shaped model where cells acquire, from the onset of the reprogramming process, a mostly mutually exclusive chromatin and transcriptional programs important for the induction of each state. This ‘V’- shaped behavior is also evident at the methylation levels, where correlation with transcription is relatively low. Single-cell analysis revealed previously unknown markers for each reprogramming system and a unique subpopulation within iTSCs with a transcriptome more similar to the TE compartment of the pre-implantation embryo. Chromatin accessibility and activity in conjunction with transcriptomic analyses identified global reprogramming blockers such as USF1/USF2, NRF2 and MAFK and TSC reprogramming facilitators such as TCF15.

The integrated data highlights key aspects of each fate. We show that from the onset, OSKM define regions that are developmentally important for the heart and brain, and, that while GETM shut off the embryonic program by DNA methylation, OSKM open these regions but retain them as inactive by eliminating the histone mark H3K27ac.

## Results

### Early embryogenesis follows a ‘T’-shaped progression

The trajectory from zygote to blastocyst (Fig. 1a) has been described by several studies using single-cell transcriptomic data^5–11^. Using principal component analysis (PCA), Deng et al. suggested that in the mouse, the trajectory follows a ‘U’ shape^5^, in which PC1 separates between the zygote/early 2-cell stage and blastocyst and PC2 separates between the other stages, namely the 2–16-cell stage and the zygote/blastocyst (Fig. 1b). However, since the zygote and the 2-cell stage are considered totipotent and thus harbor a unique transcriptome, we reanalyzed the data by excluding these two stages. Interestingly, the re-analyzed PCA revealed a clear ‘T’-like shape where PC1 separates between the four-cell stage and the blastocyst and PC2 between the ICM and TE (Fig. 1c, Supplementary Fig. 1a). More importantly, while both analyses (Fig. 1b, c) suggest that a clear transcriptional shift between different stages occurs during early embryogenesis, in both analyses the heterogeneity within each group was mild, indicating that the cells undergo relatively similar changes during embryogenesis and before specification. A ‘T’-shaped behavior of early embryonic cells was similarly observed in the datasets of Guo et al^7^., strengthening the notion that only at the morula/early blastocyst stage, a clear transcriptional segregation between cells of the same developmental stage can be witnessed (Fig. 1d, Supplementary Fig. 1b).

**Fig. 1:**
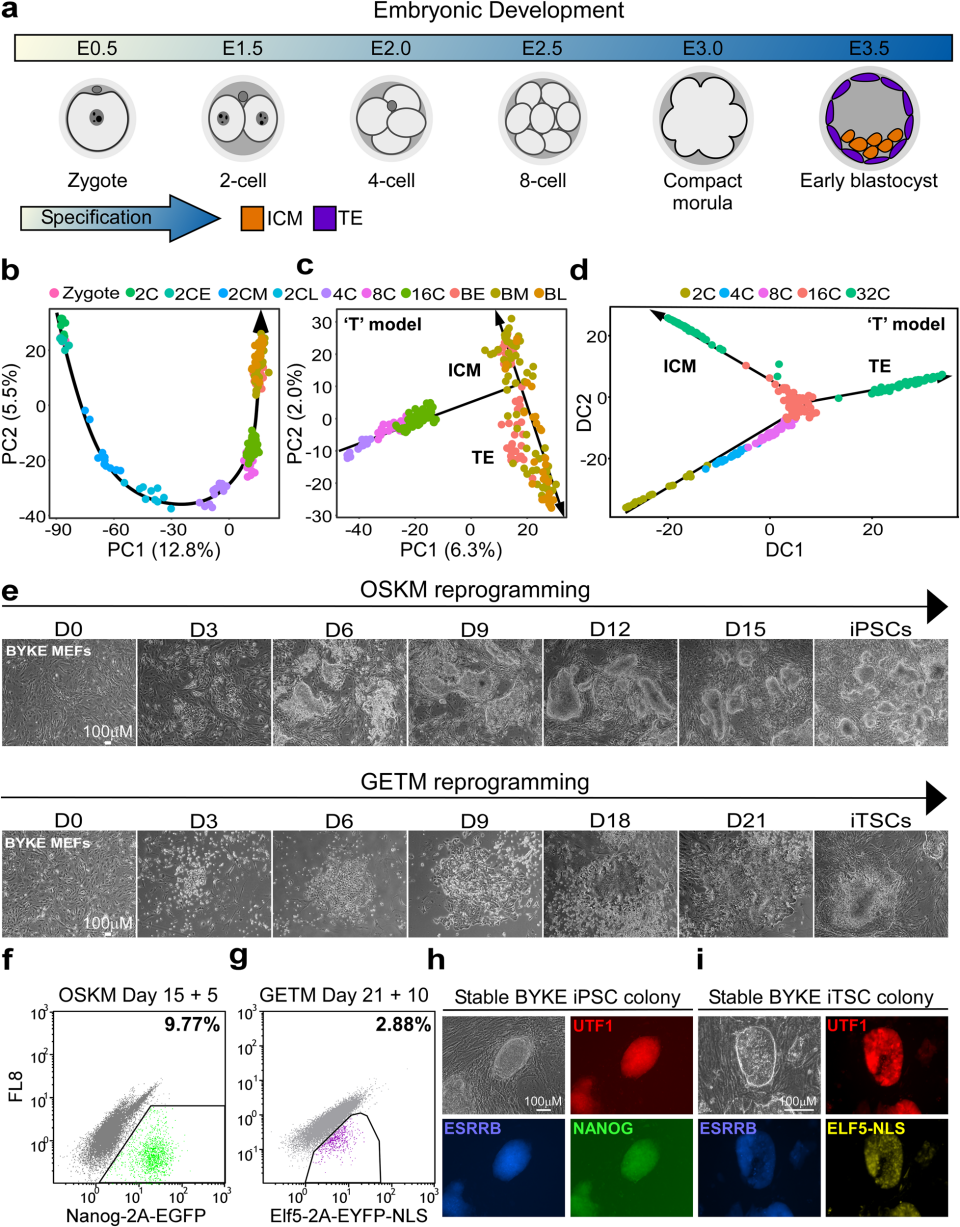
Establishment of the pluripotent and trophectoderm states in the embryo and during somatic nuclear reprogramming. **a** An illustration of early embryogenesis. Inner cell mass (ICM, orange) and trophectoderm (TE, purple) are the first compartments to show a clear transcriptional specification. **b**, **c** Single-cell RNA sequencing data obtained from different stages of developing embryo^5^ demonstrating the trajectory from zygote to blastocyst. PCA graphs showing gene expression profiles among 252 single cells. **b** The exclusion of totipotent cells (zygote and 2-cell stage (2 C)) allows the visualization of a T-like shape progression segregating the TE from the ICM. BE indicates blastocyst-early, BM indicates blastocyst-middle, and BL indicates blastocyst-late. **d** Single-cell Fluidigm BioMark analysis data obtained from different stages of developing embryo^7^ demonstrating the trajectory from the zygote to the blastocyst stage. Diffusion map was constructed by MERLoT package using 48 genes in 433 individual cells obtained from 2 C through blastocyst. **e** Representative bright field images showing cell morphology and cell density during OSKM reprogramming toward iPSCs (top) and during GETM reprogramming toward iTSCs (bottom). Eleven repetitions of independent reprogramming experiments were performed to collect the various samples for the multi-omics analysis (*n* = 11). **f**, **g** Representative flow cytometry analysis for Nanog-2A-EGFP (**f**) or Elf5-2A-EYFP (**g**) reporter on BYKE MEFs undergoing reprogramming for 15 days followed by 5 days of dox removal with OSKM factors (**f**) or for 21 days followed by 10 days of dox removal with GETM factors. Five independent reprogramming experiments were analyzed, all showing a comparable level of reporter activation (*n* = 5). For gating strategy, see Supplementary Fig. 9. **h** Representative bright field and fluorescence images of a stable BYKE iPSC colony demonstrating the activation of the three pluripotent reporters (Utf1-2A-tdTomato/Esrrb-2A-TagBFP/Nanog-2A-EGFP). Five colonies from five independent repetitions were analyzed, all showing the same signals (*n* = 5). **i** Representative bright field and fluorescence images of a stable BYKE iTSC colony demonstrating the activation of the three TSC reporters (Utf1-2A-tdTomato/Esrrb-2A-TagBFP/Elf5-2A-EYFP-NLS). Five colonies from five independent repetitions were analyzed, all showing the same signals (*n* = 5).

We sought to determine whether this ‘T’-like behavior also characterizes mouse somatic cells undergoing reprogramming to pluripotency and TSC state. In general, the reprogramming process of fibroblasts is characterized by multiple steps: (1) loss of somatic cell identity, (2) rapid proliferation, (3) mesenchymal to epithelial transition (MET), (4) metabolic shift, (5) stochastic gene expression, (6) epigenetic switch, (7) silencing of the exogenous factors by methylation, and finally (8) the stabilization of the core cellular circuitry^14,22^. We proposed three possible models, ‘T’, ‘Y’ and ‘V’, which may represent the trajectory of fibroblasts undergoing reprogramming into iPSCs and iTSCs (Supplementary Fig. 1c). The ‘T’-shaped model predicts that fibroblasts undergoing reprogramming into iPSCs or iTSCs will undergo comparable transcriptional and epigenetic changes during the conversion and that a separation between the two will occur only at the end of the reprogramming process, similarly to the cells of the early embryo. The ‘Y’-shaped model predicts that only genes and regulatory elements that are responsible for early and general processes like loss of somatic cell identity, proliferation and MET will be shared between the two systems, after which each will take a different path. The ‘V’-shaped model predicts that some early processes are shared by the two systems, but that each mostly employs a different set of genes and regulatory elements to achieve its own unique fate.

To understand which of the three proposed models most accurately represents the reprogramming process toward the two states, we performed a parallel, comparative, multi-omics analysis on fibroblasts undergoing reprogramming to iPSCs by OSKM or to iTSCs, by GETM factors simultaneously (Fig. 1e). We utilized our previously developed BYKE system for distinguishing between pluripotent and TSC reprogramming (Fig. 1f–i^23^,). We profiled the transcriptome (bulk RNA-seq and single-cell RNA-seq (scRNA-seq)), methylome (reduced representation bisulfite sequencing, RRBS), chromatin accessibility (ATAC-seq), chromatin activity (ChIP-seq for H3K4me2 and H3K27ac) and genomic stability (CNVs) at different time points along the reprogramming processes and ran computational analyses while comparing the behavior of the two systems (Supplementary Fig. 1d).

### Bulk transcriptomic dynamics for iTSC and iPSC reprogramming

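Mouse embryonic fibroblasts (MEFs, n = 4 libraries) were compared with cells carrying dox-inducible human GATA3, EOMES, TFAP2C and MYC (GETM) or OCT4, SOX2, KLF4 and MYC (OSKM). GETM cells were taken at days 3, 6, 9, 12, 15, 18 and 21 on dox and at day 31, after 21 days on dox and 10 days without (iTSCs). OSKM cells were taken at days 3, 6, 9, 12 and 15 on dox and at day 20, after 15 days on dox and 5 days without (iPSCs). Embryonic stem cells (ESCs) and blastocyst-derived trophoblast stem cells (TSCs) served as the end states, and each group other than MEFs held 2 libraries. Libraries were prepared with the SENSE mRNA kit, and the authors aligned reads to mm9 with TopHat and gave 1 FPKM value (fragments per kilobase and 1e6 mapped reads) per gene and library with cufflinks. The table lists 23309 genes, and 14983 with an FPKM of at least 1 in 2 or more libraries were tested with limma on log2(FPKM + 1). A gene was called at an adjusted p of at most 0.01 and a log2 fold change beyond 1 in either direction, and fold changes on this scale understate the change of low genes. All 17 groups shared 1 estimate of the spread, and values below are means ± SD over the libraries of a group. In a simulation of GETM day 3 against MEFs over the 14983 genes, 98.5% of genes changed by 1.5 on the log2 scale, 95.5% of those changed by 2 and 98.5% of those changed by 3 were called, with 0 false calls. The changed genes were drawn among those above 2 on the log2(FPKM + 1) scale in MEFs, with normal values at the model's own spread. It does not cover genes that are silent in MEFs or spread that departs from the model. Among the tested genes are 260 genes of short RNAs, which the text names only where stated. Depth per library is not given with the values. In 141 short RNA genes the low values stepped in whole reads (within 0.1) for 77.2% of values, against 20% by chance, and gave relative depths of 0.898 to 1.12.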

We used full-transcript RNA-seq to estimate expression levels and transcribed isoforms, with a total depth of 20 M reads per replicate. PCA exposed the trajectory cells undergo during reprogramming to iTSCs and iPSCs (Fig. 2a–f). 

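In RNA distances, GETM cells had left the MEFs further than OSKM cells by day 3, by a root mean square of 0.95 against 0.74 on the log2 scale. OSKM cells then moved on to 0.98 at day 6, 1.07 at day 12 and 1.24 at day 20. GETM cells lay 1.06 from MEFs at day 9, 0.96 at day 12, 0.82 at day 15, 0.96 at days 18 and 21 and 0.78 at day 31. Replicate B of GETM days 15 and 31 had high macrophage genes (list means 6.02 and 5.95), as did MEFs A and B (5.53 and 5.65). What part this has in the distances was not tested. The distance from OSKM cells to ESCs fell from 1.46 at day 3 to 1.12 at day 15 and 0.95 at day 20. The distance from GETM cells to TSCs stayed near its day 3 value of 0.97 up to day 21 (0.93) and was 1.21 at day 31. Replicates of 1 group differed by 0.48, which alone would put group means 0.34 apart. With the 500 most variable genes, PC1 held 31.8% and PC2 16.3% of the variance among OSKM cells, MEFs and ESCs, 22.4% and 11.4% among GETM cells, MEFs and TSCs, and 24.0% and 11.7% in both systems together. On dox only, PC1 and PC2 held 38.4% and 12.0% for OSKM, 31.5% and 10.9% for GETM, and 29.4% and 12.4% for both. Of the 500 genes of each plot, 180 to 190 are genes of short RNAs. Without short RNA genes, a setting chosen after the values were seen, PC1 held 57.4% for OSKM, 48.1% for GETM and 46.3% for both. On dox only it then held 76.6%, 71.9% and 59.2%.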

We extracted the gene loadings associated with the first two principal components in each PCA plot to reveal those that drive the distinguishing stages/steps in and between the two reprogramming systems (Supplementary Fig. 1e–j). 

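At day 3, Prl3d1 (mm9 13:27186058-27192129), a placental hormone gene, had an FPKM of 809 ± 19.7 (SD, n = 2) in GETM cells and 3.85 ± 4.06 (SD, n = 4) in MEFs, a log2 fold change of 7.90 (SE 0.54, adjusted p = 7.13e-11 from limma). Plac1 (X:50423179-50467582) rose to 51.0 ± 0.955 in GETM cells against 0.453 in MEFs, a log2 fold change of 5.18 (SE 0.17, adjusted p = 1.15e-16). Aldh3a1 (11:61022244-61031918), an epithelial enzyme gene, had an FPKM of 353 ± 65.3 in OSKM cells at day 3, a log2 fold change of 8.29 over MEFs (SE 0.22, adjusted p = 8.42e-19), and Nefl reached 109. Pou5f1 (17:35642977-35647722) was at 5.78 ± 0.368 in OSKM cells against 0.315 ± 0.105 in MEFs (log2 fold change 2.37, SE 0.09, adjusted p = 5.95e-16). Side by side, 610 genes were higher and 1339 lower in GETM than in OSKM cells at day 3, 707 and 2069 at day 6, 1265 and 2386 at day 9, 764 and 2175 at day 12, and 504 and 2017 at day 15. Of the 1582 genes raised by GETM and the 985 raised by OSKM over MEFs at day 3, 446 were shared, against 104 for unrelated sets, and of the genes lowered, 217 were shared, against 35.0. 57 genes moved in opposite directions. Both systems share the 4 MEF libraries. With MEFs A and B for GETM and C and D for OSKM, the shared genes raised at day 3 numbered 251 and those lowered 162. With C and D for GETM and A and B for OSKM they numbered 588 and 381. By library number, A and B stand before the OSKM and C and D before the GETM libraries, though no label ties them to a system. A and B correlated at 0.977 and C and D at 0.978, against 0.954 to 0.961 across. In 20 simulations of unchanged groups set against the same MEFs, the fold changes of both systems correlated at 0.350 on average, against 0.459 at day 3, with covariances of 0.0336 and 0.322. When replicate B of every group but MEFs was left out, which leaves the MEFs alone to give the spread, 373 genes separated GETM from OSKM cells at day 3.

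**Figure D1:**
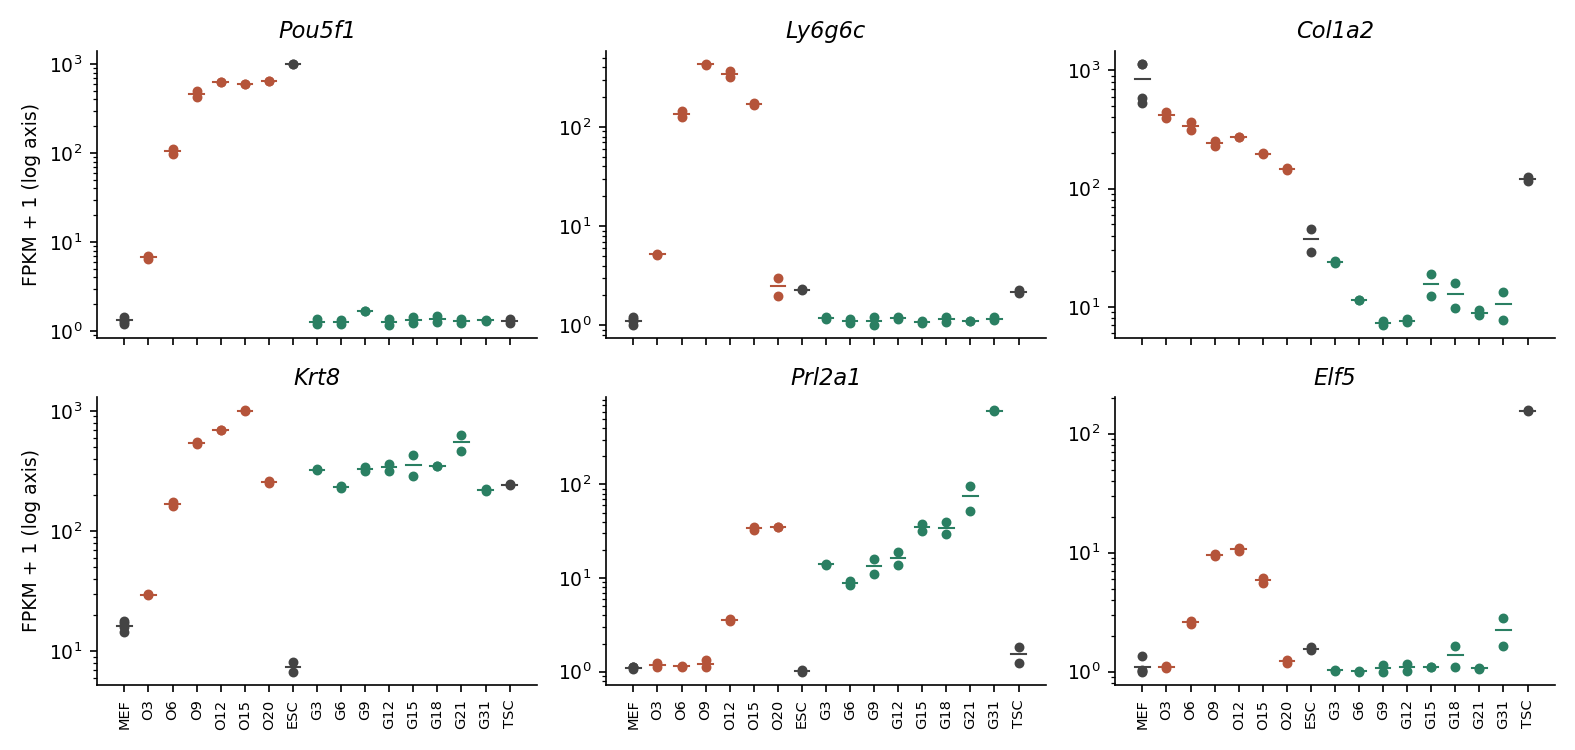
FPKM + 1 (log axis) of Pou5f1, Ly6g6c, Col1a2, Krt8, Prl2a1 and Elf5 in each bulk RNA library, 1 point per library, grouped by MEFs, OSKM days (O), GETM days (G), ESCs and TSCs. Col1a2 fell to 23.1 FPKM at GETM day 3 and was at 417 at OSKM day 3.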

Notably, reprogramming to a TSC or pluripotent state exhibited a markedly different transcriptional landscape, and analyzing both processes together revealed a ‘V’-like shape, starting from the beginning of the process (Fig. 2c, f, Supplementary Figs. 1g, j), suggesting that major transcriptional changes separate the two systems.

**Fig. 2:**
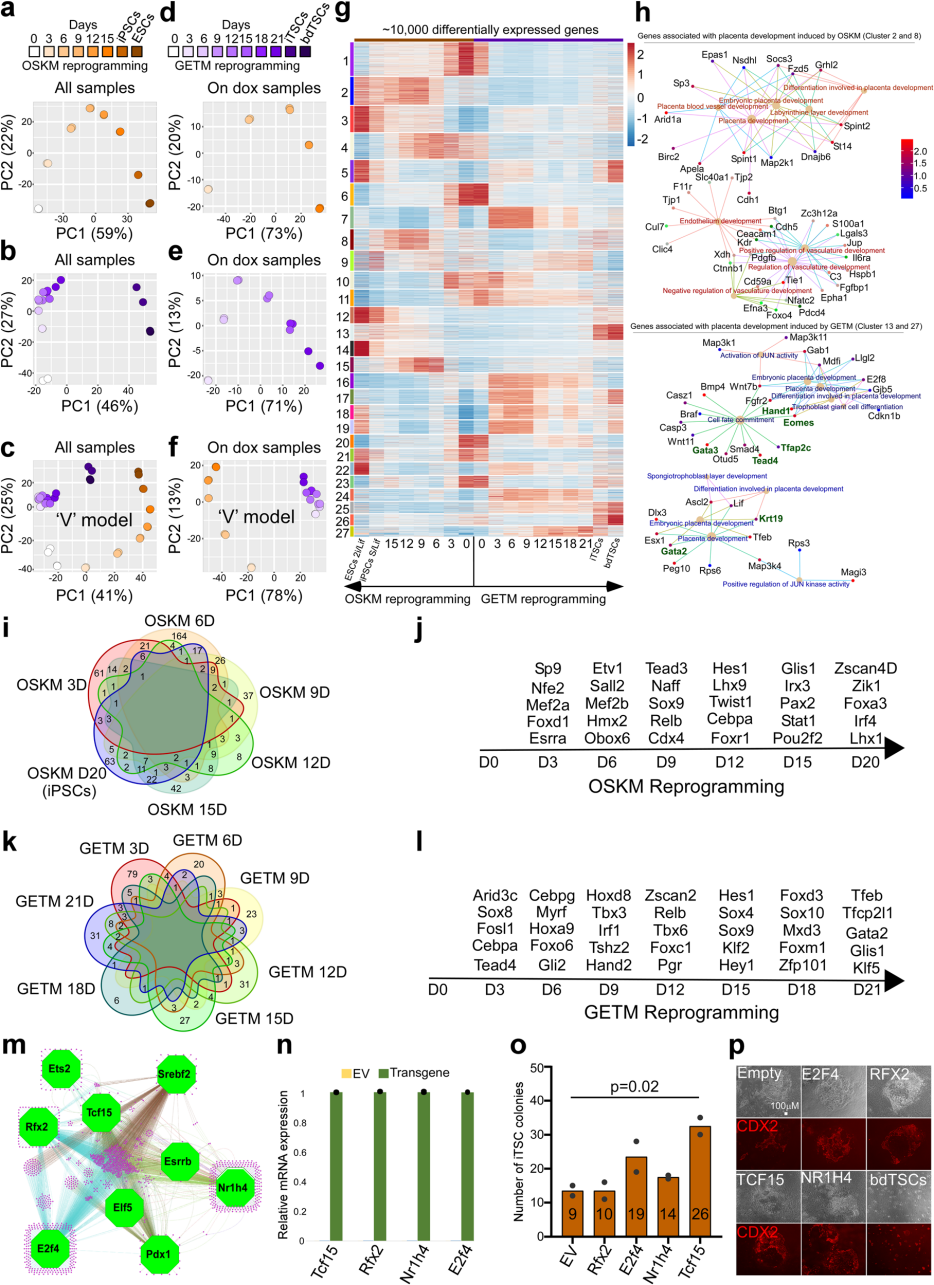
Bulk RNA-seq analysis on cells undergoing reprogramming to iPSCs and iTSCs. **a**–**c** PCA plots describing the trajectory during the reprogramming to either iPSCs (**a**), iTSCs (**b**) or both (**c**) as assessed by gene expression profiles (two biological replicates for each time point/sample, *n* = 2). **d**–**f** same as in (**a**–**c**) but here only induced cells (cells on dox) are plotted. **g** Heatmap of the most variable 10,000 genes among ESCs, bdTSCs, MEFs and cells during reprogramming. Unsupervised hierarchical clustering was performed and adaptive branch pruning was used to identify 27 prominent clusters. **h** Gene-concept network of GO terms associated with placenta development induced by OSKM (upper panel) or by GETM (lower panel) reprogramming. Key regulators of the TSC state are marked by green. **i**, **k** Venn diagrams plots for transcription factor dynamics during reprogramming with OSKM or with GETM, respectively (lfc > 1, p.adj ≤ 0.01). **j**, **l** Schematic illustrations showing representative transcription factors that are activated during the reprogramming to pluripotency or to TSC state, respectively. **m** A network generated with iRegulon Cytoscape plugin showing key transcription factors (green nodes) predicted to regulate 1288 genes (magenta nodes) that are completely silent or only mildly expressed in GETM day 21 but strongly expressed in iTSCs. **n**–**p** Oct4**-**GFP MEFs were transduced with GETM together with the indicated factor and reprogrammed for 20 days followed by 10 days of dox removal. **n** qPCR analysis of the indicated transgenes. The highest sample for each transgene was set to 1. Results were normalized to the *Gapdh* gene and are shown as fold change of two replicate runs in a typical experiment (*n* = 3). **o** Quantification of the number of stable iTSC colonies in the various reprogramming combinations. Numbers inside bars indicate the average number of CDX2-positive iTSC colonies of two independent biological replicate runs (*n* = 2). Asterisk indicates *p* value of 0.02 using two-tailed unpaired *t*-test calculated by GraphPad Prism (8.3.0). **p** Representative images for CDX2–positive (red) iTSC colonies in the indicated reprogramming combinations and bdTSCs from two independent experiments (*n* = 2). See also Supplementary Data file 1. Source data are provided as a Source Data file.

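Between consecutive OSKM days on dox, Ly6g6c (17:35204270-35206993), an epithelial surface gene, climbed from 4.18 FPKM at day 3 to 343 ± 30.7 at day 12. It was at 170 on day 15 and at 1.48 on day 20, a log2 fold change of -6.14 (SE 0.13, adjusted p = 2.13e-21). Nanog moved in the other direction, from 5.97 at OSKM day 3 through 14.3 at day 12 and 58.4 at day 15 to 209 ± 3.13 at day 20, with ESCs at 534. In OSKM cells 1058 genes rose and 417 fell from day 3 to 6, 363 and 99 from day 6 to 9, 109 and 21 from day 9 to 12, 301 and 141 from day 12 to 15, and 490 and 448 from day 15 to 20. In GETM cells the step from MEFs to day 3 raised 1582 genes and lowered 1479, and the 6 later steps on dox each raised 19 to 101 and lowered 8 to 70. A model over the compared groups alone called far fewer genes in the steps from day 9 to day 21. Replicate B of GETM day 15, which enters the steps to and from that day, has high macrophage genes (list mean 6.02). After dox was removed, 1121 genes rose and 1088 fell between GETM days 21 and 31. Isg15 (4:155573533-155574927) went from 3.06 to 107 in that step (log2 fold change 4.78), Spp1 from 41.0 to 996, and Ccnb1 (13:101548694-101556441) from 51.6 to 3.48 (log2 fold change -3.56). Replicate B of day 31 has high macrophage genes (list mean 5.95 against 2.30 in A), and Spp1 was at 1313 in B and 679 in A. Steps on dox measured 0.40 to 0.46 as a root mean square of log2 values in GETM and 0.45 to 0.71 in OSKM cells, and the last GETM step 0.87. The total of 2209 genes between GETM days 21 and 31 became 227 without replicate A of every group but MEFs. From the shape of Fig. 2c, f, the paper proposes that major transcriptional changes separate the systems.

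**Figure D2:**
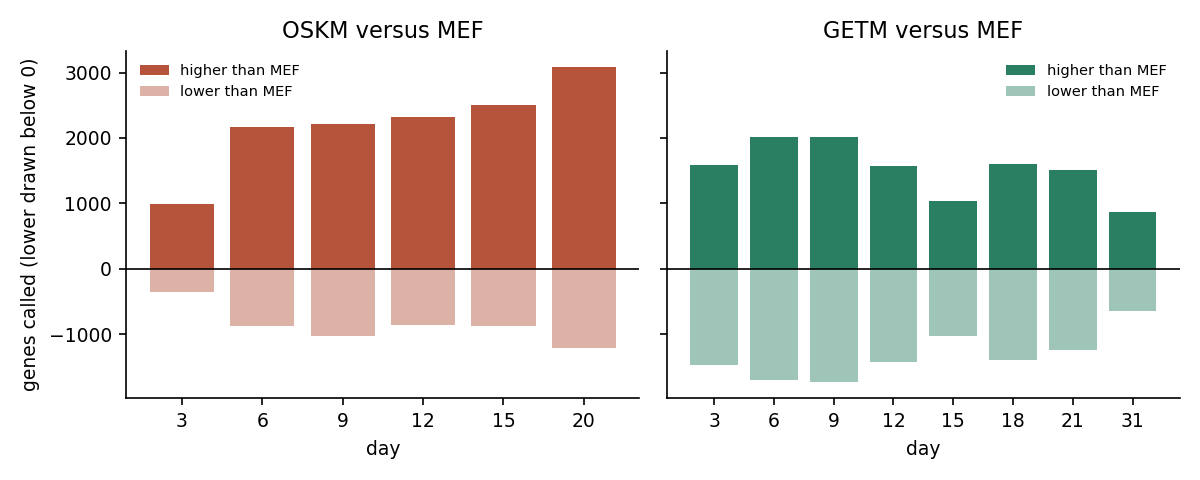
Number of genes called higher (above 0) and lower (below 0) than in MEFs with limma, by day, for OSKM and GETM cells. GETM cells start at 1582 and 1479 genes at day 3 and end at 860 and 643 at day 31, while OSKM cells go from 985 and 355 at day 3 to 3092 and 1206 at day 20.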

While the reprogramming process toward iPSCs showed gradual transcriptional changes until stabilizing the final cells (Fig. 2a, d, Supplementary Fig. 1e, h), the process toward iTSCs showed two main waves of transcriptional change, the first occurring as early as day 3, PC2 (Fig. 2b, Supplementary Fig. 1f), followed by subtle transcription changes until day 21 (Fig. 2e, Supplementary Fig. 1i), whereupon after transgene expression removal a second wave is initiated, which is important for core TSC circuitry activation (i.e., PC1, Fig. 2b, Supplementary Fig. 1f).

These differences between OSKM and GETM reprogramming may be partially due to the nature of each reprogramming process. While iPSC colonies may be stabilized during reprogramming and in the presence of transgenes, iTSC colonies cannot. Only when transgenes expression is shut off (i.e., removal of dox) stable iTSC colonies emerge.

Next, the ~10,000 most differentially expressed genes were clustered into 27 unique clusters (Fig. 2g, Supplementary Data file 1). Clusters 1, 4, 6, 10, 11, 20, and 23 contain MEF-specific genes that are downregulated during GETM and OSKM reprogramming with unique dynamics for each cluster and system. 

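Clusters 1, 4, 6 and 10 of Supplementary Data 1 could be read in full, with 679, 518, 445 and 324 of their genes tested. Genes of cluster 1 had a mean z-score over libraries of 1.21 in MEFs, 0.99 in OSKM cells at day 3 and -0.65 in GETM cells at day 3. Their score was 0.69 in GETM cells at day 31. Genes of cluster 6 scored 1.61 in MEFs. Cluster 4 was highest in OSKM cells at day 6 (1.38) and low in ESCs (-1.27), and cluster 10 was high in OSKM (1.16) and GETM cells (0.89) at day 3. The study made the clusters from these libraries, so the scores describe them and are no independent test.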

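Cluster 7, with 435 of its 462 genes tested, had a mean z-score of 1.24 in GETM cells at day 3, 1.41 at day 6 and 1.42 at day 9. By GETM day 21 the score was -0.02. In OSKM cells it was 0.41 at day 3 and -0.92 at day 9.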

Clusters 7, 16, 17, 18, 19, 24, 25, and 27 are specific to the TSC reprogramming process. Most clusters involve genes important for metabolism and cell cycle regulation. 

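Genes of cluster 2 (559 tested) had their highest mean z-score, 1.33, in OSKM cells at day 9, and scored -0.94 in GETM cells at day 3. Genes of cluster 8 (410 tested) scored 1.21 in OSKM cells at day 12 and -0.88 in GETM cells at day 3.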

Clusters 2, 8, 12, and 15 are specific to iPSC reprogramming and contain genes that participate in cell junction organization, Ras protein signal transduction, and regulation of vasculature development. 

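Cluster 3 (518 genes tested) was low in MEFs (mean z-score -1.41) and rose to 1.09 in OSKM cells at day 20 and 1.69 in ESCs, with 0.16 in GETM cells at day 6 and 0.32 in TSCs. Cluster 5 (450 genes tested) scored 0.42 in GETM cells at day 9, 0.83 in OSKM cells at day 20, 1.55 in ESCs and 1.44 in TSCs. Cluster 9 (400 genes tested) scored 0.77 in OSKM cells at day 20 and 0.56 in GETM cells at day 21, with -0.28 in MEFs.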

Clusters 3, 5, and 9 are shared between the two processes and composed of genes that regulate cell cycle, DNA repair, and Wnt signaling pathway (Supplementary Data file 1). 

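Of 33 proliferation genes, 21 were higher in OSKM cells and 28 in GETM cells than in MEFs at day 3, and none was lower (21 and 28 higher when adjusted over the list alone). Their median log2 fold change was 1.15 in OSKM and 1.81 in GETM cells. Directly compared at day 3, 5 of the 33 were higher in GETM than in OSKM cells (5 adjusted over the list alone), with a median of 0.70 and a camera adjusted p of 9.56e-04. At day 12 the median was 0.00 with 1 gene higher, and the camera adjusted p was 0.275. Of 40 chromatin remodelling genes, 3 were higher in GETM cells at day 3 (3 over the list alone), with a median of 0.32 and a camera adjusted p of 0.00161. With a correlation estimated from the data in place of camera's preset 0.01, calls held for the pluripotency, epidermis, germline and 2-cell-like lists, the epithelial list in OSKM cells and between systems, the mesenchymal list in OSKM cells, and the OSKM genes of Fig. 2h and Supplementary Fig. 3, and for no other list printed at a claim.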

Most genes behaved differently between the two reprogramming systems, even in early and shared dynamics such as proliferation, chromatin remodeling, and mesenchymal to epithelial transition (MET, Supplementary Fig. 2a–d, Supplementary Data file 1). 

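The fibroblast matrix gene Col1a2 (6:4455697-4491543) fell from 844 ± 331 FPKM in MEFs to 23.1 ± 0.636 in GETM cells at day 3, a log2 fold change of -5.04 (SE 0.28, adjusted p = 8.38e-13). It was at 417 ± 33.4 in OSKM cells at that day. Postn (3:54165029-54194963) dropped to 5.38 in GETM cells against 354 in MEFs (log2 fold change -5.56) and Ptn to 1.44 against 228 (-6.35). In OSKM cells at day 3, Ogn was at 6.44 against 42.2 (log2 fold change -2.52) and Acta2 at 883 against 3865 (-2.10). Krt8 (15:101827142-101834773), an epithelial keratin gene, was already at 323 ± 3.68 in GETM cells at day 3 against 15.4 ± 1.44 in MEFs, a log2 fold change of 4.31 (SE 0.12, adjusted p = 5.60e-18), and at 28.7 in OSKM cells. By day 12 it had reached 692 in OSKM cells. All 28 fibroblast matrix genes were lower in GETM day 3 vs MEF (median log2 fold change -3.29, camera adjusted p = 1.57e-13; 28 over the list alone) and 5 in OSKM cells (-0.79, 3.15e-04; 5 lower and 1 higher when adjusted over the list alone). Both list calls were lost with an estimated correlation, at 0.532 in GETM (alternatives 4.04e-17 to 0.532) and 0.613 in OSKM cells (alternatives 3.71e-08 to 0.613). The one in OSKM cells was also lost, at 0.0967, without the 4 libraries with the highest macrophage genes, MEF A and B among them. Of 16 mesenchymal genes at day 12, 12 were lower in OSKM cells (median -1.58, 4.57e-10) and 9 in GETM cells (median -1.41), with the same counts adjusted over the list alone. Of 28 epithelial genes at day 12, 28 were higher in OSKM cells (median 4.52, 1.04e-15) and 10 in GETM cells (median 0.51), again with the same counts over the list alone, and 26 were lower in GETM than in OSKM cells (median -3.40).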

While as expected, key mesenchymal genes and regulators of epithelial to mesenchymal transition are downregulated in both systems (Supplementary Fig. 2c, bottom of the heatmap, Supplementary Data file 1), indicating loss of fibroblastic identity, particular mesenchymal and MET-specific genes are uniquely expressed in each reprogramming system (Supplementary Fig. 2c, d). Another example of an important difference between the two systems is observed already in early reprogramming stages is a metabolic shift occurring in two waves (days 3–9 and 12–21) in iTSC reprogramming. This shift, which plays a role in translation regulation and RNA processing, is absent in iPSC reprogramming (Supplementary Fig. 2e–g, Supplementary Data file 1). Moreover, even when similar GO terms are annotated between the two systems, each reprogramming system utilizes different sets of genes to execute the process. 

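Of 47 ribosome biogenesis genes, 47 were higher in GETM cells than in MEFs at day 3 (median log2 fold change 1.67, camera adjusted p = 1.39e-15) and 32 in OSKM cells (median 1.12). Both list calls were lost with an estimated correlation, at 0.532 in GETM (alternatives 2.83e-21 to 0.532) and 0.613 in OSKM cells (alternatives 6.93e-22 to 0.613). Against OSKM cells, 3 of the 47 were higher in GETM cells at day 3 (median 0.64) and 36 at day 12 (median 1.24, camera adjusted p = 1.36e-17, and 0.330 with an estimated correlation; alternatives 6.41e-25 to 0.330). Of 42 translation initiation genes none passed at day 3 (median 0.35, GETM against OSKM), and of 41 splicing genes 1 was higher at day 3 (median 0.50) and 2 higher and 2 lower at day 12 (median 0.34). Glycolysis genes were higher in GETM cells at day 3 for 9 of 18 (median 0.87), and mitochondrial translation genes at day 12 for 3 of 25 (median 0.79). Cholesterol synthesis genes were lower in GETM than in OSKM cells for 16 of 17 (median -1.60). Every count is the same when adjusted over the list alone.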

Figure 2h shows an example where both iTSC and iPSC reprogramming systems activate placenta/trophoblast- specific genes with ‘placenta development’ GO annotation. However, while OSKM activate trophoblast differentiation genes, GETM activate trophoblast stem cell genes (marked by green, Fig. 2h, Supplementary Data file 1). 

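At day 12, Plac1 had an FPKM of 77.9 in GETM and 2.96 in OSKM cells (log2 fold change 4.31), and Prl3d1 one of 80.5 ± 25.2 in GETM cells. Of 25 trophoblast differentiation genes, 13 were higher and 3 lower in GETM than in OSKM cells at that day (median log2 fold change 1.29, camera adjusted p = 1.27e-04). That list call was lost with an estimated correlation, at 0.355 (alternatives 6.58e-07 to 0.355). Of 20 trophoblast stem genes, 2 were higher and 9 lower in GETM cells (median -0.82, camera adjusted p = 0.0545). Sox2 and Esrrb are on that list, and the paper names both as shared by TSCs and pluripotent cells. Of the genes printed for GETM in Fig. 2h, 6 of 18 were higher and 1 lower in GETM cells (median 0.46), and of those printed for OSKM, 9 of 14 were lower and none higher (median -1.65). All of these counts hold when adjusted over the list alone. The study picked the genes of Fig. 2h on these samples, so their counts are not independent evidence.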

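The pluripotency factor Pou5f1 reached 624 ± 4.27 FPKM in OSKM cells at day 12 (log2 fold change 8.90 over MEFs), and Tdgf1 (9:110842112-110848662) reached 157 ± 1.98 (7.20). Of 30 pluripotency genes, 29 were higher in OSKM cells than in MEFs at day 12 (median log2 fold change 3.54) and 29 were lower in GETM than in OSKM cells (median -3.26), with the same counts adjusted over the list alone. Of 24 epidermis genes, 20 were already higher in OSKM cells at day 3 (median 2.22, camera adjusted p = 1.19e-16), and 22 fell in OSKM day 20 vs OSKM day 15 (median -2.88, camera adjusted p = 1.67e-29). In that last step 9 of 14 germline genes silenced by methylation rose (median 1.41), as did 6 of 6 genes of the 2-cell-like state (median 3.09). These counts do not change when adjusted over the list alone. Of the factors printed in Fig. 2j for OSKM, 25 could be tested, and at day 12 GETM cells had 3 higher and 6 lower than OSKM cells (median -0.29). Of the 32 tested from Fig. 2l for GETM, 2 were higher and 10 lower (median -0.14). Fig. 2j and 2l show factors turned on along each process. A comparison of the systems at day 12 alone does not test that. The study also picked these factors on these samples.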

Pursuant to this, each conversion system exhibits a unique set of key transcription factors along the reprogramming process, suggesting a ‘V’-shaped behavior (Fig. 2i–l).

To improve the efficiency of the reprogramming process to iTSCs, we extracted from the bulk RNA-seq data a list of 1288 genes that are silent or only mildly expressed in GETM day 21 but strongly expressed in iTSCs. 

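Prl2a1 (13:27893524-27900585), a placental prolactin gene, rose from 73.6 FPKM at GETM day 21 to 611 at day 31 (log2 fold change 3.11), and Prl8a9 from 13.5 to 185 (3.67). The TSC gene Elf5 (2:103252255-103291145) was at 0.07 at day 21 and 1.24 at day 31 (log2 fold change 1.01), against 155 in TSCs. Esx1 fell from 42.1 to 0.39 (log2 fold change -4.94) and Ascl2 (7:150152727-150155169) from 32.8 to 0.885 (-4.13). Of the 1121 genes higher at day 31 than at day 21, 250 (22.3%) had a mean FPKM under 1 at day 21. 43 of the 1121 were also higher in TSCs than in MEFs, 322 were higher than in MEFs at day 31, and 514 had been lower than in MEFs at day 21. Without replicate A of every group but MEFs, 125 genes were higher at day 31.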

We postulated that if these genes are essential for the stabilization of the TSC core circuitry, activating them earlier will increase reprogramming efficiency. Using iRegulon^24^ we identified nine potential regulators for this gene set: RFX2, TCF15, E2F4, ESRRB, ELF5, ETS2, NR1H4, PDX1, SREBF2. Of those, ELF5, ETS2, and ESRRB have been shown to increase the reprogramming process to iTSCs^13,16,25^. 

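Of the regulators found by the authors, 8 could be tested, and 1 was higher and 1 lower at GETM day 31 than at day 21, also when adjusted over the list alone. Esrrb was at 0.20 FPKM at GETM day 31 and at 114 in TSCs, a log2 fold change of -6.58.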

Cloning 4 of the others, *E2f4*, *Tcf15*, *Rfx2*, and *Nr1h4*, into dox-inducible lentiviral vectors, showed that *Tcf15* and to a lesser extent *E2f4* and *Nr1h4* increase reprogramming efficiency toward iTSCs (Fig. 2m–p).

Thus, stepwise bulk transcriptomic analyses identified new iTSC reprogramming facilitators and propose a clear ‘V’-shaped behavior between GETM and OSKM whereby each reprogramming system operates distinctively to reprogram the somatic nucleus.

### Single-cell transcriptomics for iTSC and iPSC establishment

Typically, of the cells destined for iTSC or iPSC reprogramming, only 1–5% and 10–20% respectively acquire the fully reprogrammed state^13,23^ (Fig. 1f, g). Although powerful, bulk transcriptional analysis lacks the sensitivity to identify such small fractions of cells. Population averaging likewise ambiguates a ‘T’ or ‘Y’ transcriptional behavior among small groups of cells that harbor two reprogramming systems. We therefore conducted single-cell analysis on GETM and OSKM induced cells.

To evaluate the transcriptomes of individual cells undergoing reprogramming into iPSCs and iTSCs, we harnessed the 10× Genomics platform and profiled the transcriptome of 26,839 single cells at days 3, 6, and 12 along the reprogramming processes as well as the transcriptome of stable iTSCs. These timepoints represent the stochastic gene expression phase in the two reprogramming systems, when the highest variation between individual cells in expected. 

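Droplet RNA sequencing covered 4 libraries. At day 3, GETM and OSKM cells were captured separately, each pooled with iTSCs grown on feeder cells, and at days 6 and 12 cells of both systems shared 1 library. No table assigns cells of the day 6 and 12 libraries to a system, and there is 1 library per condition, so no test was made between conditions. Counts of unique molecular identifiers (UMIs) per gene and cell were used as deposited. Cells with at least 1000 genes and at most 10% mitochondrial counts were clustered within each library (2000 variable genes, 30 principal components, Leiden resolution 0.5), clusters under the paper's limits for mean UMIs were removed, and doublets found by scrublet were dropped. This left 7475 GETM and 7532 OSKM cells at day 3, 7985 cells at day 6 and 5949 at day 12, with median UMIs of 34207, 28236.5, 19298 and 18584. The labels name Cell Ranger 3.0.2 and the methods cellranger 6.1.1. Clusters were named where at least 3 markers of a class had a CPM (UMIs per 1e6 of the group) of at least 20 and at least 2-fold that of the other cells. Markers of the GETM- and OSKM-induced classes are genes the paper names, so these names and the paper's markers are not independent. In a simulation of 5 cell profiles per library, 99.9% to 100% of cells were grouped with their own profile. The profiles were those of clusters already found, without variation inside a cluster, so this does not test whether the real clusters are distinct. Intervals beside CPM values are exact Poisson intervals at 95% and cover counting error only, and UMIs from free RNA give low counts in cells that lack a gene.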

UMAP analysis for these timepoints demonstrated two distinct cells clusters, one for GETM and one for OSKM reprogramming, suggesting a V-like shaped behavior (Fig. 3a). 

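In the day 3 libraries, cells with fibroblast markers made up 16.4% of GETM (1227 of 7475; 95% interval 15.6 to 17.3) and 11.8% of OSKM cells (886 of 7532; 11.0 to 12.5). Feeder cells are fibroblasts and may have come with the added iTSCs, so these shares and the values of fibroblast-like cells at day 3 may include them. Cells with trophoblast stem markers, which include the added iTSCs, made up 25.6% and 24.7%. At day 6, 38.8% of cells carried OSKM markers, 12.4% GETM markers and 19.7% fibroblast markers, and 28.9% could not be named. With at least 2000 genes and at most 5% mitochondrial counts, the OSKM-marked share was 18.7% and the fibroblast-like one 10.2%. By day 12 the OSKM-marked cells were 39.2%, cells with pluripotency markers 7.77% (462 of 5949; 7.10 to 8.48), fibroblast-like cells 12.7% and unnamed cells 40.2%. The pluripotent-like share depends on settings, at 13.1% with Leiden resolution 1.0 and 4.29% with at least 500 genes and at most 20% mitochondrial counts. The day 12 clusters left unnamed had a Ly6g6c CPM of 13.6, against 983 in OSKM-induced-like cells. From the separate clusters of Fig. 3a, the paper proposes V-shaped behaviour.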

In each timepoint the only overlapping cells between the two reprogramming systems are the parental MEFs that are still present at day 3 of reprogramming (Fig. 3b–d). Using EnrichR^26^ “PanglaoDB Augmented 2021” different transcriptional fates for induced cells were identified during each reprogramming process, with both containing cells with a transcriptional profile partially similar to that of the placenta, in accordance with the bulk analysis. Other than fibroblasts and placental cells, different groups of induced cells activated gene signatures that are enriched in Basal cells, Cajal-Retzius cells and mammary epithelial cells in OSKM reprogramming and Reticulocytes, Adipose progenitors, Microfold cells and Transient cells in GETM reprogramming (Fig. 3a–d, Supplementary Data file 2). Epidermis, placenta and neuronal fates have previously been observed in OSKM reprogramming, strengthening our findings^27^. We next identified known and unknown stage-specific markers for each reprogramming process (Fig. 3e, f). For iTSC reprogramming, non-infected MEFs or refractory MEFs were identified using the known mesenchymal markers *Col1a2* and *Thbs1*. 

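Col1a2 had a CPM of 452 (95% interval 446 to 458) in the 1227 fibroblast-like cells of the GETM day 3 library and 35.6 (34.7 to 36.5) in the 4318 other GETM cells. Thbs1 stood at 999 (990 to 1008) in the former and 52.2 (51.1 to 53.2) in the latter. After thinning to 5000 UMIs per cell, 65.3% of the fibroblast-like cells and 10.9% of the others had a UMI of Col1a2, at median depths of 36467 and 37974.5 before thinning.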

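Serpinf1 had a CPM of 104.5 (95% interval 101.7 to 107.5) in fibroblast-like cells and 37.3 (36.5 to 38.2) in the other GETM cells of day 3, and a UMI in 30.2% and 15.2% of them after thinning.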

*Serpinf1* marks both MEFs and cells that have succeeded to initiate the reprogramming process. 

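Sord was highest at day 6 in the 795 cells of an unnamed cluster, with a CPM of 79.0 (95% interval 74.6 to 83.6), and stood at 29.4 in the 989 GETM-induced-like cells and 9.18 in the 3095 OSKM-induced-like cells. Wnt6 had a CPM of 202 (196 to 209) in the GETM-induced-like cells, 61.7 in the unnamed cluster and 1.95 in OSKM-induced-like cells, and it is among the genes that name that class. Wnt3 had 28.9 in GETM-induced-like and 0.922 in OSKM-induced-like cells, and Adssl1 126 and 1.36. Wnt6 had a UMI in 44.5% of GETM-induced-like and 0.690% of OSKM-induced-like cells after thinning to 5000 UMIs, at median depths of 17497 and 21916 before it.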

*Sord* marks most induced cells that are in the midst of the reprogramming process prior to any fate decision while *Wnt3*, *Wnt6* and *Adssl1* mark cells that are either differentiated trophoblasts or those that are probably destined to become iTSCs, based on their unique intermediate stemness gene signature (Fig. 3e).

**Fig. 3:**
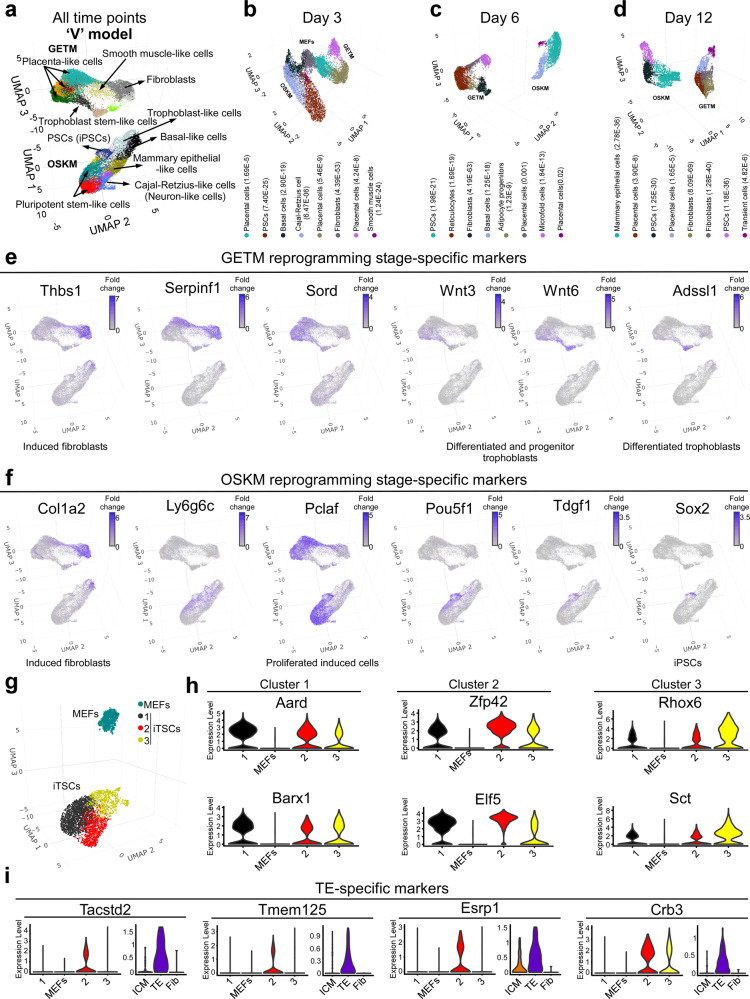
Single-cell RNA-seq analysis separates OSKM from GETM reprogramming. **a** Uniform Manifold Approximation and Projection (UMAP) visualization analysis of 23,446 cells at days 3, 6, and 12 during OSKM and GETM reprogramming. Each point represents a single cell and each color represents a unique community among the population. The most significant cell type was assigned to each cluster of cells using EnrichR- PanglaoDB Augmented 2021. **b**–**d** UMAP visualization of 9708 single cells profiled at day 3 (**b**), 7806 single cells at day 6 (**c**), or 5932 single cells at day 12 (**d**) of both OSKM and GETM reprogramming. Each point represents a single cell and each color represents a unique community among the population. The most significant cell type was assigned to each cluster of cells using EnrichR- PanglaoDB Augmented 2021. **e**, **f** Expression level of selected cluster-specific markers for GETM (**e**) and OSKM (**f**) reprogramming, respectively. The expression level of the specified markers is visualized in cells within the UMAP by a range of intensities of a purple color. **g** UMAP visualization of 3393 single iTSCs and parental MEFs. Three clusters were identified showing a significant heterogeneity within the iTSCs cells. **h** Violin plots summarizing single-cell expression level of specific marker genes for each cluster of iTSCs (p.adj ≤ 0.05). **i** Violin plots showing prevalent expression-specific markers at the single-cell level for genes shared between cells within cluster 2 and the TE compartment of the embryo^5^. See also Supplementary Data file 2.

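Ly6g6c had a CPM of 564 (95% interval 555 to 573) in one of the OSKM-induced-like clusters of day 6, 35.0 in the other and 4.91 in fibroblast-like cells. At day 12 it reached 901 (888 to 913) and 1074 (1060 to 1088) in the OSKM-induced-like clusters and 87.7 in pluripotent-like cells. It belongs to the markers that name the OSKM-induced class.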

For OSKM reprogramming, *Ly6g6c* represents cells that underwent MET and have acquired transcriptional profile of either placenta or epidermal fate. *Pclaf* marks those cells that are highly proliferative and are in the midst of the reprogramming process of both reprogramming systems. 

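Pclaf had a CPM of 429 (95% interval 423 to 435) in the OSKM-induced-like cluster of day 6 with low Ly6g6c and 199 in the other, 220 in unnamed cells and 57.6 in GETM-induced-like cells. At day 12 it stood at 378 in pluripotent-like cells, 194 in unnamed cells and 83.6 in fibroblast-like cells.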

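Tdgf1 had a CPM of 832 (95% interval 811 to 853) in the 462 pluripotent-like cells of day 12, 248 (241 to 254) and 33.9 in the OSKM-induced-like clusters, and 2.90 in fibroblast-like cells. After thinning to 5000 UMIs it was seen in 87.4% of the pluripotent-like and 0.819% of the fibroblast-like cells, at median depths of 15757 and 17502 before it. The gene is among those that name the class.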

*Tdgf1* represents a successful trajectory to reprogramming based on gene expression (Fig. 3f). 

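Pou5f1 (Oct4) had a CPM of 1169 (95% interval 1145 to 1194) in pluripotent-like cells of day 12 and still 707 and 190 in the OSKM-induced-like clusters. Sox2 had 128 (120 to 137) in the pluripotent-like cells and 4.99 and 3.75 in those clusters. After thinning, 37.2% of pluripotent-like, 1.81% of OSKM-induced-like and 0.136% of fibroblast-like cells had a UMI of Sox2, while Pou5f1 was seen in 98.3%, 48.7% and 7.23%. The median depth of OSKM-induced-like cells before thinning was 17224.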

Finally, as we and others have previously noted^14,28,29^, while *Oct4* fails to mark fully reprogrammed cells, *Sox2* stringently mark them (Fig. 3f).

We next used both the bulk RNA-seq and the scRNA-seq data to identify genes that robustly distinguish between GETM-induced and OSKM-induced cells. While *Arhgdib*, *Id3*, *Tm4sf1*, *Egfl7*, *Plac1*, *Prl8a9*, and *Slc38a3* mark specifically GETM-induced cells, *Shisa8*, *Fetub*, *Slc7a3*, *Tdh*, *Nccrp1*, *Ehf*, and *Krt17* are uniquely expressed in OSKM-induced cells (Supplementary Fig. 3a–d). 

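At day 3, Arhgdib had a CPM of 168 in 5545 GETM cells and 42.9 in 5668 OSKM cells, both without TSC-like and macrophage-like cells. Id3 stood at 457 and 184, Tm4sf1 at 410 and 275, and Egfl7 at 47.2 and 5.22. Plac1 was at 6.90 and 0.269, Prl8a9 at 3.33 and 1.022, and Slc38a3 at 0.341 and 0.0527. In the other direction, Shisa8 had a CPM of 134 in OSKM and 3.38 in GETM cells, Fetub 47.3 and 0.516, Slc7a3 52.0 and 8.22, and Krt17 16.1 and 0.328. Tdh reached 16.2 in OSKM cells with 4 UMIs in all GETM cells, Nccrp1 13.1 with 10 and Ehf 11.7 with 1. In the bulk libraries of day 3, 5 of the 7 GETM markers were higher in GETM cells and none lower (median log2 fold change 2.67), and 6 of 6 tested OSKM markers were lower (median -3.18), with the same counts adjusted over the list alone. The paper chose these genes with these samples, so the counts are not independent evidence.

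**Figure D3:**
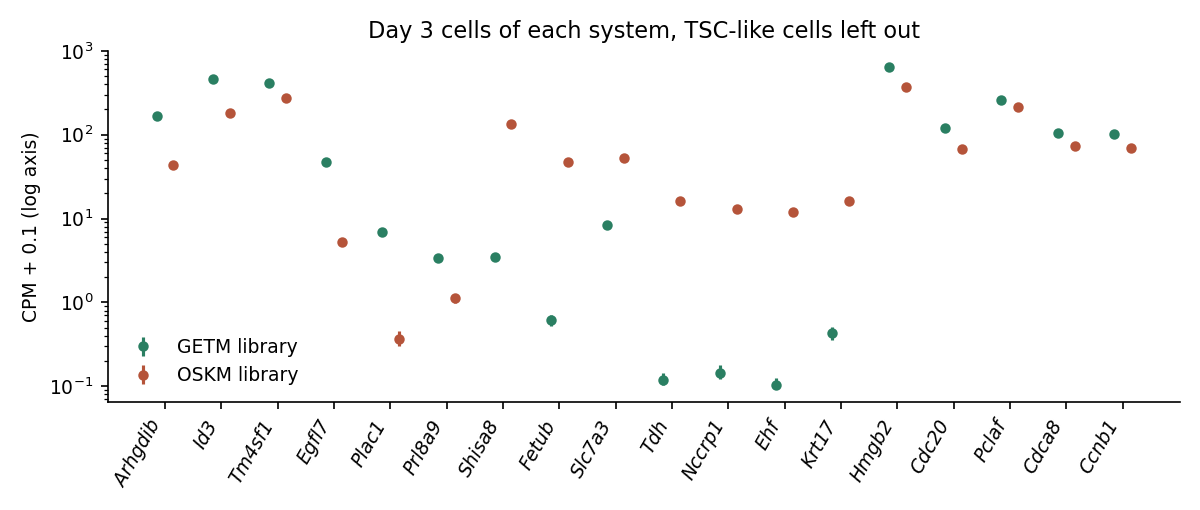
CPM + 0.1 (vertical log axis) of 18 genes named in the text (horizontal), in GETM and OSKM cells of day 3 side by side. TSC-like and macrophage-like cells are left out, and bars are exact 95% Poisson intervals. Shisa8 sits at 3.38 in GETM and 134 in OSKM cells, and Egfl7 at 47.2 and 5.22.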

Interestingly, the proliferation rate of the two systems was different as well, while both contained Myc. Based on the expression of proliferation gene signature, OSKM-induced cells proliferate faster than GETM-induced cells, while non-induced cells from both systems expressed these genes at a very low level (Supplementary Fig. 3e).

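At day 3, Hmgb2 had a CPM of 644 (95% interval 641 to 647) in GETM cells and 370 (367 to 373) in OSKM cells. Cdc20 stood at 122 in GETM and 67.5 in OSKM cells, Pclaf at 258 and 211, Cdca8 at 106 and 74.2, and Ccnb1 at 103 and 70.0. These groups are all cells but TSC-like and macrophage-like ones, so cells that were not induced are among them. Without fibroblast-like cells Hmgb2 was at 709 and 392. By day 6 the order was reversed among cells that could be named, with Hmgb2 at 696 (690 to 702) in OSKM-induced-like and 94.9 (90.5 to 99.4) in GETM-induced-like cells, but 521 in the unnamed cells. At day 12 it was at 1501 in pluripotent-like, 663 in OSKM-induced-like and 489 in unnamed cells. Fibroblast-like cells had 183 at day 6 and 80.0 at day 12, but 399 in the GETM and 238 in the OSKM library of day 3, where feeder cells may be among them.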

We next analyzed the transcriptomic landscape of stable iTSCs. Interestingly, although the cells were grown in a defined TSC medium (TX) that maintains a homogenous stemness morphology^30^, we observed a significant heterogeneity within individual cells of the same colony. 

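The 3779 TSC-like cells of the day 3 libraries, taken together and clustered again, fell into 5 groups. The largest (group 2) held 54.7% of them, group 1 held 25.9% and group 0 held 10.8%, with shares of 53.8%, 26.1% and 10.7% in the GETM library and 55.6%, 25.6% and 10.9% in the OSKM library. Groups 3 and 4 held 191 and 137 cells, each mostly or wholly from 1 library (182 from GETM, 137 from OSKM). In those libraries they held transgene RNA and median UMIs of 54238 and 43455, against 24403 and 19368 in other TSC-like cells. They may be droplets with 2 cells and are not shown to be groups of iTSCs.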

UMAP analysis for the parental MEFs and the resulting iTSCs revealed three major clusters for iTSCs (Fig. 3g). 

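Elf5 had a CPM of 246 (95% interval 239 to 252) in group 1, 152 in group 2 and 30.7 in group 0. Group 1 was also highest among these for Eomes (154), Utf1 (208), Zfp42 (107), Epcam (295) and Gata3 (62.7), with 90.4, 84.1, 52.0, 90.9 and 36.1 in group 2. Aard (126) and Barx1 (54.5) were highest in group 2, against 85.1 and 30.4 in group 1.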

While both cluster 1 and 2 contain cells with stemness signature, cluster 2 expresses high levels of TSC key master regulators such as *Elf5*, *Zfp42* (Fig. 3h), *Eomes*, *Utf1*, *Epcam*, and *Gata3*, and cluster 1 expresses high levels of other stemness gene such as *Aard* and *Barx1* (Fig. 3h). In contract, cluster 3 represents cells that start to exit the TSC state and express low levels of stemness genes and higher level of differentiation genes such as *Rhox6* and *Sct* (Fig. 3h). 

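Group 0 had a CPM of 1230 for Rhox6 (95% interval 1207 to 1254), 890 for Rhox9 and 881 for Sct, where group 1 had 98.98, 64.5 and 68.3. Eomes was at 13.9 and Utf1 at 63.3 in that group, its Epcam at 262.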

Interestingly, a low number of cells in cluster 2 show unique expression of TE-specific genes such as *Tacstd2*, *Tmem125*, *Esrp1*, *Crb3*, suggesting that within an iTSCs population a small fraction of cells is more similar to the TE compartment of the pre-implementation blastocyst (Fig. 3i, Supplementary Fig. 3f, g), an observation that may explain the low contribution capability of TSCs/iTSCs to developing placenta. 

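Tacstd2 had a CPM of 21.6 in group 1, 26.8 in group 0 and 0.963 in group 2. Esrp1 stood at 20.8, 10.46 and 4.31, Crb3 at 44.2, 42.4 and 5.56, and Tmem125 at 10.6, 10.46 and 2.43. All 4 genes were seen together in 31 of 977 cells of group 1 (3.17%), 13 of 407 cells of group 0 (3.19%) and 1 of 2067 cells of group 2 (0.0484%), at median UMIs of 24202, 19104 and 21250. Such cells were deeper than others of their group, with a median of 32139 UMIs in group 1, so detection rises with depth. Exactly 3 of the 4 genes were seen in 15.9% of group 1, 7.62% of group 0 and 0.532% of group 2. None was seen in 21.4%, 47.7% and 78.4%.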

Overall, these results illuminate the various fates, stage-specific markers and unique identifiers for each reprogramming system and stable iTSCs and strengthen the notion that each reprogramming process takes a distinct trajectory toward its own fate from the onset of the reprogramming process.

### GETM and OSKM reprogramming methylation dynamics

A crucial aspect of nuclear reprogramming is erasure of the epigenetic landscape of the somatic nucleus. An important epigenetic mark of which is DNA methylation, that allows chromatin condensation and silencing of specific loci^14^. To assess the methylation landscape of somatic cells undergoing reprogramming to iTSCs and iPSCs, we applied the RRBS technique to capture the CpG methylation landscape as a representation for the global methylation changes. GETM and OSKM-induced cells from different timepoints (Supplementary Fig. 1d), and parental fibroblasts, bdTSCs, iTSCs, ESCs, and iPSCs, were subjected to RRBS.

We used the K-means algorithm to classify ~130,000 genomic regions (blocks) shared amongst all samples during reprogramming to a TSC or pluripotent state, and generated 100 unique clusters, some containing tiles that are specific to TSCs and ESCs, others to MEFs and the vast majority to GETM- and OSKM-induced cells (Supplementary Fig. 4a). Average DNA methylation levels per sample per cluster were then projected onto the first two principal components, generating gradual, time-dependent methylation dynamics for each reprogramming system with a clear ‘V’-shaped trajectory, where PC1 represents the OSKM trajectory and PC2 the GETM trajectory (Fig. 4a). The accuracy of the time-dependent methylation trajectory in the two reprogramming systems was surprising, given the often poor correlation between methylation degree and gene activation, and the unique transcriptional profiles that characterize intermediate induced cells (Fig. 2d, e).

**Fig. 4:**
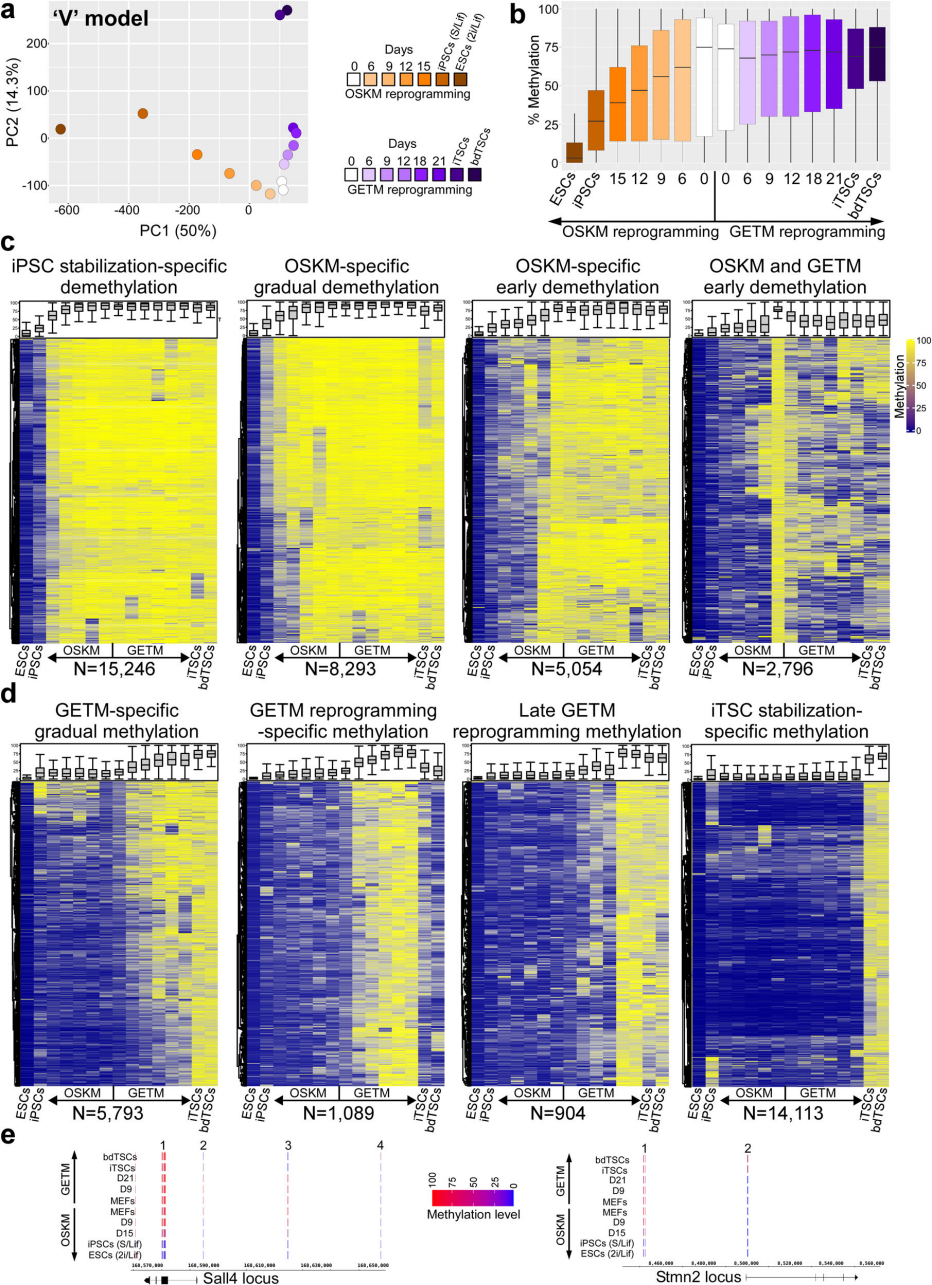
RRBS analysis demonstrates methylation specific dynamics between OSKM and GETM reprogramming. **a** Average bulk DNA methylation data of cells undergoing reprogramming toward pluripotency and TSC state projected onto the first two principal components. A clear V-like shape progression is observed separating GETM from OSKM reprogramming. **b** Boxplot of overall DNA methylation level across the indicated bulk samples (for each ample and time point two biologically independent replicates were analyzed, *n* = 130,142) during reprogramming toward both pluripotent and TSC states. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. **c**–**d** Heatmaps demonstrating the dynamics of DNA methylation alterations and patterns across bulk samples during reprogramming toward both pluripotent and TSC states, respectively. Each row represents one differentially methylated block for which there are at least one CpG with ≥10× coverage. Boxplots at the top of each heatmap depict the DNA methylation level across the indicated bulk samples (for each sample and time point two biologically independent replicates were analyzed, (**c**) *n* = from left to right: 15,246, 8293, 5054, 2796; (**d**) *n* = from left to right: 5793, 1089, 904, 14,113) during reprogramming toward both pluripotent and TSC states. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. **e** Genome browser snapshot showing RRBS-captured CpG sites (short blue, purple or red lines) of the indicated samples in *TSC*-*ESC-shared loci* (i.e., *Sall4* and *Stmn2*). Scale bar indicates methylation levels ranging from no methylation (blue), intermediate methylation (purple) to maximum methylation (red). See also Supplementary Data file 3.

One clear difference between OSKM and GETM reprogramming was the overall dynamic of methylation changes during the reprogramming process (Fig. 4b). While OSKM-induced cells predominately lose methylation on CpG-enriched sites during the reprogramming process, GETM-induced cells mostly gain methylation on CpG-enriched sites either in the middle or gradually until the end of the reprogramming process (Fig. 4b–d, Supplementary Fig. 4b–d).

Mammalian placentas are unique in their methylation landscape as they contain regions in the genome that are highly methylated in gene bodies and regions that are only intermediately methylated (40–60%)^31^. In accordance with that, our unbiased analysis identified two unique clusters that contain intermediately methylated regions only in the final and stabilized iTSCs/TSCs (Supplementary Fig. 4e). These results suggest a unique mechanism of methylation/demethylation that occurs only when the core TSC circuitry is activated.

We associated the clusters’ tiles to their neighboring genes and performed GO analysis using GREAT^32^ (Supplementary Data file 3). While clusters associated with gradual loss of methylation in OSKM reprogramming include genes involved in maintenance of fibroblastic identity, apoptosis, and multiple somatic cell properties, the single cluster that exhibits early demethylation in both systems is composed of genes that participate in somatic stem cell maintenance, immune system development and regulation of growth (Supplementary Data file 3). While demethylation of regions related to stemness and growth is expected in the two systems, the identification in both systems of a set of genes enriched in the immune system, in methylation pattern and RNA, is intriguing (Supplementary Fig. 3a, b, Supplementary Data file 3).

Clusters associated with a gradual gain of methylation specifically in GETM reprogramming mostly include genes that negatively regulate metabolic processes of RNA production and transcription. In accordance with their identity as extra-embryonic cells, clusters that involve methylation only at the final step of the reprogramming process and in the fully reprogrammed cells comprise genes that are essential for embryo development, neuronal lineage development and somatic cell differentiation at large (Supplementary Data file 3). Thus, while GETM factors utilize methylation to disable master genes important for executing the embryonic development program, OSKM first open these regions and subsequently regulate their expression by histone modifications (as discussed in the next section). Of special note is the neuronal lineage: while OSKM activate this program, GETM induce its silencing.

Since pluripotent cells and TSCs share many stemness genes (e.g., *Sall4*, *Esrrb*, *Sox2*, *Lin28* etc^13,23^.), we next asked whether we can identify methylation differences in their regulatory elements during reprogramming and in the final cells. We selected 6 genomic *loci* that contain tiles for genes that are either specific to pluripotent cells (*Slc15a1* and *Tex19.2*), specific to TSCs (*Eomes* and *Bmp8b*), or shared between the two cell types (*Sall4* and *Stmn2*). Interestingly, only few tiles on regulatory elements (e.g., tile block number 2 and 3 in *Sall4 locus*) were methylated/hypomethylated similarly between iPSCs/ESCs and bdTSCs/iTSCs and different from MEFs, weakening the notion of widespread shared regulatory elements between the two cell types (Fig. 4e). Most tiles on regulatory elements were methylated oppositely between the two cell states (Fig. 4e, Supplementary Fig. 4f, g), indicating tight and cell type-specific regulation for each reprogramming process.

Taken together, these data suggest that although the acquisition of the final methylation landscape of GETM and OSKM induced cells is gradual and time-dependent, the methylation level and deposition is unique for each reprogramming process, even in genes that are expressed in both cell types.

### Chromatin dynamics during iTSC and iPSC establishment

One of the properties of reprogramming factors is their ability to open closed chromatin by recruiting chromatin remodelers and transcriptional machinery to heterochromatin^33,34^. Chromatin accessibility and activity can be assessed by an Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq)^35^ coupled with chromatin immunoprecipitation and sequencing (ChIP-seq) for specific histone marks. Using these assays, we compared cells collected at day 3, 6, and 9 of the reprogramming process to iTSCs and iPSCs, their parental MEFs, the final reprogrammed cells and their blastocyst-derived controls. We chose H3K27ac and H3K4me2, because H3K27ac marks both active promoters and distal enhancers, while H3K4me2 marks genes primed for future expression^36,37^, and is also enriched in *cis*-regulatory regions of transcriptionally active genes, particularly in promoters.

Overall, we analyzed 170,658 peaks for ATAC-seq, 498,376 for H3K27ac and 770,274 for H3K4me2. This allowed us to map in each reprogramming system the regions that are open and active early on, those primed to be active later, and closed regions.

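Chromatin values cover GETM and OSKM cells at days 3, 6 and 9, with MEFs, ESCs and TSCs for the histone marks and cells sorted by the Utf1, Esrrb and Nanog reporters for ATAC-seq. The tables hold 18420 ATAC regions in 29 libraries, 42700 H3K27ac regions in 18 and 78961 H3K4me2 regions in 18, all at least 500 bases long, and their unfiltered peak lists are not analysed here. Each value is the height of a region in coverage scaled to 1x of the genome by the authors (bwa on mm9, deepTools, peaks by MACS). Values rose in equal steps, and 1 read was worth 0.146 to 0.262 in ATAC-seq, 0.171 to 0.605 in H3K27ac and 0.111 to 0.842 in H3K4me2, so depth differed up to 1.79-, 3.53- and 7.57-fold between libraries. A typical region held 27.0 to 96.0 reads in an ATAC library, 16.0 to 64.0 in H3K27ac and 14.0 to 94.0 in H3K4me2. Values were limited to 500 as in Fig. 5 and tested with limma on log2(value + 1), at an adjusted p of at most 0.001 and with 2 libraries per group. In simulations of GETM against OSKM at day 3, the share of regions changed by 3 on the log2 scale that was called was 42% in ATAC-seq, 69% in H3K27ac and 38% in H3K4me2, and 4%, 9% and 9% for a change of 2, with 0 false calls.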

As the transcriptome and methylome results, PCA on datasets of chromatin accessibility (ATAC-seq) and activity (H3K27ac and H3K4me2) revealed two separate ‘V’-shaped trajectories distinguishing OSKM from GETM reprogramming, already at the process onset (Fig. 5a–c), suggesting that OSKM and GETM remodel the chromatin at different regions. 

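In an intron of Nrxn1, an ATAC region (17:91030571-91031147) had a height of 18.7 ± 3.58 (SD, n = 2) in OSKM cells and 0.986 ± 0.827 in GETM cells at day 3, a log2 difference of -3.36 (SE 0.45, adjusted p = 4.93e-10 from limma). A region 43954 bases from the start of Kl (5:151798851-151799423) was open in GETM cells instead, at 17.8 ± 8.52 against 1.18 ± 0.263 (log2 difference 3.03, adjusted p = 7.77e-08). In H3K27ac, a region in Creb5 (6:53573220-53573945) had 34.2 in GETM and 2.61 in OSKM cells, and a region 100736 bases from Kit (5:76071426-76072009) had 0.352 and 21.4. ATAC-seq called 463 regions higher and 487 lower in GETM than in OSKM cells at day 3, 298 and 536 at day 6, and 1168 and 951 at day 9. For H3K27ac the counts were 335 and 582, 867 and 1431, and 87 and 713, and for H3K4me2 8635 and 4746, 7762 and 6698, and 1562 and 4352. PC1, PC2 and PC3 held 54.3%, 17.1% and 4.51% of the variance between groups in ATAC-seq, 29.5%, 28.1% and 15.9% in H3K27ac, and 37.2%, 24.8% and 17.4% in H3K4me2. The median of all ATAC regions was higher in GETM cells by 0.40 at day 3, 0.38 at day 6 and 0.75 at day 9 on the log2 scale. With libraries scaled to one median the calls became 334 and 954, 268 and 1084, and 467 and 1947, so more regions were higher in OSKM at each day. For H3K4me2 they became 7636 and 5963, 7351 and 7509, and 3021 and 2244, which turns the order at days 6 and 9. After quantile normalization it turned at day 9 alone, with 3908 and 3190. Calls with 2 libraries per group rest on each library. Without GETM day 3 replicate b2, 2 ATAC regions were called at day 3, and without OSKM day 3 replicate A, 10 H3K27ac regions. From the separation of the systems in Fig. 5a-c, the paper proposes that OSKM and GETM remodel the chromatin at different regions.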

An examination of the distribution of the peaks showed that while their location along the genome (i.e., promoters, exons, introns, UTRs, TSS and intergenic) is mostly different between the two reprogramming systems (Supplementary Fig. 5a–c), their distribution is very similar (Fig. 5d–f).

**Fig. 5:**
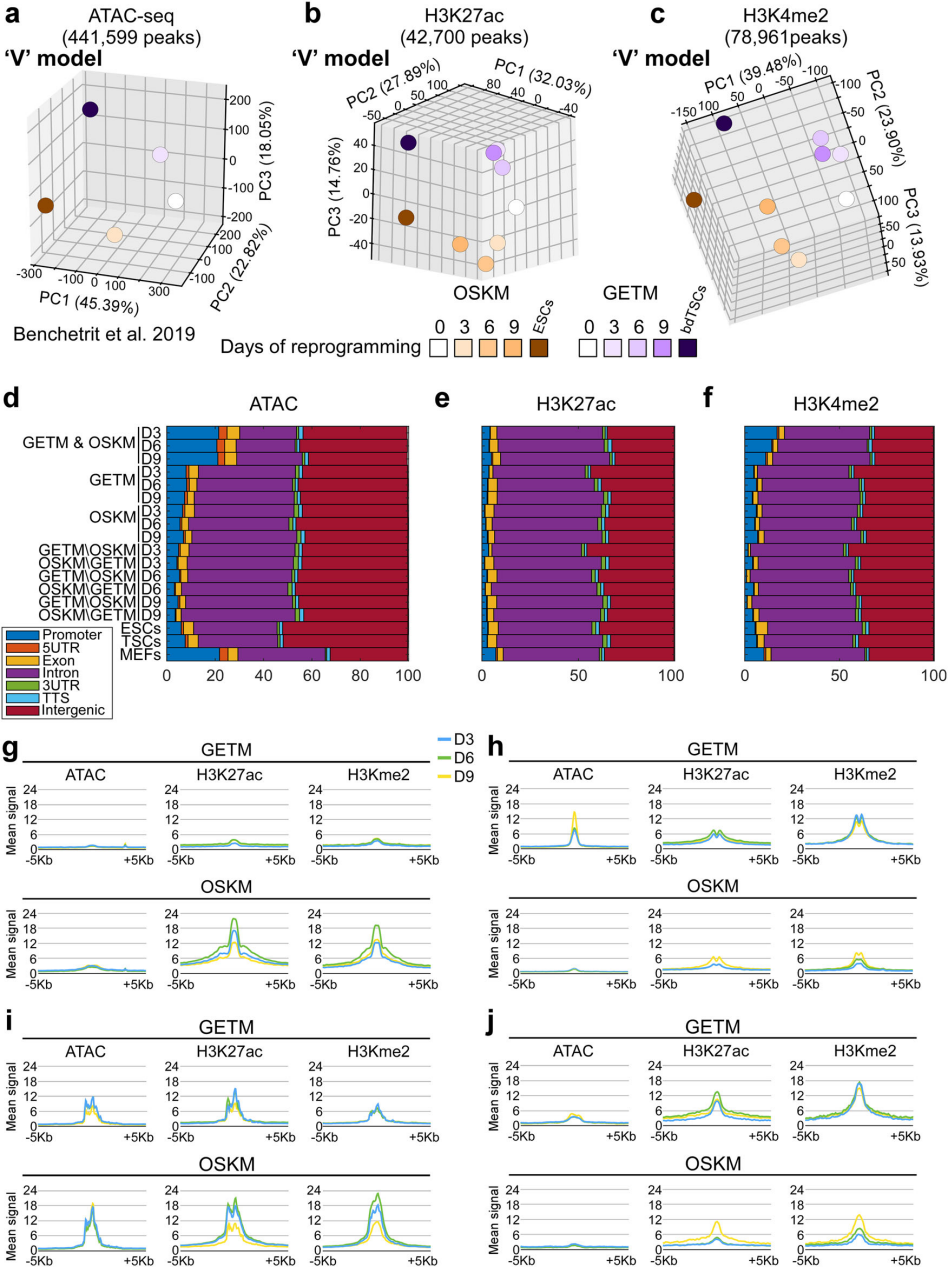
Chromatic accessibility and activity during GETM and OSKM reprogramming demonstrating a ‘V’-shaped behavior. **a**–**c** Top 3 PCA components of the *Z*-scores of ATAC-seq (**a**), H3K27ac (**b**) and H3K4me2 peaks (**c**). Peaks were clipped to range [0, 500] and filtered by length (≥500 bp). Replicates were merged by taking the mean peak height. **d**–**f** Genomic annotations of ATAC-seq peaks (**d**), H3K27ac peaks (**e**) and H3K4me2 peaks (**f**). Shown are the fraction of various genomic annotations (Promoter, Exons, Introns, etc) among peaks. Genomic regions accessible in both GETM and OSKM conditions (**d**, top three rows) are enriched for promoter regions, compared to GETM or OSKM regions (below). GETM and OSKM mark regions accessible in those conditions, excluding MEF peaks. Below are cell-type specific accessible regions such as “GETM\OSKM D3”, which includes GETM Day 3 peaks not accessible in OSKM Day 3. In addition to Promoter regions (blue), most accessible regions fall within Intronic regions (purple) and Intergenic regions (red). **g**–**j** Mean ATAC-seq, H3K27ac and H3K4me2 at ±5Kb surrounding OSKM or GETM H3K27ac peak locations, for Day 3 (blue), Day 6 (green), and Day 9 (yellow). **g** OSKM-specific H3K27ac signal is strongest at Day 6, and is accompanied by matching H3K4me2 signal, but with no dynamic change in DNA accessibility. **h** Same for GETM ATAC-seq peaks. These regions are already marked by H3K4me2 in Day 3, and gain accessibility over time. These genome regions also show H3K27ac and H3K4me2 enrichments for later OSKM stages. **i** Same for OSKM ATAC-seq peaks. **j** Same of GETM H3K27ac peaks. These peaks show gradual increase in ChIP-seq signal even following OSKM induction (below).

While shared OSKM and GETM ATAC-seq peaks and, to a lesser extent H3K4me2 peaks, exhibit a significant enrichment in promoters and exons, peaks that are unique to each reprogramming process are mostly localized to introns and intergenic regions (Fig. 5d and f). 

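Of the ATAC regions higher in GETM cells at day 3, 14 of 463 (3.02%; exact 95% interval 1.66 to 5.02) lay within 1000 bases of a transcription start site, as did 18 of 487 (3.70%; 2.20 to 5.78) of those higher in OSKM cells. Among the 17470 regions not called, 10531 (60.3%) did (Fisher's exact test, adjusted p = 1.06e-153 for GETM and 3.96e-156 for OSKM). Introns held 43.6% and intergenic sequence 51.8% of the GETM-higher regions, 40.9% and 52.8% of the OSKM-higher ones and 16.7% and 20.7% of the rest. At day 9 the share at start sites was 13.0% for GETM and 5.26% for OSKM. A region not called is not shown to be shared, since the test finds few changes of 2 on the log2 scale.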

EnrichR GO analysis on the genes associated with the shared open promoters suggested that many of these active promoters are associated with response to the lentiviral infection itself (*p* ≤ 0.001). 

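H3K27ac regions higher in GETM cells at day 3 lay at start sites for 7.46% (25 of 335; exact 95% interval 4.89 to 10.8) and those higher in OSKM cells for 8.76% (51 of 582; 6.59 to 11.4), against 35.7% of the 41783 not called. Intergenic sequence held 66.9% of the GETM-higher and 33.2% of the OSKM-higher regions, and introns 23.9% and 50.9%. The intergenic shares lay closer later, at 43.4% and 39.3% on day 6 and 41.4% and 36.6% on day 9. These are regions called between the systems and not the paper's sets of peaks.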

No significant differences in the distribution of H3K27ac was found between the various samples. These data suggest that the reprogramming process follows the same rules of genomic remodeling, i.e., it begins with robust opening of intronic and intergenic regions in conjunction with promoter closing, but that each reprogramming system remodels the chromatin at different loci along the genome in accordance with its final cellular fate.

By classifying the peaks (mean ATAC-seq, H3K27ac and H3K4me2 at ±5Kb) based on their behavior in the reprogramming systems (Supplementary Fig. 6a–d), we identified four distinct patterns: (1) 1605 genomic regions appearing predominantly in OSKM reprogramming. The H3K27ac signal of these regions was typically the strongest at day 6, and accompanied by a matching H3K4me2 signal, but with no dynamic change in DNA accessibility (Fig. 5g). (2) 1716 GETM-specific regions marked by H3K4me2 and H3k27ac already at day 3 but with chromatin accessibility gained only later in the process (i.e., day 9). 

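The 463 ATAC regions higher in GETM cells at day 3 were chosen by their accessibility on that day and are another set than the paper's. They do not test accessibility gained only later. At these 463 regions, H3K4me2 was already at a median height of 24.7 in GETM cells at day 3, against 13.0 in MEFs and 3.41 in OSKM cells. It stood at 22.7 and 17.2 in GETM cells at days 6 and 9. H3K27ac at these regions was at 12.9 in GETM cells at day 3 and 15.7 in MEFs. At ATAC regions not called it was at 12.5 and 25.2, so the order of GETM cells and MEFs depends on scaling. Over all H3K27ac regions, 173 were higher and 1152 lower in GETM cells at day 3 than in MEFs. With libraries scaled to one median these became 1033 and 180. Of the 18420 ATAC regions, 0 were called from GETM day 3 to day 9 by limma and 3954 were at an unadjusted p under 0.05, where a simulated change of 2 on the log2 scale between the systems at day 3 was called for 4% of regions. Stable accessibility is not shown by this.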

Intriguingly, a mirror image can be seen in these regions during OSKM reprogramming. There, chromatin accessibility is mildly open and remains unchanged but a significant increase in H3K27ac and H3K4me2 signals is observed at later stages of reprogramming (Fig. 5h). 

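In OSKM cells, H3K4me2 at the GETM-higher ATAC regions of day 3 went from a median height of 3.41 at day 3 to 3.97 at day 6 and 7.83 at day 9. H3K27ac there went from 4.49 to 4.73 and 9.02, and ATAC-seq itself was at 1.99 on day 3. That ATAC height is low by the choice of the regions, so it does not test how open the paper's regions are in OSKM cells. Over all regions, 346 H3K27ac and 291 H3K4me2 regions were called higher in OSKM cells at day 9 than at day 3, and 7 and 11 lower. These counts depend on scaling. With libraries scaled to one median, H3K27ac had 110 higher and 47 lower and H3K4me2 19 and 12, and after quantile normalization 147 and 60, and 24 and 5.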

(3) 2848 regions that are open and active in both reprogramming systems but lose activity (i.e., H3K27ac and H3K4me2 signal) over time exclusively in OSKM reprogramming (Fig. 5i). (4) 464 regions that are open in both reprogramming processes, but while in GETM reprogramming they are active throughout the process, in OSKM reprogramming they gain activity exclusively at later stages (Fig. 5j).

GREAT showed that group 1 is associated with cellular response to leukemia inhibitory factor (*p* ≤ 8.12e−23), Ras guanyl-nucleotide exchange factor activity (*p* ≤ 5.0e−9) and a mouse phenotype of embryonic lethality between implantation and placentation (*p* ≤ 1.5e−12). Group 2 was associated with cell migration and motility (*p* ≤ 2.6e−20), cell adhesion (*p* ≤ 4e−14), extracellular matrix (*p* ≤ 1.0e−8), insulin-like growth factor binding (*p* ≤ 2.7e−8) and heparin binding (*p* ≤ 3.0e−7), all relevant to trophoblast differentiation and placentation. Interestingly, once again, this group of genes is significantly enriched in cells of the immune system, giving rise to the GO term of mouse phenotype of autoimmune response (*p* ≤ 3.4e−13). These results suggest a mechanism by which GETM induce a TSC fate by gradually opening and activating trophoblast-specific regions that are important for TSC function. In contrast, OSKM do not change the accessibility of these regions, which remain mildly open, but then gradually activate them, which explains the small fraction of differentiated trophoblast cells present in OSKM reprogramming.

Group 3 regions are related to signaling pathways of platelet-derived growth factor receptor (*p* ≤ 1.8e−5), ERBB (*p* ≤ 8.5e−5), epidermal growth factor receptor (*p* ≤ 1.5e−4), with a mouse phenotype of placental labyrinth hypoplasia (*p* ≤ 2.6e−5). Group 4 genes involve cell motility and migration (*p* ≤ 8.1e−8), focal adhesion (*p* ≤ 1.3e−14) and actin cytoskeleton (*p* ≤ 3.6e−13).

Overall, OSKM and GETM factors open and activate regions that are essential for their function as well as regions that are important for the induction of MET and cellular transformation.

Next, we subtracted all the peaks that were overlapped with MEFs to identify transcription factor binding sites that are enriched in peaks (ATAC-seq, H3K27ac and H3K4me2) associated with each reprogramming process at various reprogramming time points. (Fig. 6a, b, Supplementary Figs. 5a–c, 6e, f). We observed highly significant *P* values for binding motifs of OSK factors in OSKM reprogramming peaks and GET binding motifs in GETM reprogramming peaks, supporting our analysis (Fig. 6a, b, Supplementary Figs. 5a–c, 6e, f). 

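Around the centre of ATAC regions higher in OSKM cells at day 3 (150 bases to each side, n = 487), the SOX2 consensus ACAAWGG was found in 29.8%, against 8.66% of 462 GETM-higher regions (Fisher's exact test, adjusted p = 1.10e-15) and 8.73% of regions not called. The OCT4 consensus ATGCAAAT was found in 6.78% and 0.866% (adjusted p = 7.98e-06). In H3K27ac regions at day 3 neither was called, with SOX2 in 13.6% of OSKM-higher and 11.3% of GETM-higher regions (adjusted p = 0.610) and OCT4 in 0.687% and 0.597% (adjusted p = 1.00), nor at days 6 and 9. The KLF4 consensus did not differ, with 1.44% and 1.52%. GETM-higher regions held the GATA consensus WGATAA in 43.7%, against 30.4% of OSKM-higher regions (adjusted p = 1.64e-04) and 14.4% of regions not called. It was not called later, with 37.4% and 31.3% at day 6 (adjusted p = 0.194) and 30.0% and 29.0% at day 9 (adjusted p = 0.939). TFAP2 was at 5.41% and 0.411% (adjusted p = 1.14e-05), below the 8.24% of regions not called, and EOMES at 5.63% and 1.64% (adjusted p = 0.00692), while EOMES had an adjusted p of 0.651 at day 6 and at day 9. Median GC content was 45.8% in GETM-higher and 40.9% in OSKM-higher regions, but 60.1% in regions not called, which makes their shares an uneven baseline, and adjustment covered 96 tests.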

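The AP1 consensus TGASTCA lay in 260 of 462 ATAC regions higher in GETM cells at day 3 (56.3%) and in 68 of 487 higher in OSKM cells (14.0%), an odds ratio of 7.91 (95% interval 5.73 to 11.0; Fisher's exact test, adjusted p = 5.74e-43). Regions not called held it in 10.9%. In H3K27ac regions at day 3 the shares were 12.5% for GETM and 6.01% for OSKM (adjusted p = 0.00451), at day 6 10.0% and 6.85% (adjusted p = 0.0276), and at day 9 the order was turned without a call, with 3.45% and 7.57% (adjusted p = 0.423).

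**Figure D4:**
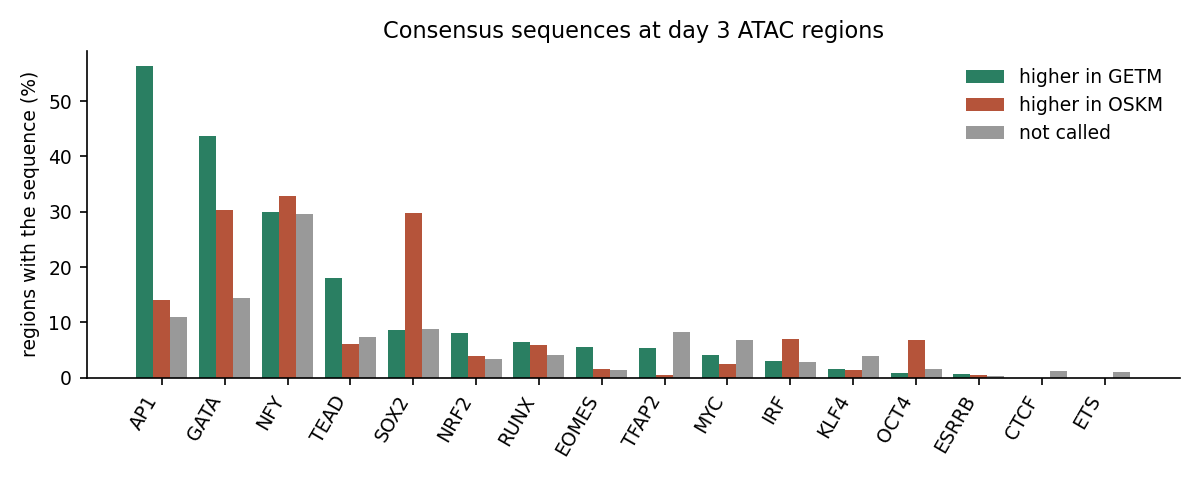
Percent of ATAC regions of day 3 with a consensus within 150 bases of the centre, for regions higher in GETM cells, higher in OSKM cells and not called. AP1 stands at 56.3%, 14.0% and 10.9%.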

Binding sites of the AP1/CREB/ATF protein families, which act as somatic cell identity safeguards that block reprogramming to pluripotency^38^, are significantly more enriched in GETM compared to OSKM reprogramming peaks (Fig. 6a, b, Supplementary Fig. 5a–c). In contrast, open regions of fibroblasts that close upon reprogramming, forming the binding sites of the AP1/CREB/ATF family of proteins are significantly more enriched in OSKM compared to GETM reprogramming (Supplementary Fig. 6g, h). These results explain the potent ability of OSKM to erase somatic cell identity, as well as the presence of MEF-like cells in GETM reprogramming even at day 12 (Fig. 3a–d). In addition to GATA, TFAP2C and EOMES/TBET motifs, GETM-specific peaks are enriched with binding site of factors involved in oxidative stress response such as NRF2^39^, NFE2^39^, MAFK^39^ and BACH1/2^40^ (Fig. 6a, b, Supplementary Figs. 5a–c, 6e). In contrast, OSKM-specific peaks are enriched with pluripotency binding sites such as KLF, SOX, OCT and NANOG as expected, but also with binding sites of factors involved in neuronal differentiation, such as E2A^41^, ASCL1^42^, and with trophoblast such as CDX2 and ZNF263 (Fig. 6a, b, Supplementary Figs. 5a–c, 6f), explaining the generation of trophoblast-like cells and neuronal fate observable in OSKM reprogramming (Fig. 2h, 3b). 

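An NRF2 consensus (TGACNNNGCA) was found in 8.01% of ATAC regions higher in GETM cells at day 3 and in 3.90% of those higher in OSKM cells (Fisher's exact test, adjusted p = 0.0298, and 0.0521 without regions at start sites). At day 6 the shares were 8.42% and 2.99% (adjusted p = 0.00449, and 0.0206 without start sites) and at day 9 6.17% and 3.26% (adjusted p = 0.00988 and 0.00469). TEAD (GGAATGY) was found in 18.0% and 6.16% (adjusted p = 2.09e-07). The 19 genes of the oxidative stress response showed little difference in bulk RNA at that day, with 1 higher and 2 lower in GETM cells (median log2 fold change -0.12), also when adjusted over the list alone.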

In agreement with their role as reprogramming factors, GETM and OSKM shared peaks are enriched with motifs of proteins that are important for chromatin remodeling such as CTCF^43^, BORIS^44^, E2F6^45^, ELF1^46^, USF1/2^47^ and YY1^48^.

**Fig. 6:**
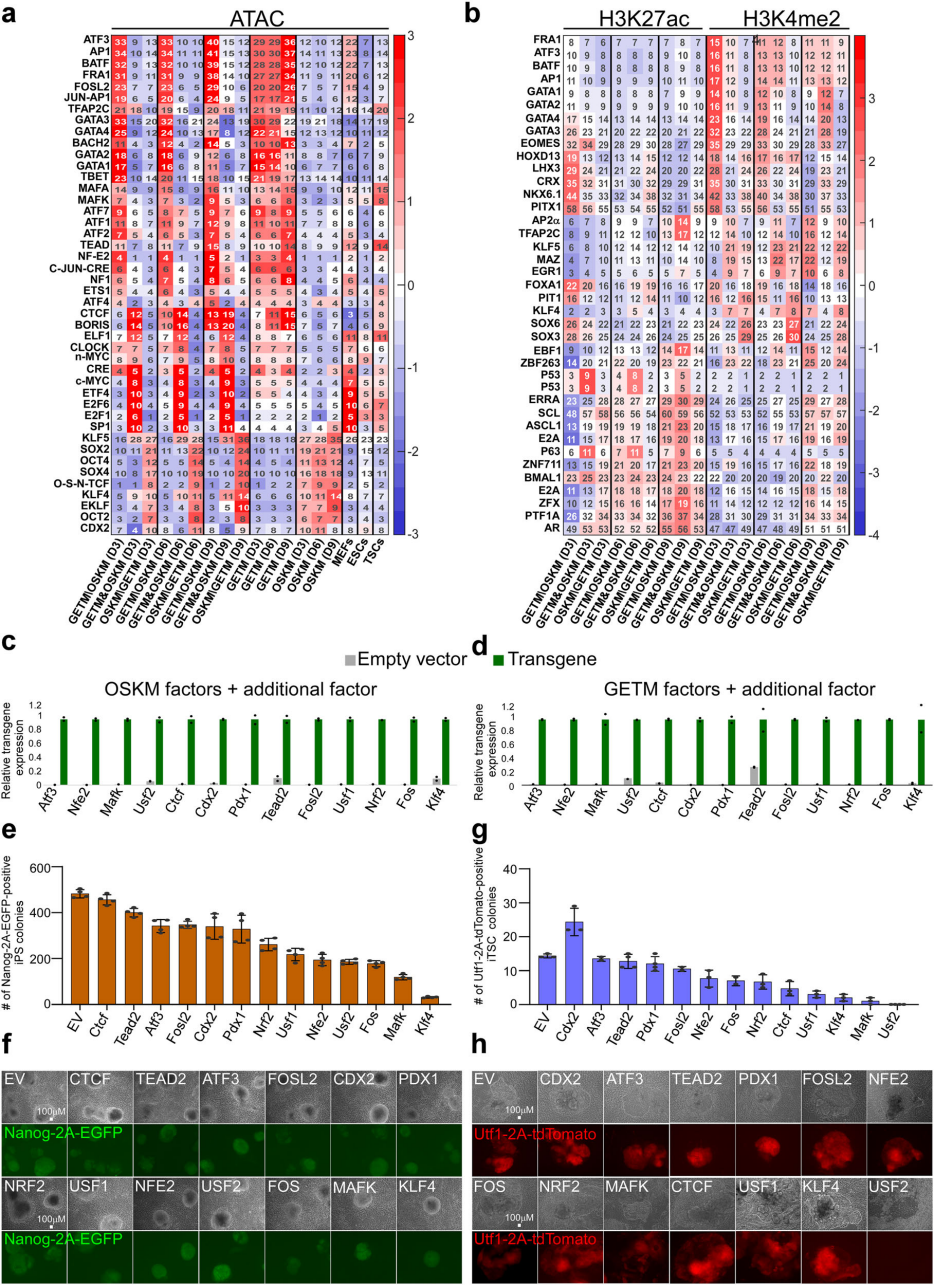
Motif enrichment and the effect of their corresponding transcription factor on OSKM and GETM reprogramming. **a** Heatmap showing motif enrichment among ATAC-seq peaks. For each row (motif) and each column (condition-specific ATAC-seq peaks) we calculated the percent of peaks containing it (shown numbers). Subsets of peaks include GETM-only peaks (GETM\OSKM), joined peaks (GETM&OSKM), and OSKM-only peaks (OSKM\GETM) for each time point (Days 3, 6, 9). Also shown are joined sets of GETM and OSKM peaks for each day, as well as MEF, ESC and TSC peaks. Each motif/condition is color-coded based on relative motif enrichment (*Z*-scores) compared to all conditions. Only motifs with enrichment greater than 2.5 standard deviations (*Z* > 2.5) are shown. **b** Heatmap showing motif enrichment among H3K27ac and H3K4me2 peaks. For each row and each column, we calculated the percent of peaks containing it (shown numbers). Subsets of peaks include GETM-only peaks (GETM\OSKM), joined peaks (GETM&OSKM), and OSKM-only peaks (OSKM\GETM) for each time point (Days 3, 6, 9). **c**, **d** BYKE MEFs were infected with dox-inducible OKSM STEMCCA cassette (**c**) or GETM factors (**d**) plus additional factor as depicted. qPCR analysis for the indicated transgenes is shown. The highest sample for each transgene was set to 1. Results were normalized to the *Gapdh* gene and are shown as fold change of two replicate runs in a typical experiment (*n* = 3). **e**, **f** BYKE MEFs were reprogrammed with OSKM together with the indicated factor for 8 days and then weaned of dox for additional 5 days. Nanog-2A-EGFP-positive colonies were counted (**e**) and imaged (**f**) in four independent reprogramming experiments (*n* = 4). EV refers to empty vector control. Error bars presented as a mean ± standard deviation of four replicates. **g**, **h** BYKE MEFs were reprogrammed with GETM together with the indicated factor for 21 days and then weaned of dox for additional 10 days. Utf1-2A-tdTomato-positive colonies were counted (**g**) and imaged (**h**) in four independent reprogramming experiments. Error bars presented as a mean ± standard deviation of 2–4 replicates. EV refers to empty vector control. Source data are provided as a Source Data file.

We performed reprogramming experiments to iPSCs and iTSCs with BYKE cells transduced with either OSKM or GETM, together with an empty vector (EV) control or with one of 13 selected factors (Fig. 6c, d), whose binding sites were significantly enriched in either GETM reprogramming (NRF2, NFE2, FOS, MAFK, ATF3, FOSL2, TEAD2) or in OSKM reprogramming (KLF4, CDX2, PDX1) or in both (CTCF, USF1, USF2, Fig. 6a, b). All factors besides CDX2 in GETM, either hindered the reprogramming process, or had a mild effect in both systems, suggesting that both OSKM and GETM initially open regions that are highly regulated by somatic identity safeguards, that counteract the reprogramming globally (Fig. 6e–h).

A strong reprogramming inhibition was noted when *Klf4* was overexpressed in both GETM and OSKM reprogramming. As *Klf4* is relatively highly expressed in MEFs, its overexpression on top of OSKM may be hypothesized to alter the stoichiometry of the reprogramming factors, counteracting reprogramming by maintaining fibroblastic identity. Another strong reprogramming blocker that we found, especially for iTSC reprogramming, is USF2, a known tumor suppressor and MYC inhibitor^49^. USF2 is a strong regulator of iron metabolism and oxidative stress response^50,51^, possibly explaining its stronger effect on iTSC reprogramming (Fig. 6e–h).

In contrast to the global reprogramming blockers mentioned above, CTCF, which significantly hindered the reprogramming to iTSCs, only mildly affected the reprogramming to iPSCs (Fig. 6e–h). As *Ctcf* is highly expressed in iTSCs/TSCs and acts as an important chromatin insulator that controls gene expression^52^, this result emphasizes the importance of retaining normal levels of CTCF for the induction of the TSC fate.

We then analyzed the binding sites of closed regions; peaks that were open in MEFs and disappeared during the reprogramming process with GETM or OSKM (Supplementary Fig. 6g, h). While OSKM closed peaks are enriched with binding sites for AP1/CRE/ATF family, TEAD, PDX1, RUNX and MEF2A, indicating the initial loss of the fibroblast identity, GETM closed peaks are enriched as well with binding sites for RUNX and TEAD but also with interferon response factors such as STAT5, ISRE, RXR and IRF1/2 and apoptosis-related genes such as P53 and P63. This might suggest that GETM overcome viral infection-induced apoptosis by closing regions that control interferon response genes and master regulators of cell death.

To determine whether regions that begin to open via GETM and OSKM, are active during the initial reprogramming phase, we probed using scatter plots all ATAC-seq peaks from GETM and OSKM reprogramming (Supplementary Fig. 7a). 

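Over days 3, 6 and 9 together, with 6 libraries per system, 3595 of the 18420 ATAC regions were higher in GETM and 2090 higher in OSKM cells. With libraries scaled to one median, 1809 were higher in GETM and 2703 in OSKM cells, which turns the order round. Libraries of cells sorted for a reporter lay with their own system, as GETM Utf1 day 3 b1 shows, whose heights correlated across regions at 0.92 with unsorted GETM cells and 0.52 with unsorted OSKM cells (regions are not independent replicates).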

In accordance with the PCAs and Venn diagrams, the vast majority of peaks are unique to each reprogramming process. We then plotted all the H3K4me2 peaks on top of the ATAC-seq peaks (Supplementary Fig. 7b) and performed GO analysis on OSKM or GETM-specific peaks using EnrichR (Supplementary Fig. 7c, d). By comparing OSKM and GETM H3K4me2 peaks, we were able to focus on all the unique regions that are remodeled by OSKM and by GETM, as any global region involved in the identity of the fibroblast or important for reprogramming at large, will overlap between the two reprogramming systems. Remarkably, besides regions involved in the regulation of epithelial cell migration, analyzing OSKM-specific peaks revealed significant enrichment for regions important for the development of the heart, the first and arguably most crucial organ to form during embryogenesis (Supplementary Fig. 7c). Moreover, a significant enrichment was found for the formation of the brain and liver as well (Supplementary Fig. 7c). In contrast, GETM-specific H3K4me2 peaks are enriched for regions that involve metabolic processes and proliferation, as well as regions that are essential for trophoblast function such as migration and attraction of blood vessels (Supplementary Fig. 7d).

We then plotted the active histone mark H3K27ac on top of the ATAC-seq peaks (Supplementary Fig. 7e). 

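At ATAC regions higher in OSKM cells at day 3, H3K27ac had a median height of 15.7 in OSKM cells at day 3, 19.9 at day 6 and 12.9 at day 9, against 2.91 in MEFs. At those higher in GETM cells it was 12.9, 15.5 and 13.4 in GETM cells. Between GETM day 3 and day 9, 0 H3K27ac regions were called by limma, with 3599 at an unadjusted p under 0.05.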

We noted that while OSKM-specific ATAC-seq peaks tend to lose H3K27ac during the reprogramming process, GETM-specific peaks gain H3K27ac (Supplementary Fig. 7f). OSKM-specific H3K27ac peaks are mainly enriched within regions that play a role in neuron development and Wnt and calcium signaling pathways (Supplementary Fig. 7g), while GETM-specific peaks are enriched within regions that involve the regulation of MAPK activity, response to reactive oxygen species (ROS) and metabolic processes (Supplementary Fig. 7h).

As the transcriptome and methylation data, these findings suggest that OSKM initially open (ATAC-seq peaks) and define (H3K4me2 peaks) regions along the genome that have high differentiation potential, but then eliminate their activity by removing the active mark, H3K27ac. In contrast, GETM specifically open and activate regions that are essential for trophoblast function as the process progresses, while closing and methylating regions participating in the embryonic development program.

### Data integration during TSC and pluripotent state induction

We performed data integration analysis to correlate gene expression to chromatin accessibility and activity (Fig. 7a–e, Supplementary Fig. 8a–k) and to methylation (Fig. 7f–i). An initial cluster analysis on 18,420 GETM and OSKM-specific ATAC-seq peaks, yielded 14 clusters (Fig. 7a, b) showing unique patterns of chromatin accessibility, activity, peak distribution and DNA binding motifs in the two reprogramming systems. In each cluster, ATAC-seq peaks were associated to their neighboring genes and their expression compared between GETM induced cells, OSKM induced cells and MEFs (depicted as a pie graph at the bottom of each cluster). Finally, for each group of genes (i.e., highest in GETM, OSKM or MEFs) we performed GO annotation.

**Fig. 7:**
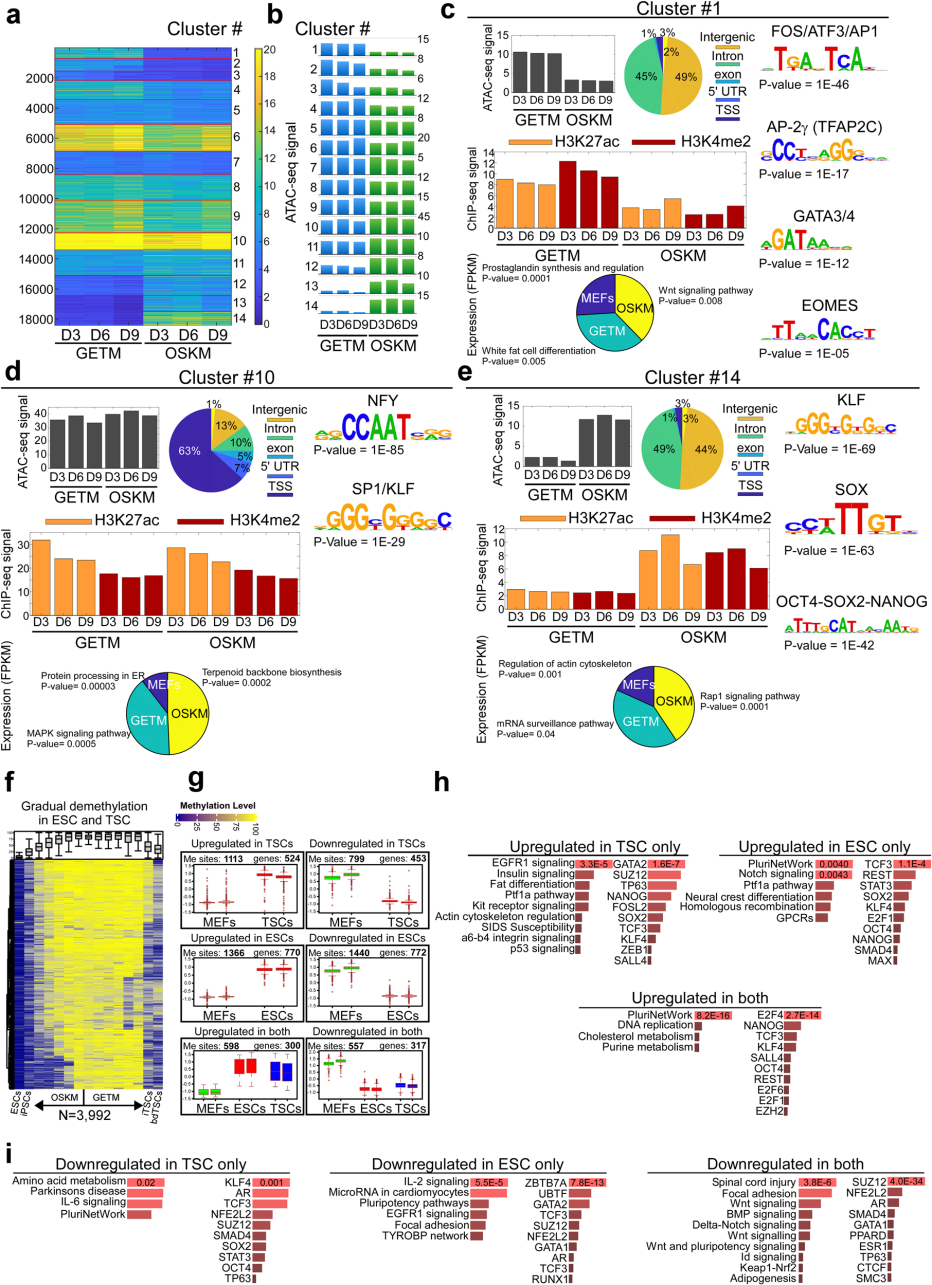
Data integration of DNA methylation, gene expression and chromatin accessibility and activity during reprogramming toward pluripotent and TSC states. **a**–**b** Clustering of 18,420 GETM and OSKM ATAC-seq peaks from days 3, 6, 9 into 14 clusters is shown as a heatmap (**a**) or barplot of mean ATAC-seq signal per cluster (**b**). **c** Cluster #1 is mostly composed of distal (Intergenic and Intronic) GETM-specific peaks, enriched for AP1, Tfap2c, GATA and Eomes motifs, and near GETM-expressed genes. Shown are mean ATAC-seq signals (top left), analysis of their genomic annotations (pie chart, center), enriched transcription factor motifs (right panel), average ChIP-seq signals of H3K27ac and H3K4me2 following GETM and OSKM induction (middle panel), and a pie chart for RNA expression levels and GO term for genes that are associated with each cluster ATAC-seq peaks and exhibit the highest expression levels in MEFs (blue), or GETM (green) or OSKM (yellow, Bottom panel). **d** Same for cluster 10, enriched for highly accessible promoter peaks. **e** Same for cluster 14, with regions that are highly accessible following OSKM, enriched for distal regions with KLF, SOX and OCT4 motifs, and are associated with OSKM expressed genes. **f** A heatmap of differentially methylated blocks with DNA demethylation during the final states of reprogramming to both pluripotent and TSC states. Each row represents one block of DMBs. Boxplots at the top of the heatmap depict the DNA methylation level across bulk samples (two biologically independent replicates per time point/samples, *n* = 3992) during reprogramming toward both pluripotent and TSC states. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. **g** Boxplots (two biologically independent replicates per sample, *n* = 524 (left, top), 770 (left, middle), 300 (left, bottom), 453 (right, top), 772 (right, middle), 317 (right, bottom) of relative expression of differentially expressed genes that are associated with each individual block of DNA methylation. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with middle lines depicting the medians. **h**–**i** EnrichR Mouse gene atlas and KEGG pathways analysis of significantly over-represented genes that are either upregulated (**h**) or downregulated (**i**) for each depicted group in (**g**).

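At ATAC regions higher in GETM cells on day 3, 36 of 243 overlapping H3K27ac regions were higher in GETM cells and 0 in OSKM cells, and 324 of 400 overlapping H3K4me2 regions were higher in GETM cells and 0 in OSKM cells. Fisher's exact test of the directions against those at OSKM-higher regions gave an adjusted p of 1.94e-25 for H3K27ac and 1.15e-163 for H3K4me2. Genes nearest to H3K27ac regions higher in GETM cells (149 genes) had higher RNA in GETM cells for 33 and in OSKM cells for 7, against 484 and 1040 of 11297 for regions not called. Near OSKM-higher regions these were 5 and 82 of 281 (Fisher's exact test of the directions, adjusted p = 3.60e-18). In ATAC-seq at day 3 the counts were 13 and 16 near GETM-higher and 3 and 32 near OSKM-higher regions (adjusted p = 0.00121), at day 9 49 and 96 against 12 and 111 (adjusted p = 2.70e-06), and in H3K4me2 at day 3 175 and 256 against 31 and 287 (adjusted p = 5.07e-22). The directions thus differed in each assay, though near GETM-higher ATAC and H3K4me2 regions more genes were higher in OSKM cells, as they were near regions not called.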

Clusters 1–4 are GETM-specific, as in GETM samples they harbor regions with a higher chromatin accessibility and activity compared to OSKM samples (Fig. 7c, Supplementary Fig. 8a–c). While clusters 1–3 are enriched for binding motifs of the GETM reprogramming factors GATA3, TFAP2C and EOMES as well as TBX6 and FOS/ATF3/AP1, cluster 4 is enriched for binding motifs for AP1 and for the master TSC regulator, TEAD^53^. Moreover, while clusters 1-3 contain mostly intronic and intergenic ATAC-seq peaks, cluster 4 encompasses a large fraction of transcription start site (TSS) ATAC-seq peaks. GO annotation analysis revealed that clusters 1–3 include genes related to fat differentiation, p38-MAPK pathway and Glycogen metabolism, while cluster 4 contains genes involved in apoptosis.

Indeed, lipid droplets formation and glycogen storage are crucial for proper trophoblast function and p38-MAPK pathway controls the invasiveness capability of trophoblastic cells^54–56^. Genes that are highest in OSKM-induced cells in clusters 1–3 are related to Wnt signaling, IGF-1 pathway and cardiomyocyte differentiation, while in cluster 4 to BMP signaling pathway. As Wnt and IGF-1 pathways are implicated in pluripotency^57^, it is reasonable to assume that these regions are acting as repressive regions as GETM expressed these genes to a lesser extent than OSKM. Similarly, genes that are expressed to the highest level in the parental MEFs in clusters 1–3 are connected to prostaglandin synthesis, integrin binding and Tgf-β signaling and in cluster 4 to focal adhesion, all implicated in fibroblastic identity maintenance^58,59^ and negatively regulated by GETM factors.

Clusters 5–11 harbor *genomic loc*i with chromatin accessibility and activity which are similar in GETM- and OSKM-induced cells (Fig. 7d, Supplementary Fig. 8d–i). 

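Of the 18420 ATAC regions, 17470 were not called between GETM and OSKM cells at day 3, and their median height was 7.85 in GETM and 6.16 in OSKM cells. H3K27ac at them had a median of 12.5 in GETM, 14.7 in OSKM cells and 25.2 in MEFs on that day. The CTCF consensus was found in 1.26% of them and in 0 of the 949 regions called, and ETS in 1.04% and 0.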

Clusters 6,8,9,10 are highly enriched with strong peaks around the TSS and as such, contain binding sites for transcription factors implicated in transcription initiation, such as NFY, SP1/KLF, ETS, E2A and Oct2^60–62^. Intriguingly, genes of these clusters reaching the highest upregulation in GETM reprogramming are implicated in mRNA processing, while genes exhibiting highest expression in OSKM reprogramming involve mitotic cell cycle regulation, estrogen signaling and insulin signaling, processes that characterize both states. In MEFs, the most highly expressed genes participate in protein processing in ER, EGFR1 signaling, cyclic nucleotide catabolism and cell junction assembly. In contrast, clusters 5,7,11, which are also shared between OSKM and GETM reprogramming but are enriched with smaller peaks around the TSS as in intergenic and intronic regions, contain binding sites, for transcription factors driving the fibroblastic identity (ZEB1, TCF12, TBX5 and SOX6) and more significantly, for the insulator gene *Ctcf*. GO analysis likewise revealed that the highest expression in MEFs in these clusters is for gene ontologies of extracellular matrix organization and integrin binding. Similar expression levels in GETM-induced cells are in genes involved in RNA processing, translation and cytokines biosynthesis, while genes that are highest in OSKM-induced cells are enriched for axonal transport, negative regulation on bone remodeling and ubiquitin conjugation binding, suggesting the initial opening of the different lineages.

Clusters 12–14 are OSKM-specific. 

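At the ATAC regions higher in OSKM cells on day 3, 52 of 187 overlapping H3K27ac regions and 235 of 442 overlapping H3K4me2 regions were higher in OSKM cells, and 0 of either in GETM cells. Among the 281 genes nearest to H3K27ac regions higher in OSKM cells, RNA was higher in OSKM cells for 82 and in GETM cells for 5 (Fisher's exact test against the GETM side, adjusted p = 3.60e-18).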

Open and active peaks in OSKM-induced cells are enriched for OSK reprogramming factor binding sites, OCT, SOX, KLF and NANOG (Fig. 7e, Supplementary Fig. 8j, k). As GETM-specific clusters, the OSKM-specific clusters are also enriched with peaks localized mostly to intronic and intergenic regions, their associated genes with the highest expression level involving Rap1 signaling pathways, positive regulation of the non-canonical Wnt signaling and neuron development, all implicated in neuronal cell activity^63,64^, further explaining why OSKM reprogramming can induce neuronal fate. Genes with the highest expression levels in GETM induced-cells, play a role in ERBB signaling pathway, glycogen metabolism and mRNA surveillance pathway, all active in trophoblast differentiation. Finally, genes associated with these peaks that exhibit the highest levels in MEFs, are implicated in regulation of actin cytoskeleton and of cell migration, important for normal fibroblastic function.

In conclusion, these data describe how GETM and OSKM reprogramming differ in the induction and dynamics of various signaling pathways, metabolomic processes and their ability to erase the somatic identity and induce alternative cell fates during reprogramming. Moreover, it demonstrates that from the onset of the reprogramming process, GETM reprogramming is directed toward the TSC fate and activates processes and pathways that are essential for TSC maintenance and differentiation.

To correlate gene expression to methylation, we focused on one particularly interesting cluster in which demethylation occurs in most regions of both systems only at the final step of the reprogramming process (Fig. 7f). Associating the 3992 tiles of this cluster to their neighboring genes to examine their expression in ESCs and TSCs (Fig. 7g), revealed 525 genes that are upregulated and 453 genes that are downregulated specifically in TSCs when compared to MEFs. In ESCs, 770 genes were specifically upregulated and 772 downregulated, while there were 300 upregulated and 317 downregulated genes in both ESCs and TSCs compared to MEFs.

GO annotation analysis revealed that such TSCs-specific genes play a role in EGFR1 signaling, insulin signaling and fat differentiation, and contain transcription factor binding sites of GATA2, SUZ12 and TP63, all important for trophoblast formation and differentiation. The most significant biological processes of ESCs-specific genes were pluripotency and notch signaling pathways, with transcription factor binding sites that are enriched for pluripotency genes (*Tcf3*, *Rest*, *Stat3*, *Sox2*, *Klf4*, *Nanog* and *Oct4)*. Genes that are upregulated in both ESCs and TSCs are involved in stemness at large, as pluripotency network and DNA replication were identified as the most significant biological processes and ESC lines and placenta as the most significant tissues. In accordance with that, E2F4 and to a lesser extent other E2F family members, having a key role in stem cell proliferation^65^, were found to be the most significantly enriched binding sites in these tiles, in addition to binding motifs of pluripotent factors such as NANOG, TCF3, KLF4, SALL4 and OCT4 (Fig. 7h). Genes downregulated in TSCs, ESCs, or both, were implicated in fibroblastic identity and function (Fig. 7i), their associated tiles being enriched with binding motifs of factors known to induce strong transcriptional repression such KLF4, AR, ZBTB7A, UBTF, SUZ12 and NFE2L2, suggesting how these hypomethylated regions are associated with gene repression.

This analysis allowed us to examine the final stage of demethylation in both GETM and OSKM reprogramming, which shapes the stabilization stage of both cell types. Surprisingly, this stabilization step still involves the erasure of the fibroblastic identity.

### Genomic stability analysis in GETM and OSKM reprogramming

TSCs have a unique methylation landscape that enables activation of many repetitive elements within the trophoblast genome^66^. This property is believed to induce genomic instability^67,68^ and indeed, multiple genomic aberrations are found in both iTSCs and bdTSCs following prolonged culturing^13^.

Therefore, we inquired whether GETM activation induces genomic instability already at the reprogramming onset toward the TSC state. Myc being a known driver of genomic instability^69^, we reprogrammed fibroblasts into iTSCs by GET or GETM and to iPSCs by OSK or OSKM as a control. 

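Copy number was read from whole-genome coverage of 32 libraries. They cover 14 iPSC lines, a control iPSC and a control GFP iPSC line, 3 libraries of partially reprogrammed colonies, OSK and OSKM cells at days 0, 3 and 6, and GET and GETM cells at days 3 and 6. The authors aligned reads with BWA to mm9 and gave segments with a log2 coverage ratio from cnvkit, with the control and control GFP iPSCs as the reference. A segment was counted as altered at a log2 of at least 0.2 or at most -0.25 over at least 1 Mb of an autosome, out of about 2402 Mb segmented. Each line, colony and day is mostly 1 library, so no test was made, and values are shares of sequence with no sampling interval.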

Cells were collected for copy number variation (CNV) analysis immediately following infection (day 0), and on day 3 and 6 of reprogramming. We also examined ten iPSC clones and two previously characterized, partially reprogrammed cells^28^ as reference. Genomic reads were aligned against the parental MEF genome. 

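Partially reprogrammed colony 23 had 1106 Mb (46.0% of the autosomes) altered in one library and 1095 Mb (45.6%) in the other, with losses on chromosomes 2, 4, 7, 8, 9, 12 and 15 and a gain on chromosome 1. Colony 20 had 91.1 Mb (3.79%), of which 70.3 Mb on chromosome 10 at a mean log2 of 0.55. iPSC line 4 carried a gain over 61.5% of chromosome 1 (mean log2 0.52), line 3 over 85.3% of chromosome 8 (0.30) and line 6 over 15.3% of chromosome 8 (0.25). All 14 iPSC lines lay between 15.7 and 150 Mb, and the 2 control iPSC libraries, which form the reference, at 1.57 and 17.3 Mb. Outside stretches altered in 8 or more of the libraries, the iPSC lines had 0.777 to 127 Mb and the controls 0 to 0.185 Mb. GET and GETM cells at days 3 and 6 had 3.33 to 5.75 Mb altered (0.139% to 0.240%), OSK and OSKM cells at those days 3.26 to 10.0 Mb, and the 4 libraries of day 0 3.103 to 25.4 Mb. At day 0 the X chromosome had a log2 of -0.85 to -0.67, against -0.999 to -0.930 in the other groups.

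**Figure D5:**
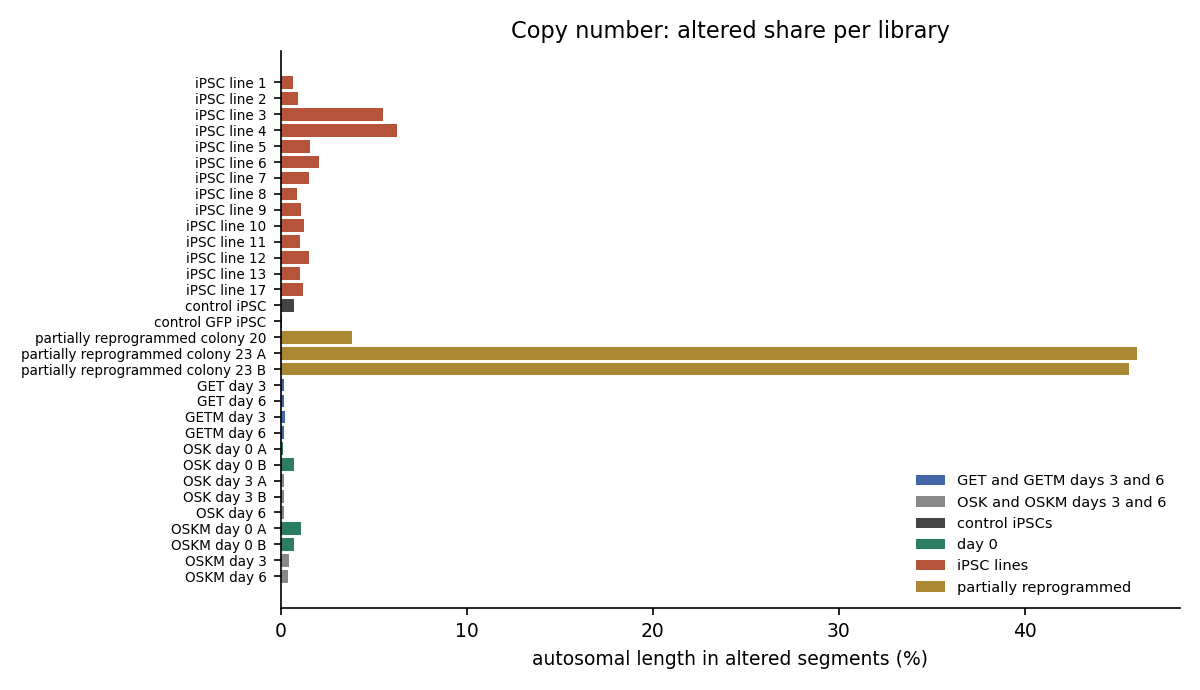
Percent of the segmented autosomes altered in each of the 32 libraries, 1 mark per library. Colony 23 lies at 46.0% and 45.6%, and GET and GETM cells lie between 0.139% and 0.240%.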

As can be seen in Supplementary Fig. 8l, while many CNVs were identified in one of the two partially-reprogrammed iPSC clones and few CNVs in chromosome 1 or 8 in three out of ten fully-reprogrammed iPSC clones, this analysis could not identify a significant amount of CNVs in the initial phase of either OSK/M or GET/M reprogramming (Supplementary Fig. 8l).

As bulk whole-genome sequencing does not allow the detection of CNVs at single-cell resolution, further examination is needed to fully address this question. However, we can confidently conclude that substantial genomic instability is not induced by GETM at the initial phase of reprogramming.

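GETM cells had 5.75 Mb altered at day 3 and 3.33 Mb at day 6, and GET cells 3.33 and 3.42 Mb. Of these lengths, 0 to 0.0960 Mb lay outside stretches that were altered in 8 or more of the libraries. A change carried by a part of the cells moves the log2 ratio less, and a simulated change of 0.1 over 100 Mb was not found, where of a gain of 0.3 all 100 Mb and of a loss of 0.3 90 Mb were found. From the absence of such changes, the paper concludes that GETM do not induce substantial instability at this phase.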

## Discussion

It has been shown that during human OSKM reprogramming to iPSCs, a subpopulation of cells acquires a TSC fate^70,71^. This is in contrast to the mouse system where only differentiated trophoblasts can be emerge during OSKM reprogramming as assessed by gene expression signatures^72^.

Since pluripotency and TE fates arise simultaneously during blastocyst development, we hypothesized that parallel, comparative multi-omics analysis of both reprogramming processes will yield knowledge that cannot be revealed when each reprogramming is analyzed separately.

By reprogramming MEFs to iPSCs by OSKM, and to iTSCs by GETM, we could examine their transcriptome (Bulk RNA-seq and scRNA-seq), methylome (RRBS), chromatin accessibility and activity (ATAC-seq and ChIP-seq for H3K4me2 and H3K27ac) and genomic stability (CNVs) at various time points, to inquire whether the process toward pluripotent and TSC states follows the same dynamics as during early embryogenesis.

Our analysis revealed that cells undergoing reprogramming to pluripotent and TSC states, exhibit unique and specific trajectories from the process onset till the end, suggesting ‘V’-like behavior. Although similar processes such as somatic identity loss, proliferation, MET and metabolic shift occur in the two systems, each mostly uses different sets of genes and regulatory elements to induce its fate. The ‘V’-shaped behavior was observed at all levels, from transcription and chromatin accessibility and activity, to DNA methylation.

We show that each reprogramming process uses different genomic regions and various strategies to silence fibroblastic identity. While the OSKM combination is potent in inducing identity loss by interacting from its onset with key regions that safeguard fibroblastic identity (enriched with ATF/CREB/AP1 sites), GETM open regions enriched with ATF/CREB/AP1 binding sites, counteracting their ability to silence the fibroblastic identity. This is in agreement with the scRNA-seq data that revealed a large fraction of cells with MEF-like identity even at day 12 of GETM reprogramming.

By harnessing single-cell analysis, we demonstrate two unique and distinct populations of induced cells, suggesting that neither of the induced cells harbor a transcriptional profile that is shared during GETM and OSKM reprogramming. Moreover, we could also illuminate previously unknown stages, markers, blockers and facilitators for OSKM and GETM reprogramming.

Moreover, scRNA-seq analysis for stable iTSCs revealed heterogeneous population of cells, whereby only a small fraction of cells is equivalent to the TE compartment of the pre-implantation blastocyst. This may suggest that sorting-based approaches may be used to isolate this unique subpopulation in an attempt to improve the capability of TSCs to contribute to developing placenta and blastoids.

These results demonstrate that the reprogramming process of somatic cells toward pluripotency and TSC state takes separate routes, and that somatic nuclear reprogramming and reprogramming during early embryonic development toward pluripotency and TE state are characterized by different properties and follow diverse paths.

However, we believe that key features that characterize the process of nuclear reprogramming by OSKM and GETM are shared with the reprogramming process that occurs before lineage specification in the early embryo. As such, by comparing OSKM to GETM reprogramming we show that GETM factors induce DNA methylation on key developmental genes and thus shutting off early embryonic development program responsible for the formation of the brain and heart. By inducing chromatin accessibility and activity and by increasing the levels of the active histone mark H3K27ac, GETM activate the trophoblastic program that involves the activation of metabolic processes that participate in transcription and translation, as well as migration and endothelial cell attraction, which are all known properties of trophoblast cells.

Overall, this study describes and illuminates key features that characterize the reprogramming process toward pluripotent and TSC states at all levels of regulation (i.e., DNA methylation, chromatin accessibility and activity, transcriptome and CNVs), and provide a powerful tool to study cellular plasticity and cell fate decision.

## Methods

### Cell culture and primary MEFs production

iPSCs and BYKE ESCs^23^ (C57BL/6;129/Sv) were cultured in mouse embryonic stem cell medium containing 500 ml DMEM supplemented with (15%FBS, 2 mM L-Glutamine, 1% non-essential amino acid, in-house mouse Leukemia inhibitory factor (mLif), 0.1 mM β-mercaptoethanol (Sigma), 1% penicillin-streptomycin and with or without 2i- PD0325901 (1 μM) and CHIR99021 (3 μM) (PeproTech). All TSCs (derived from blastocysts at the Buganim lab) and iTSCs (C57BL/6;129/Sv) were grown in TSC medium containing a combination of 70% MEF conditioned medium and 30% freshly prepared medium, (RPMI supplemented with 20%FBS, 0.1 mM β-mercaptoethanol, 2 mM L-Glutamine, 1% penicillin-streptomycin, 25 ng/ml human recombinant FGF4 (PeproTech) and 1 μg/ml heparin (Sigma-Aldrich) or in a defined TX medium (in the case of the single cell analysis) as previously described^30^. Mouse embryonic fibroblasts (MEFs) were isolated as previously described^73^. Briefly, embryos from OCT4-GFP mice or chimeric embryos, derived from BYKE ESC injection into blastocysts, were isolated at E13.5 and then dissected under the binocular to remove any internal organs and heads. The tissue was chopped by scalpels and incubated 30 min with 1 ml Trypsin-EDTA (0.25%, Gibco) at 37 °C. Next, trypsin activation was neutralized by 10 ml DMEM containing 10% serum and the chopped embryos underwent intensive pipetting until homogeneous mixture of cells was noted. Each embryo was seeded into one 15 cm plate and cultured with DMEM containing 10%FBS, 1% penicillin-streptomycin and 2 mM L-glutamine. The cells were grown till the plate being full. Puromycin (2 µg/ml) was added for selection for BYKE MEFs (the M2rtTA cassette that resides inside the rosa26 locus of the injected cells contains a resistance gene for puromycin), eliminating only the host cells. All cells were maintained in a humidified incubator at 37 °C and 6% CO2.

### Chimeric embryo production

Blastocyst injections were performed using CB6F1 host embryos. After priming with PMSG (PROSPEC, hor-272b) and hCG (EMD Millipore, 000725) hormones and mating with CB6F1 males, embryos were obtained at 3.5dpc (blastocyst stage) for chimera assay. 8–12 ESCs were injected into 3.5dpc blastocysts with a flat tip microinjection pipette with an internal diameter of 16 μm (Origio Inc, Charlottesville, VA, HU-Piezo-16-15) in drop of Evolve^®^ w/HEPES KSOMaa (Zenith, ZEKS-050) medium under mineral oil. Shortly after injection, blastocysts were transferred to 2.5dpc pseudopregnant CD1 females (~20 blastocysts per female). The joint ethics committee (IACUC) of the Hebrew University and Hadassah Medical Center approved the study protocol (IACUC# MD-17-15286-3) for animal welfare. The Hebrew University is an AAALAC international accredited institute.

### Molecular cloning, lentiviral infection, and reprogramming

The open reading frame of the examined genes (i.e., Ctcf^28^, Cdx2^13^, Atf3^74^, Tead2, Fosl2, Pdx1, Nrf2, Usf1, Usf2, NE-F2, Fos, MafK, Tcf15, E2f4, Nr1h4 and Rfx2) was cloned into pMINI vector (NEB) and then restricted with EcoRI or MfeI and transferred into FUW-TetO expression vector. Lentiviruses were generated by transfecting vector DNA, (hGETM 3:3:3:1) or STEMCCA cassette for hOSKM, with a mix of lentiviral packaging vectors (7.5 µg psPAX2 and 2.5 µg pGDM.2) into 293 T cells, the viruses were collected at 48, 60, and 72 h after transfection, the medium containing the viruses was supplemented with 8 µg/ml of polybrene (Sigma) and filtered by 0.45 µm filter, the viruses were then added to MEFs (passage 0) that were seeded at 70% confluency 2 days prior to the first infection. Six hours following the third infection, medium was changed into DMEM containing 10%FBS. Eighteen hours later, medium was changed into reprogramming medium; ESC reprogramming medium (DMEM supplemented with 10%FBS, 0.1 mM β-mercaptoethanol, 2 mM L-glutamine, 1%non-essential amino acids, in-house mouse Leukemia inhibitory factor (mLif), and 2μg/ml doxycycline) or TSC reprograming medium (RPMI supplemented with 20%FBS, 0.1 mM β-mercaptoethanol, 2 mM L-glutamine, in house mouse recombinant FGF4 (equivalent to 25 ng/ml), 1 μg/ml heparin (Sigma-Aldrich), and 2 μg/ml doxycycline). The two reprogramming mediums were changed every other day. For iPSC reprogramming, MEFs were exposed to doxycycline for 15 days, followed by 5 days of dox withdrawal in ESC culturing medium. For iTSC reprogramming, MEFs were exposed to doxycycline for 20 days, followed by 10 days of dox removal in TSC culturing medium. iTSCs colonies were then isolated, trypsinized, and plated in a well in a six-well plate on feeder cells and passaged until stable colonies emerged.

### Quantitative PCR

Total RNA was isolated using the Macherey-Nagel kit (Ornat). 1000 ng of total RNA was reverse transcribed using iScript cDNA Synthesis kit (Bio-Rad). Quantitative PCR analysis was performed in duplicates using 1/100 of the reverse transcription reaction in a StepOnePlus (Applied Biosystems) with SYBR green Fast qPCR Mix (Applied Biosystems). Specific primers flanking an intron were designed for the different genes (for primer sequences see Table 1). All quantitative real-time PCR experiments were repeated at least three times, and the results were normalized to the expression of *Gapdh* and presented as a mean ± standard deviation of two duplicate runs from a typical experiment.

**Table 1:** List of primers.

Gene	Primers
Mafk^cDNA^	F- 5′ CCGGGTTATGACGACTAATCC 3′
	R- 5′ GAGCCTGGGATAGGCATGAG 3′
Fosl2^cDNA^	F- 5′ AAACCACCCTGTTTCCTCTC 3′
	R- 5′ ACCAGTGTCTCACCACTAAG 3′
Nrf2^cDNA^	F- 5′ CAGTTGCCACCCAGGATGTC 3′
	R- 5′ GGGTTTACTCGTCAGTAGTG 3′
Pdx1^cDNA^	F- 5′ ATGAACAGTGAGGAGCAGT 3′
	R- 5′ TCACCGGGGTTCCTGCGGT 3′
Nfe2^cDNA^	F- 5′ GGCTTTCAGCTGGCACAGTAG 3′
	R- 5′ GGCTTTGAGGGAGTCTCTAGC 3′
Usf1^cDNA^	^94^
Usf2^cDNA^	^94^
Atf3^cDNA^	^95^
Rfx2^cDNA^	F- 5′ TCCGGAAGCACGTGGAAGAC 3’
	R- 5′ GAGAGTCCAGGTCCCTAGAG 3'
hTEAD2^cDNA^	F- 5′ GGAATCGGGATCCTGCTTGG 3’
	R- 5′ CCGGTTCCTTTCTAAGAGGAG 3'
hFOS^cDNA^	F- 5′ AGCTCCCACCAGTGTCTACC 3’
	R- 5′ TTGCCTTCTCTGACTGCTCAC 3'
hGATA3^cDNA^	F- 5′ ATGGAGGTGACGGCGGACCAG 3’
	R- 5′ CTAACCCATGGCGGTGACCATGC 3'
hTFAP2C^cDNA^	F- 5′ ATGTTGTGGAAAATAACCGATA 3′
	R- 5′ TTATTTCCTGTGTTTCTCCATTT 3′
hEOMES^cDNA^	F- 5′ ATGCAGTTAGGGGAGCAGCTCTTG 3′
	R- 5′ TTAGGGAGTTGTGTAAAAAGC 3′
hE2F4^cDNA^	The open reading frame was synthesized by TWIST (Cat#: tSHPs0623B597503QG)
hTCF15^cDNA^	The open reading frame was synthesized by TWIST (Cat#: tSHPs0623B597501QG)
hNR1H4^cDNA^	The open reading frame was synthesized by TWIST (Cat#: tSHPs0623B597502QG)
Gapdh	F‐ 5′ ACCTGCCAAGTATGATGACATCA 3′
	R‐ 5′ CCCTCAGATGCCTGCTTCAC 3′
Nccrp1	F- 5′ AGCTCACCCAACCCAGAAG 3′
	R- 5′ TCCACGGAAATTACCCAGCT 3′
Ehf	F- 5′ AGTCTGCAGGAGTTCACGAG 3′
	R- 5′ TTGTGTGCGGACTGGAAAAG 3′
Krt17	F- 5′ CAAGATCCTTGTGGCCACC 3′
	R- 5′ AGCCTGCTCTGTCTCAAACT 3′
Slc38a3	F- 5′ CAATACGGGCATCATCCTTT 3′
	R- 5′ AGACTTGAGGAGCAGGTGGA 3′
Plac1	F- 5′ GGGAGGCACTGTCTTAGTCG 3′
	R- 5′ AACGGTGACCATGAACCAAT 3′
Prl8a9	F- 5′ GACAGCTGGAACCCTTCGTA 3′
	R- 5′ CAGCTCTGGCAACAGTCTCA 3′
FUW-tetO vector^transgenic^	F- 5′ CGCCTGGAGACGCCATCCACGCTG 3′
Ctcf^transgenic^	R- 5′ GACTCCTCCACAATGGCTTC 3′
hTEAD2^transgenic^	R- 5′ CTCCTCACTGCCTTCCTCAC 3′
Atf3^transgenic^	R- 5′ GTGAGAGGCAGGGGACAAT 3′
Fosl2^transgenic^	R- 5′ GGACGAGGTGTCAAAGTTCC 3′
Pdx1^transgenic^	R- 5′ CACGGGTCCTTGTAGAGCTG 3′
Usf1^transgenic^	R- 5′ AAAGTGGCAGCTGACTGGAT 3′
Usf2^transgenic^	R- 5′ GGAAGCGGGATCCAGACC 3′
Nfe2^transgenic^	R- 5′ CCAACAGGCAGCTGTGATAA 3′
hFOS^transgenic^	R- 5′ GTCTGCGGGTGAGTGGTAGT 3′
Mafk^transgenic^	R- 5′ TGACATGGACACCAGCTCAT 3′
KLf4^transgenic^	R- 5′ ACGCAGTGTCTTCTCCCTTC 3′
Nrf2^transgenic^	R- 5′ CTCATAGTCCTTCTGTCGCTGA 3′
Rfx2^transgenic^	R- 5′ CACTGACGCTGGCGAATCTG 3′
hE2F4^transgenic^	R- 5′ CGGCGAGTTTCAGATCCAG 3′
hTCF15^transgenic^	R- 5′ TGGTCTCAGGAGTGCAAATG 3′
hNR1H4^transgenic^	R- 5′ TTCATTTTTGATCCCATC 3′

### Flow cytometry

Cells were trypsinized, washed with PBS×1 and filtered through mesh paper. Samples were analyzed by a Beckman Coulter (Gallios) flow cytometer using the Kaluza Software (V 1.0.14029.14028).

### Immunofluorescence

Cells were fixed in 4% paraformaldehyde in PBS for 20 min. The cells were rinsed three times with PBS and blocked for 1 h with PBS containing 0.1% Triton X-100 and 5% FBS. The cells were incubated O/N in PBS containing 0.1% Triton X-100 and 1% FBS with primary antibodies in 4 °C. The antibodies that were used are: anti-CDX2 (Biogenex, CDX2-88, 1:000) and anti-TACSTD2 (TROP2, Abcam, ab214488, 1:500). The next day, the cells were washed three times and incubated for 1 h with relevant secondary antibodies (goat Anti-Mouse IgG (Alexa Fluor 488, Ab150113, 1:500) and Goat Anti-Rabbit IgG (Alexa Fluor 594, Ab150080, 1:500) in PBS containing 0.1% Triton X-100 and 1% FBS. DAPI (1:1000 dilution) was added 10 min before the end of the incubation and stained cells were inspected under Nikon Eclipse Ti fluorescent microscope.

### Quantification and statistical analysis

Unpaired Student’s *t* test was used for experiments comparing differences between two groups. Statistical significance differences were considered when *p* value ≤ 0.05. All experiments were repeated at least three times. For quantitative PCR experiments the results were normalized to the expression of the housekeeping control gene, *Gapdh* from two duplicate runs from a typical experiment. Unless indicated otherwise a representative experiment is shown for each Figure.

### RNA libraries and sequencing

Total RNA was isolated using the Qiagen RNeasy kit. mRNA libraries were prepared using the SENSE mRNA-seq library prep kit V2 (Lexogen), and pooled libraries were sequenced on an Illumina NextSeq 500 platform to generate 75 bp single-end reads.

### Reduced representation bisulfite sequencing (RRBS)

RRBS assay was performed as previously described^75^. Briefly, 20 ng of genomic DNA were digested with Msp1 restriction enzyme (NEB, R0106L), DNA fragments were end-repaired and A-Tailed using Klenow fragment (3′−5- exo-) (NEB, M0212L). The DNA fragments were then ligated to illumina adaptors (Illumina, PE-940-2001) using T4 ligase (NEB, M0202M) and then size selected using AMPure XP beads (Beckman Coulter Genomics, A63881). The samples were then subjected to two consecutive bisulfite conversions using EpiTect Bisulfite Kit (QIAGEN, 59104) and PCR using PfuTurbo Cx hotstart DNA polymerase (Agilent Technologies, 600412). The RRBS libraries were sequenced by Illumina HiSeq 2000 platform.

### Single-cell RNA-seq

Induced cells at day 3, 6 or 12 and iTSCs were prepared as instructed in the 10× Genomics cell preparation guidelines. Briefly, cells were trypsinized and centrifuged at 1000 RPM for 3 min, then were washed twice with PBS×1 containing 0.04% BSA and cleaned from cell debris and large clumps by filtering throw mesh paper. Next, resuspended cells were subjected to dead cell removal kit (MACS, 130-090-101) to remove any non-viable cells. Cell viability were estimated using trypan blue staining. Cells were then resuspended in PBSx1 with 0.04% BSA at the concentration of 1000 cells/µl and 4000 cells from each condition were subjected to 10× Genomics. Single-cell RNA libraries were prepared using Chromium Single Cell 3′ Library Kit v2 (10× genomics, 120234) and the generated libraries were sequenced using Illumina NextSeq 500 platform.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation (ChIP) assay was performed as previously described^76^. Briefly, cells were fixed for 10 min at RT with a final concentration of 0.8% formaldehyde. Formaldehyde was quenched with glycine for a final concentration of 125 mM. The cells were then lysed with lysis buffer (100 mM Tris-HCl, 300 mM NaCl, 2% Triton^®^ X-100, 0.2%v sodium deoxycholate, 10 mM Cacl2) supplemented with EDTA free protease inhibitor (Roche- 11873580001) for 20 min in Ice and the chromatin was digested by MNase (micrococcal nuclease- Thermo Scientific^™^− 88216) for 20 min at 37 °C. MNase was inactivated by 20 mM EGTA. The fragmented chromatin was incubated with pre-bounded Dynabeads (A and G mix - Invitrogen 10004D/ 10002D) using H3K27ac antibody (Abcam, ab4729, 2 μg/reaction) and H3K4me2 antibody (Millipore, 07-030, 2μg/reaction). Samples were then washed twice with RIPA buffer, twice with RIPA high salt buffer (NaCl 360 mM), twice with LiCl wash buffer (10 mM Tris-Hcl, 250 mM LiCl, 0.5% DOC, 1 mM EDTA, 0.5% IGEPAL) and twice with 10 mM Tris-HCl pH = 8. DNA was purified by incubating the samples with RNAse A (Thermo Scientific^™^ EN0531) for 30 min at 37 °C followed by a 2 h incubation with Proteinase K (Invitrogen^™^ 25530049). DNA was eluted by adding 2× concentrated elution buffer (10 mM Tris-HCl, 300 mM NaCl, 1% SDS, 2 mM EDTA) and then reverse crosslinked overnight at 65 °C. Finally, DNA was extracted using AMPure XP beads (Beckman Coulter Genomics, A63881). Chip sample libraries were prepared according to Illumina Genomic DNA protocol as described^77^. Briefly, 10 ng of the fragments were end-repaired by T4 Polynucleotide Kinase and T4 DNA Polymerase (NEB, M0201S, M0203S), A-tailed (NEB, M0212S), and ligated to illumina adaptors (Illumina, PE-940-2001) using T4 ligase (NEB, M0202M). The libraries were amplified for eight cycles using NEBNext^®^ Ultra^™^ II Q5^®^ Master Mix (NEB, M0544), size selected using AMPure XP beads (Beckman Coulter Genomics, A63881), and sequenced on an Illumina NextSeq 500 platform.

### ATAC libraries and sequencing

ATAC-seq library preparation was performed as previously described^78^. Briefly, cells were trypsinized and 50,000 cells were counted and incubated in lysis buffer to isolate nuclei. Nuclei were then resuspended in transposase reaction mix for 30 min at 37 °C (Illumina, Fc-121-1030). The samples were purified using Qiagen MiniElute kit (QIAGEN, 28204), Transposed fragments were directly PCR amplified and sequenced on an Illumina NextSeq 500 platform to generate 2 × 36 bp paired-end reads.

### Data processing

#### Read quality control

Read quality for ChIP-seq, ATAC-seq, RNA-seq, scRNA-seq, and RRBS was examined using FastQC (V 0.11.8, [https://www.bioinformatics.babraham.ac.uk/projects/fastqc/]). Quality of ChIP-seq and ATAC-seq peaks was assessed using ChIPQC (V 1.24.1)^79^. Quality of the RNA-seq data alignment was assessed using RSeQC (V 4.0.0)^80^. Bisulfite conversion rates for all RRBS samples were estimated using MethylDackel (V 0.5.1) [https://github.com/dpryan79/MethylDackel]. Single-cell RNA libraries were prepared using two different kits for the two batches. The first batch that includes day 6 and day 12 was prepared using Chromium Single Cell 3′ Library Kit v2 and second batch that includes day 3 and iTSCs was prepared using Chromium Single Cell 3′ Library Kit v3. In order to remove the batch effect, we combined the two batches together and utilized Seurat’s batch correction pipeline using SelectIntegrationFeatures, FindIntegrationAnchors, and IntegrateData.

#### Bulk RNA-seq

Low quality bases and sequencing adaptors of 36 raw fastq files RNA-seq containing single-end 61 bp-long reads were trimmed using Trim Galore (V 0.6.0, [https://github.com/FelixKrueger/TrimGalore]) and then mapped to the mm9 reference genome using HISAT2 (V 2.1.0^81^,) with default parameters. Read counting was performed using featureCounts (V 1.6.2^82^) with (Mus_musculus.NCBI37.gtf annotation). Differential gene expression analysis was performed using DESeq2_1.26.0 package^82^. Unsupervised hierarchical clustering was performed for 10,000 most variable genes among ESCs, bdTSCs, fibroblasts and cells during reprogramming. R package dynamicTreeCut^83^ was used to perform adaptive branch pruning detecting 27 prominent clusters. R packages EnrichR (V 2.1^84^,) and ClusterProfiler (V 3.14.3^85^,) were used to query Biological processes, Mouse gene atlas and KEGG pathways analysis of significantly over-represented genes for each cluster. A second aligner TopHat [4] (V 2.0.6^86^,) was used to map reads to mm9 reference genome. Mapped reads were then processed using cufflinks [4] (V 2.0.2^87^), and gene expression levels (FPKM) were calculated for each replicate. Differential gene expression analysis was performed using DESeq2 package (V 1.26).

#### 10× Single-cell data

scRNA-seq libraries were generated from each time point using the 10× Genomics. The cellranger-6.1.1 [https://github.com/10XGenomics/cellranger] was used for mapping of the 10× scRNA-seq data. Read1 data of pooled cells were split into single-cell data using the barcode sequences contained in the first 16 bps. The next 10 bps were recorded as unique molecular identifiers (UMIs). Read2 with 75 bp were aligned to the mm10 reference genome. We used Seurat (V 4.0.5^88^) to pre-processing the data and perform clustering. The function ‘FindAllMarkers’ to identify the marker genes for each of the clusters in the UMAP representation. For day 3 OSKM and GETM reprogramming and iTSCs, 20,000 cells were profiled. Around 7000 cells from each reprogramming system were pooled with 3000 cells of Sox2-GFP stable iTSCs cultured on feeder cells under TSC defined medium, TX^30^. Initial clustering for all the dataset was done to explore and determine quality control cutoffs. Clusters that had an average UMIs ≤10,000 or an average mitochondrion UMIs >10% were excluded. For Day 6 OSKM and GETM reprogramming, we excluded clusters that had an average UMIs <8000 or average mitochondrion UMIs >10%. For Day 12 OSKM and GETM reprogramming, we excluded clusters that had an average UMIs <9000 or average mitochondrion UMIs >10%. R package DoubletFinder (V2.0.3), [https://github.com/chris-mcginnis-ucsf/DoubletFinder] was used to identify and exclude potential doublets. Following quality control (i.e. removal of duplets, lowly expressed cells and mitochondrial RNA-enriched cells) we analyzed a sum of 26,839 cells for the 7 conditions: OSKM: (D3 :4952, D6: 3181, D12: 2835 cells), GETM (D3 :4756, D6: 4625, D12: 3097 cells) and iTSCs: (3393 cells).

#### DNA methylation

Low quality bases and sequencing adaptors of 45 raw fastq files were trimmed using Trim galore (V 0.6.0, [https://github.com/FelixKrueger/TrimGalore]) and then mapped to the mm9 reference genome using Bsmap (V 2.90^88^) with flags -S 10 -R -p 8 -D C-CGG. Bam files belonging to same reprogramming system and day were merged to ensure maximum overlap between all samples. Methylation beta values were extracted from the BAM files using wgbs_tools [https://github.com/nloyfer/wgbs_tools]. Methylation markers were identified using in-house developed script find_markers.py to generate Bed files with *p* value ≤ 0.05 between different conditions summarized in different groups. 130,000 blocks were identified with significant methylation alteration that occurs during reprogramming in both OSKM and GETM reprogramming. In order to minimize noise and extract significant trends, we used the K-means algorithm to classify ~130,000 blocks that are shared amongst all samples during reprogramming to a TSC or pluripotent states and obtained 100 clusters. A new table was constructed by averaging DNA methylation levels per sample per cluster and then projected the processed data onto the first two principal components. Clusters loading plot showed significant clusters contributed to the first two principal components and clusters that are near to each other showed similar trends of methylation allowing us to extract 15 different trends shown as heatmaps in Fig. 4a and Fig. S4a. Genomic regions associated with all blocks belonging to each of the 15 clusters were annotated using GREAT (V 4.0.4^32^) and were summarized in Supplementary Data file 3.

#### ATAC-seq

Fastq files were mapped to the mm9 reference using bwa (V 0.7.17-r1188, [https://arxiv.org/abs/1303.3997]). The mapped reads were converted to BAM format and filtered by mapping quality (MAPQ) of ≥10, retaining only properly aligned pairs (samtools -F 1796 flag). The BAM files were then sorted and indexed using samtools (V 1.9^89^).

Bigwig coverage tracks were generated using deepTools bamCoverage (V 3.4.1^90^) with the following flags: “--normalizeUsing RPGC -bs 50 -e 500 --effectiveGenomeSize 2150570000”. Coverage peaks were called using MACS (V, 2.1.2^91^) with flags “-g mm --slocal = 2000 --llocal = 20000 --nomodel --extsize = 300 -f BAMPE”. Peaks of multiple replicates were retained only if identified by 30% of the replicates, or more.

#### ChIP-seq

Fastq, BAM and bigwig files were processed in a similar way to the ATAC-seq files.

#### Annotation of genomic regions

Peaks from each experiment were divided into subsets, including peaks that appear in both OSKM and GETM (3, 6, or 9 days after induction) but not in MEFs, peaks from GETM (days 3, 6, 9) not identifiable in MEFs, OSKM peaks (days 3, 6, 9) not identifiable in MEFs, and disjoint sets of cell-type specific peaks (e.g., GETM day 3 peaks not found in MEFs or in OSKM day 3, etc.). We also analyzed peaks from ESCs, TSCs or MEFs.

Genomic regions from each group of peaks were then annotated using annotatePeaks.pl (HOMER suite, [http://homer.ucsd.edu/homer/ngs/annotation.html], UCSC mm9 genome version) as Promoter, TTSs, 5′ and 3′ UTRs, or as Exonic, Intronic, or Intergenic regions.

#### Motif analysis

ATAC-seq peaks were called in each replicate separately, and overlapping peaks from replicates were then merged. Peaks overlapping MEF peaks (top 50 K) were then removed. Finally, the center 250 bp of each peak was considered for further analysis (peaks shorter than 250 bp were removed).

We further divided the peaks of each time point into disjoint groups, including peaks identified in both GETM and OSKM ATAC-seq (e.g. GETM&OSKM D 3), GETM-only peaks (e.g. GETM\OSKM D 3) or OSKM-only peaks (e.g. OSKM\GETM D 3).

Finally, we used “findMotifsGenome.pl -nomotif” (HOMER suite) to identify occurrences of known motifs within those sequences. A similar approach was applied to H3K27ac and H3K4me2 ChIP-seq peaks.

#### CNV analysis

Read alignment was done with BWA mem 0.7.15^92^ to the mouse reference genome mm9 including PhiX174. Copy number analysis was performed by cnvkit 0.9.6^93^ using control and control-GFP-IPSCs as reference.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

ATAC-seq, ChIP-seq, RRBS, scRNA-seq, bulk RNA-seq and CNV has been deposited to the Gene Expression Omnibus database (GEO, Accession number GSE171127 [GSE171127). Additional data from Benchetrit et al. are available at GEO, GSE98124. All analyses used UCSC mm9 mouse reference genome [http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9], except for the 10× single-cell RNA-seq data, which used mm10 [http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10]. The figures that are associated with the raw data files are: Figs. 2a–m, 3a–i, 4a–e, 5a–j, 6a, b, 7a–i and supplementary Figs: 1e–j, 2a–g, 3a, b, e, f, 4a–g, 5a–c, 6a–h, 7a–h, 8a–i. Remaining data are provided within the Article, Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

## Code availability

DNA methylation data were analyzed using wgbstools, a computational suite for DNA methylation sequencing data representation, visualization, and analysis [https://github.com/nloyfer/wgbs_tools].

# Supplementary material for: Comparative parallel multi-omics analysis during the induction of pluripotent and trophectoderm states
**Source:** Nat Commun. 2022 Jun 17;13:3475. doi: 10.1038/s41467-022-31131-8
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY DATA**

**
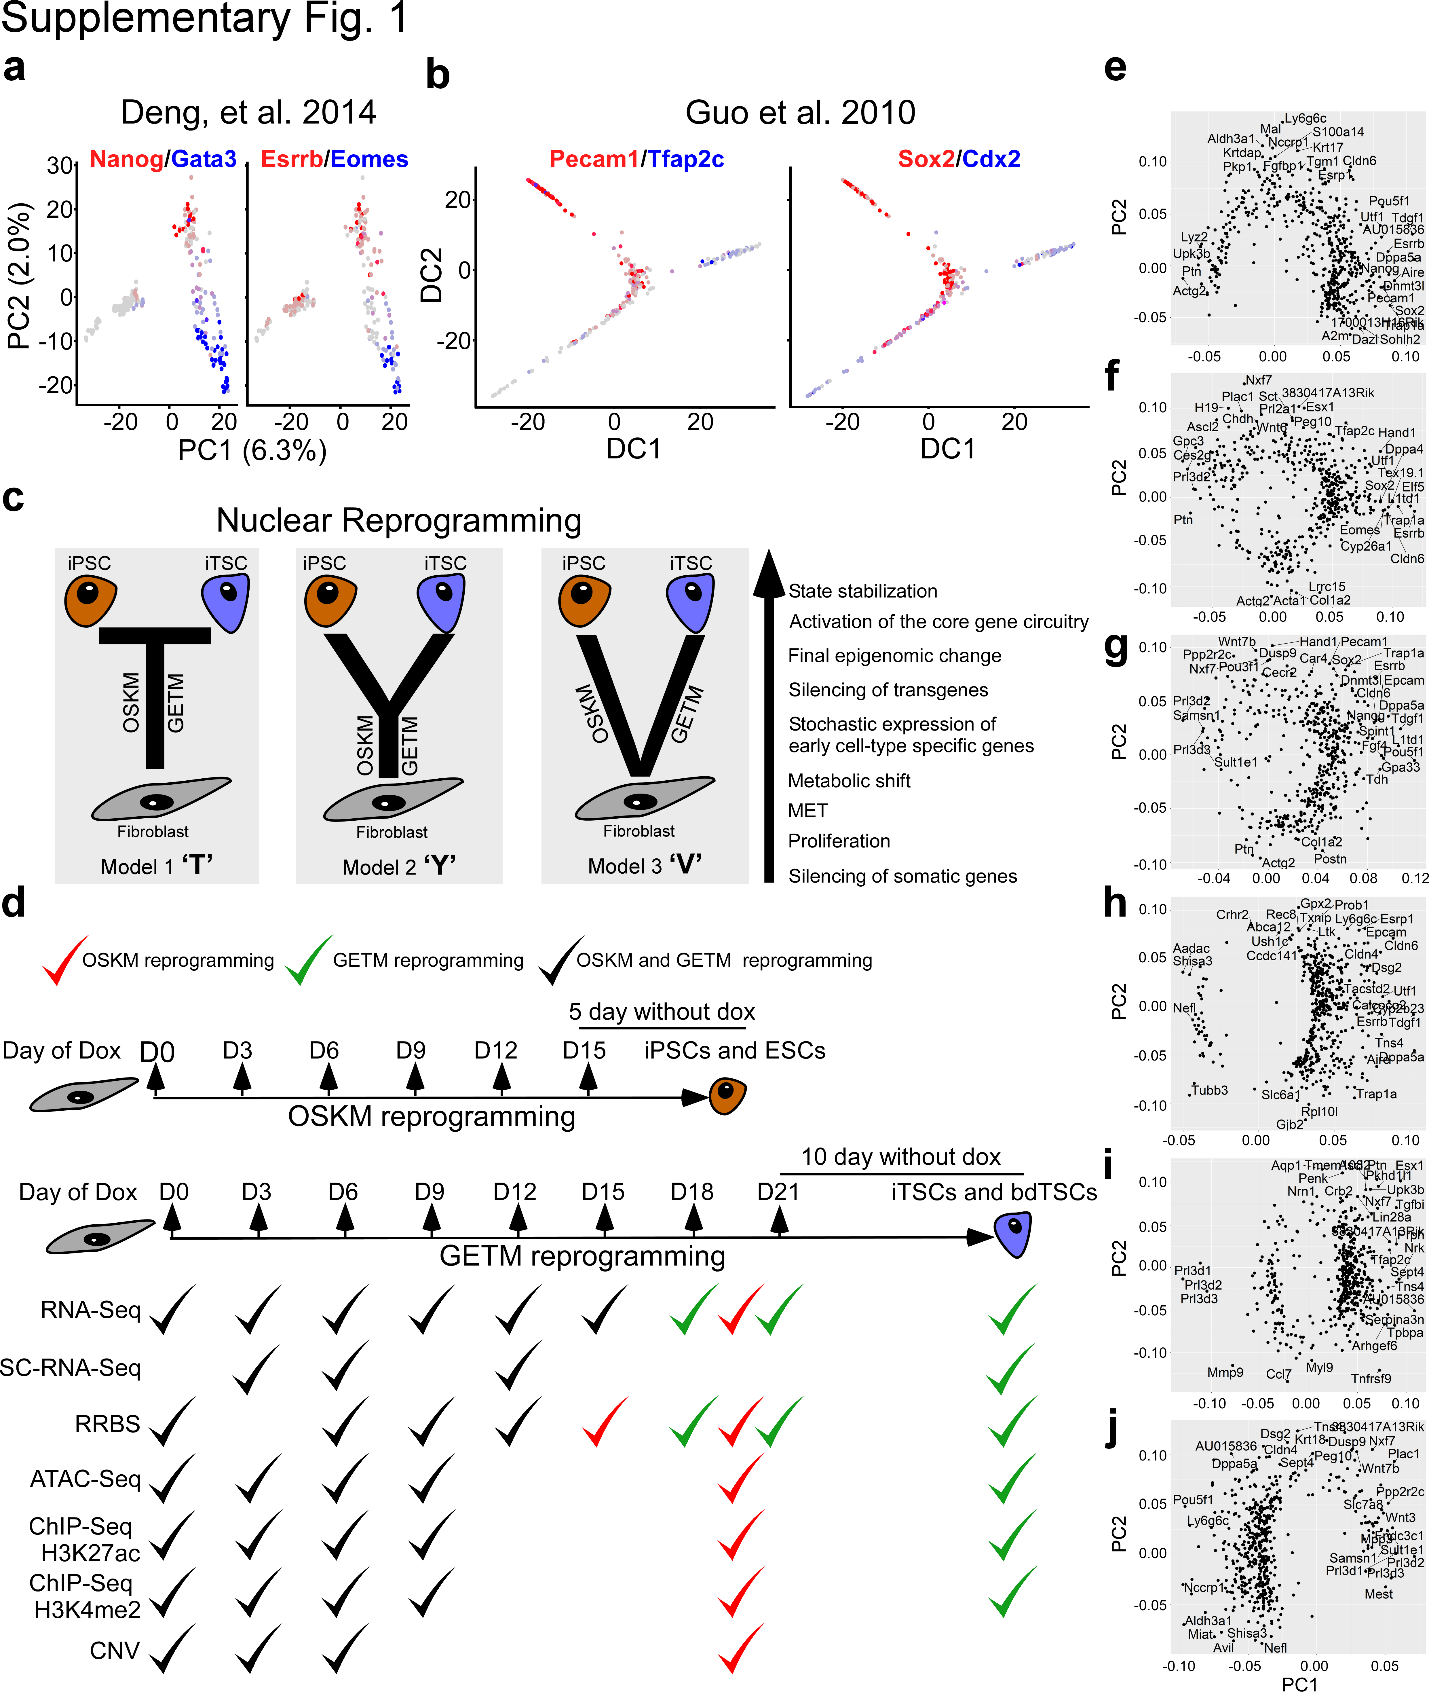
**

**Supplementary Fig. 1. Embryonic development trajectory and hypothetical nuclear reprogramming progression models using comparative multi-omics analysis. (a)** Overplayed co-expression of Nanog/Gata3 and Esrrb/Eomes among individual cells extracted from^5^. Red color indicates cells that are enriched with key pluripotency genes while blue color indicates cells with enrichment of key TE genes. **(b)** Overplayed co-expression of Pecam1/Tfap2c and Sox2/Cdx2 among individual cells extracted from^7^. Red color indicates cells that are enriched with key pluripotency genes while blue color indicates cells with enrichment of key TE genes. **(c)** Schematic illustration of three possible models, ‘T’, ‘Y’, ‘V’, explaining the reprogramming progression of fibroblasts toward either iPSCs by OSKM or iTSCs by GETM. **(d)** Schematic representation of the reprogramming process of fibroblasts to iPSCs (top, red) and iTSCs (bottom, green) and the various high throughput experiments and time points that were analyzed. Black ‘V’ represents a time point that was taken for both GETM and OSKM reprogramming while Green ‘V’ represents GETM-only time point and red ‘V’ represents OSKM-only time point. **(e-g)** PCA loading plots showing the contribution of individual genes out of top 500 most differentially expressed genes to the first and second PCA components; distance from the origin along each axis corresponds to strength of contribution to that component. Shown are PCA loading plots for the reprogramming process to either iPSCs (e), iTSCs (f) or both (g) as assessed by gene expression profiles of bulk RNA-seq data projected onto the first two principal components. 32 highest ranked genes are marked in each plot. **(h-j)** same as in (e-g) but here only induced cells (cells on dox) are plotted.

**
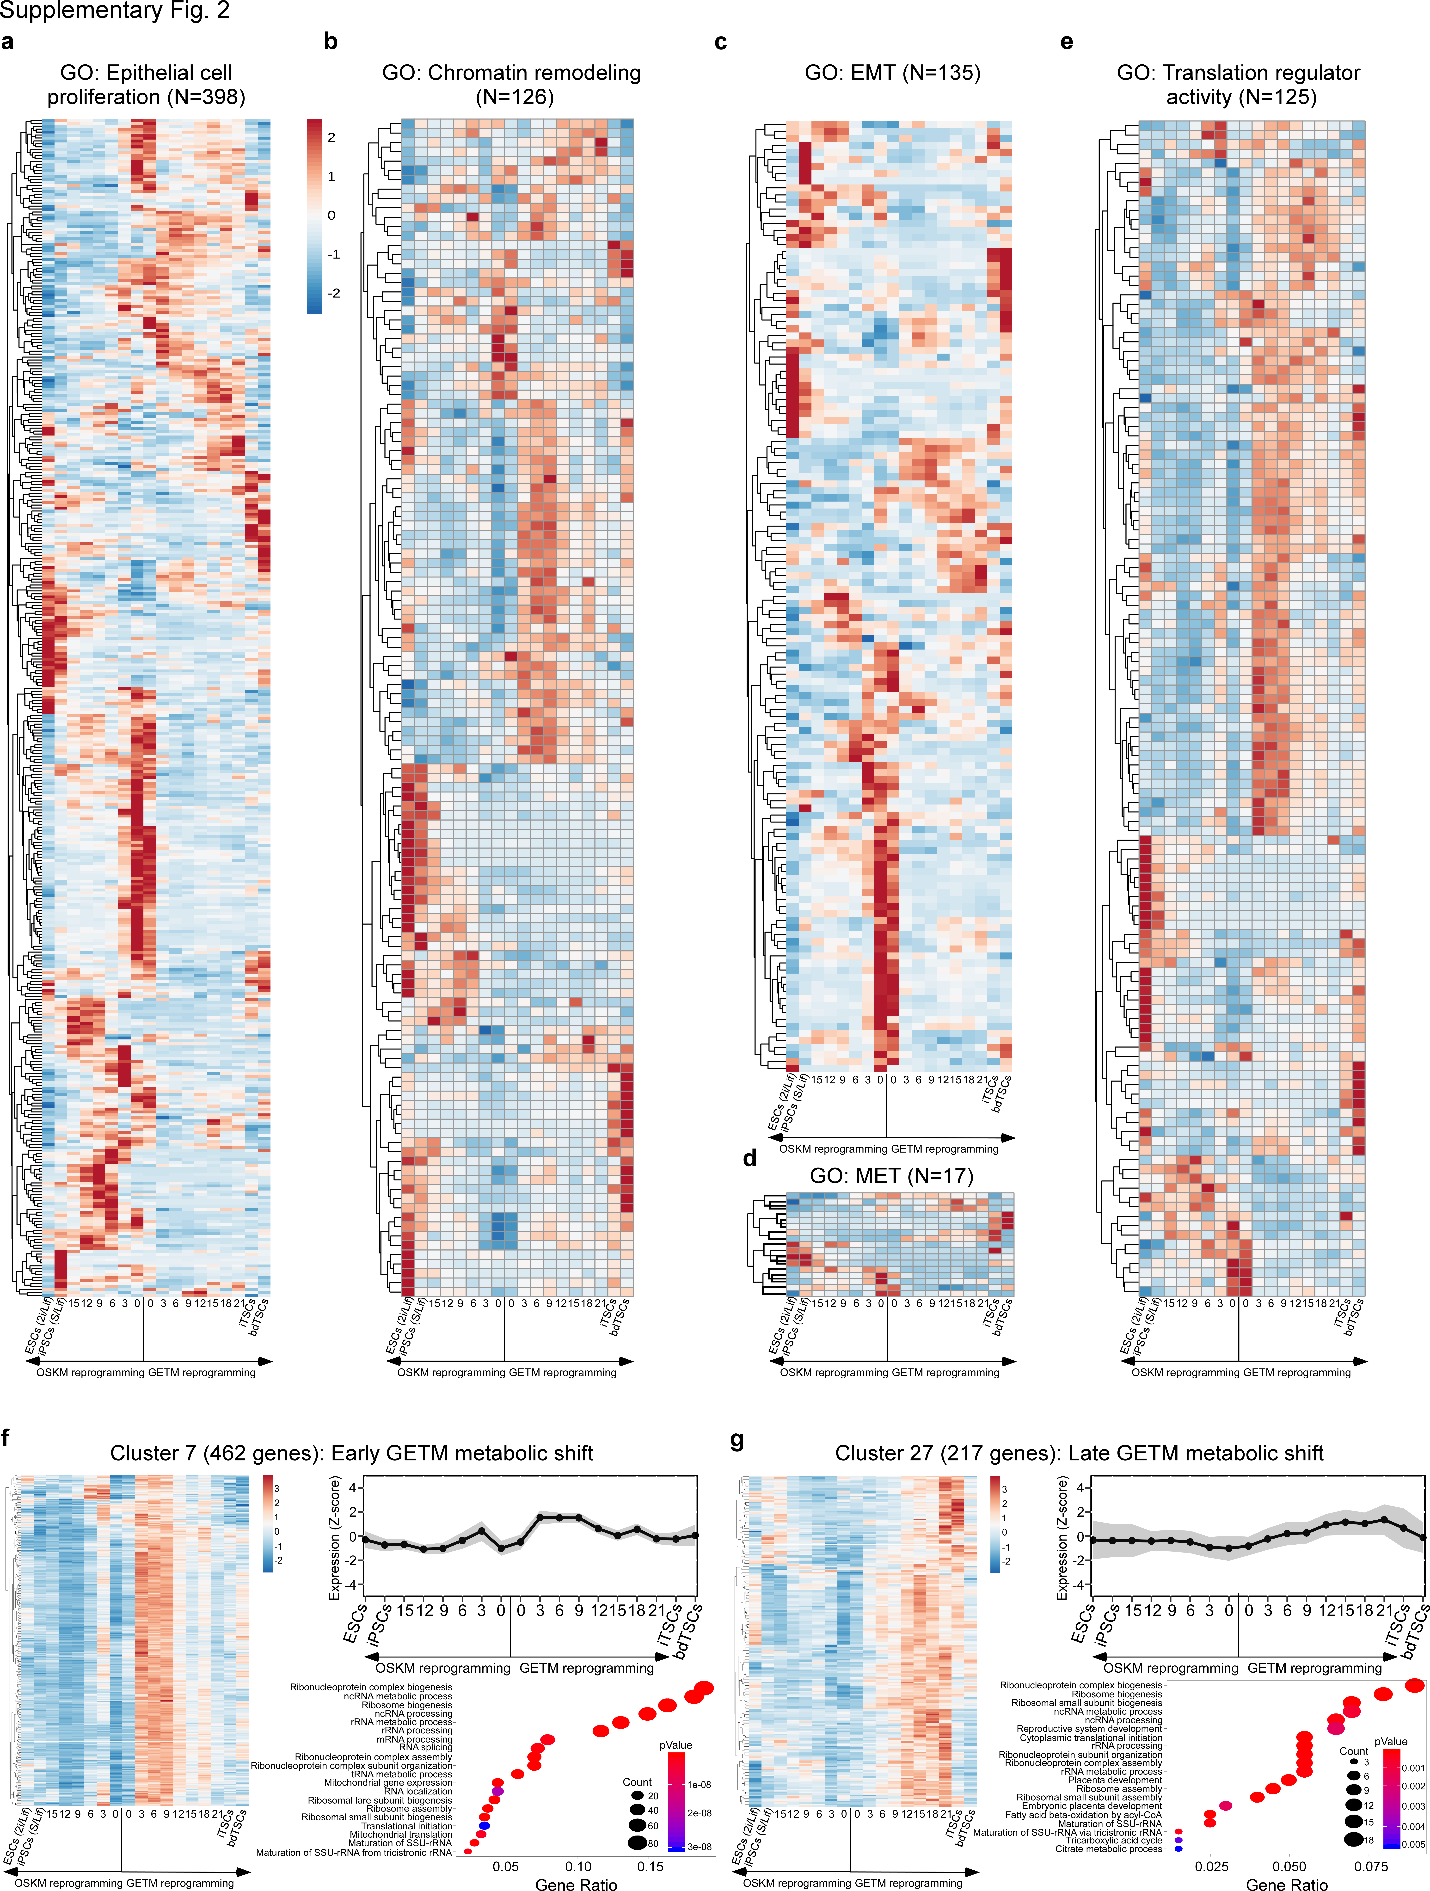
**

**Supplementary Fig. 2. GETM and OSKM reprogramming factors mostly exhibit mutually exclusive transcriptional profiles during reprogramming.** **(a-e)** Heatmaps showing the expression levels of genes involved in early and general reprogramming processes such as epithelial cell proliferation (a), chromatin remodeling (b), EMT (c), MET (d) and translation regulator activity (e), during the conversion of fibroblasts into iPSCs by OSKM and into iTSCs by GETM. **(f)** Heatmap, expression pattern plot and GO terms of 462 genes of cluster #7 as detected by bulk RNA-seq during reprogramming toward iPSCs and iTSCs. **(g)** Heatmap, expression pattern plot and GO terms of 217 genes of cluster #27 as detected by bulk RNA-seq during reprogramming toward iPSCs and iTSCs.

**
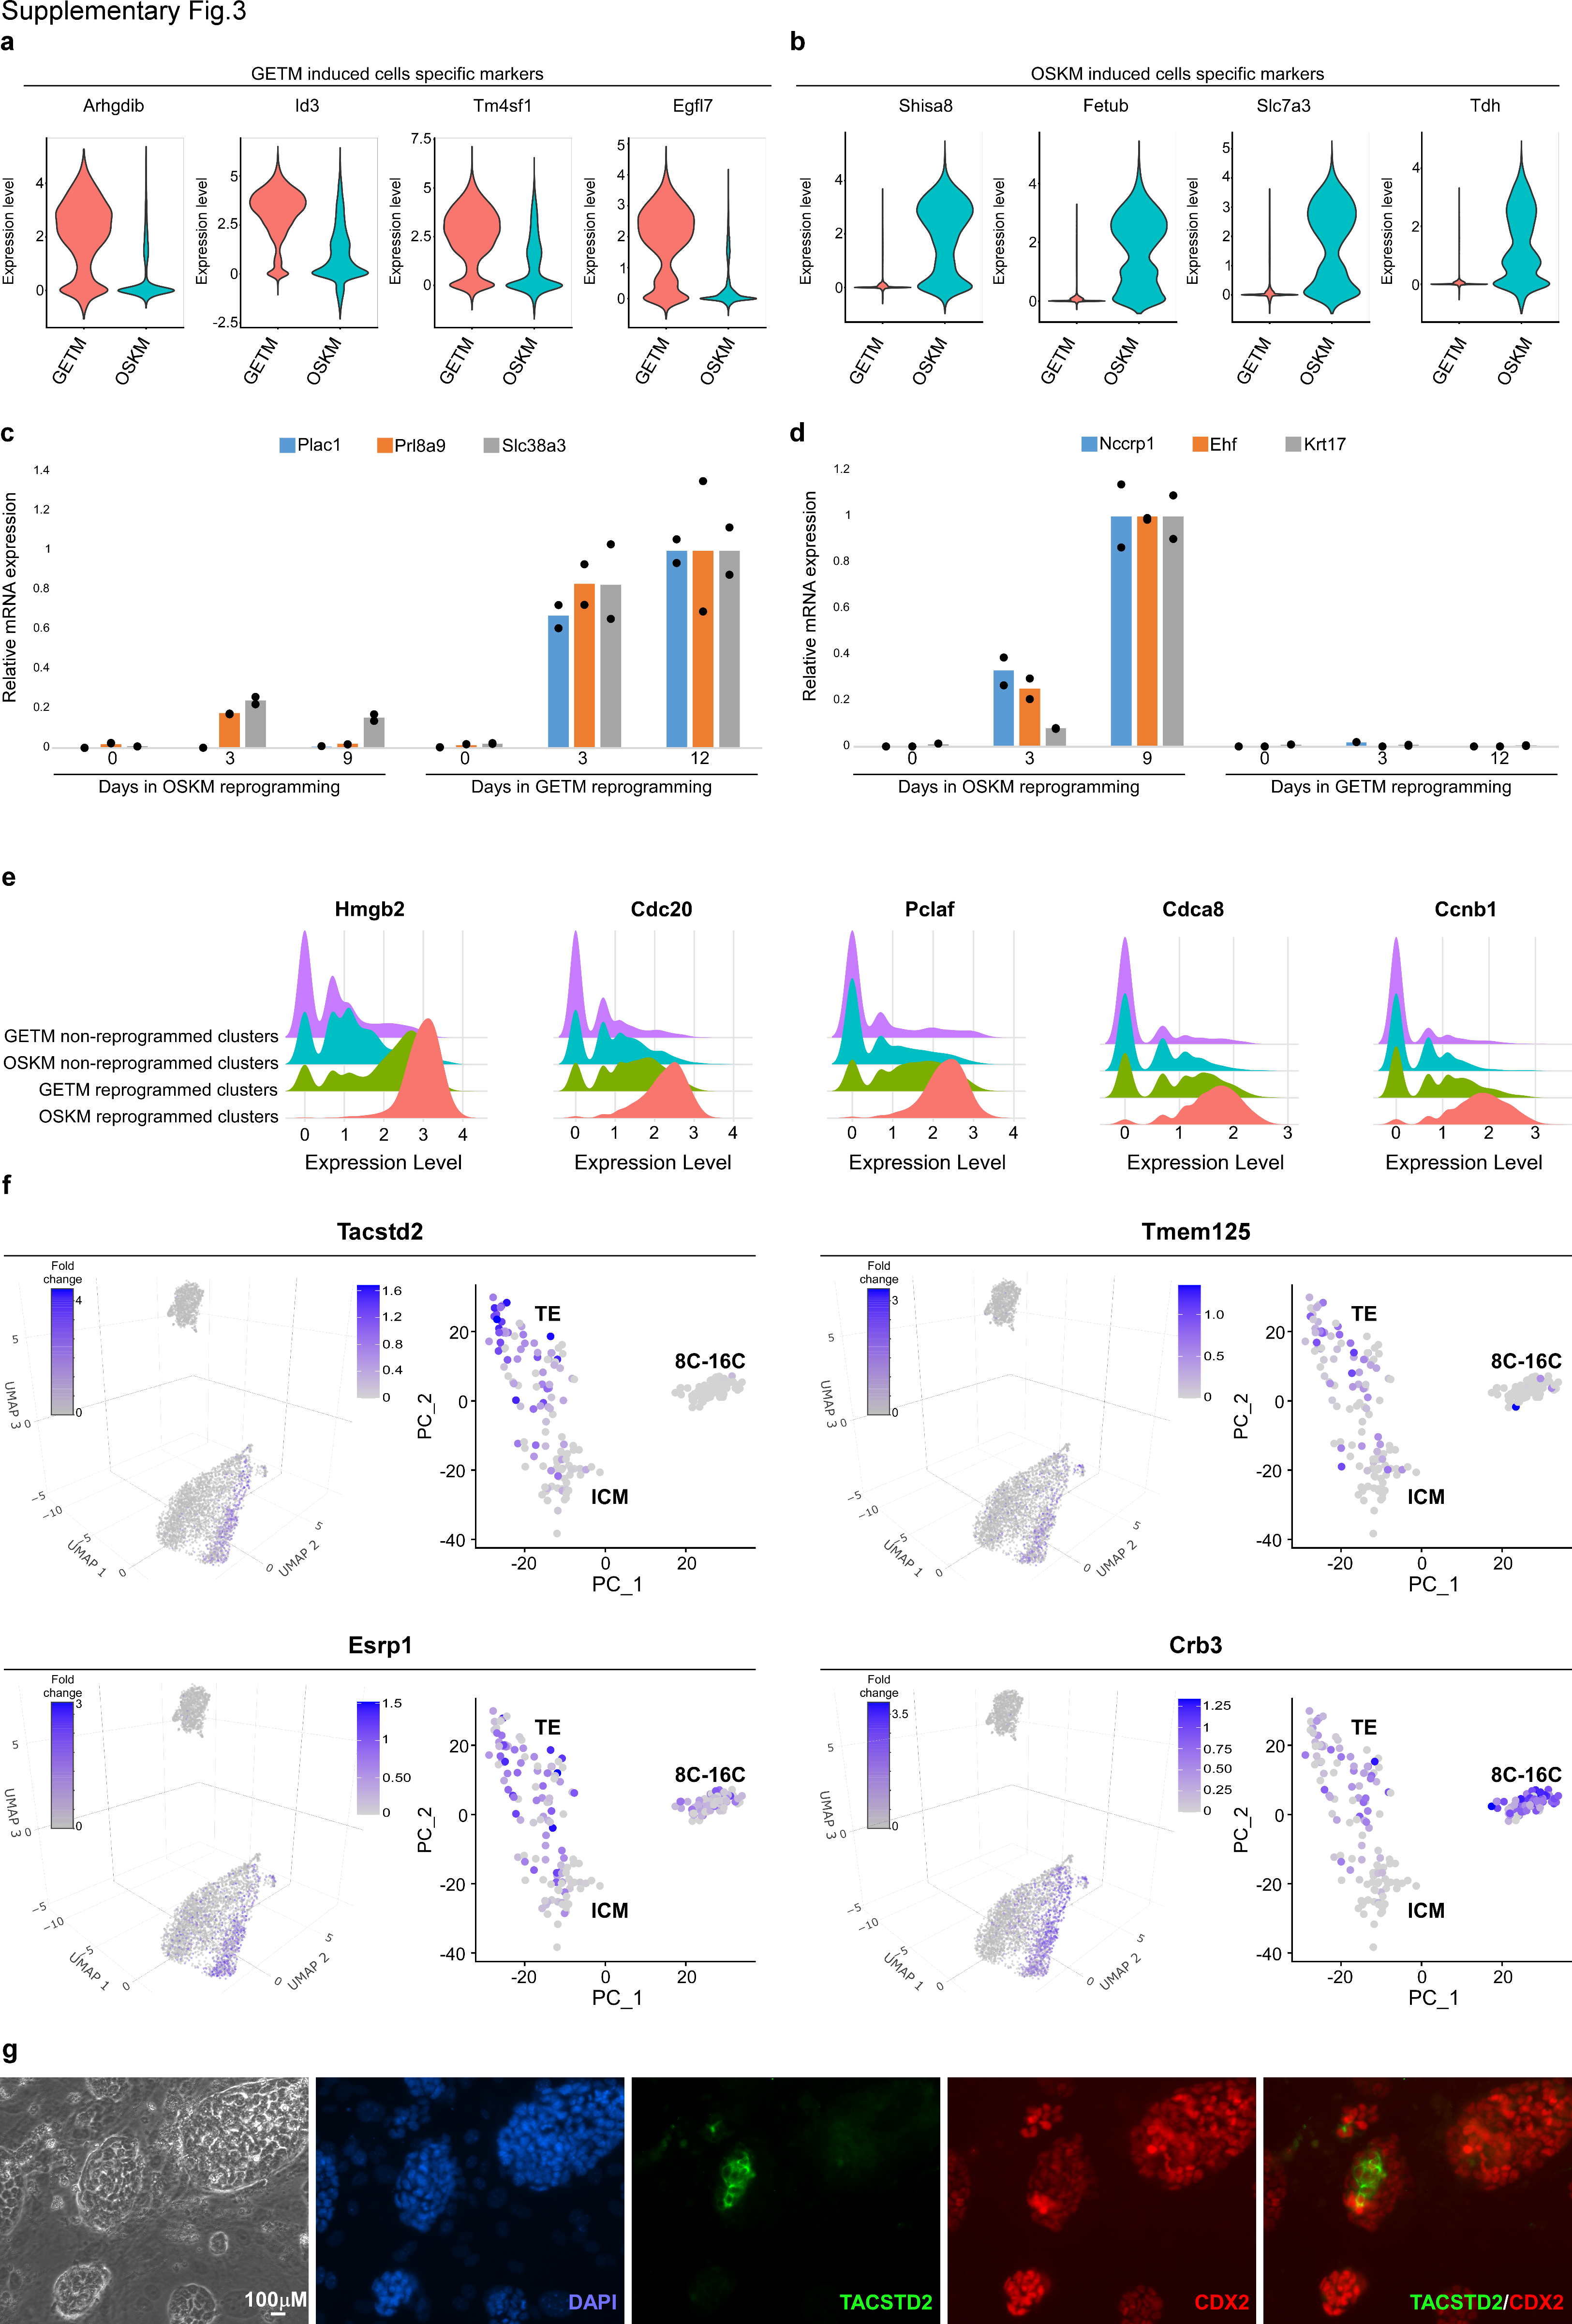
**

**Supplementary Fig. 3. Single-cell RNA-seq analysis on OSKM and GETM reprogrammable cells and iTSCs identifies reprogramming-specific markers and cell heterogeneity. (a, b)** Violin plots summarizing single-cell expression level of GETM-specific markers (a) and OSKM-specific markers (b) that significantly distinguish between the two reprogramming systems. **(c, d)** qPCR analysis of GETM reprogramming-specific genes (c) and OSKM reprogramming-specific genes (d). The highest sample for each gene was set to 1. Results were normalized to the *Gapdh* gene and are shown as fold change using two replicates (n=2) in a typical experiment out of 3 runs. **(e)** Redge plots showing the expression distributions of key proliferation genes where each community represents potentially reprogrammed or non-reprogrammed cells for each reprogramming system. **(f)** Expression level of selected cluster-specific markers showing prevalent expression at the single-cell level for genes shared with the embryo TE state^5^. The expression level of the specified markers is visualized by UMAPs for the various clusters (left) and PCAs (right) for the indicated stages in embryogenesis and quantified by a range of intensities of a purple color. **(g)** Representative bright field and immunostaining images for CDX2 (red), TACSTD2 (green), and DAPI (blue) in bdTSCs grown on feeder cells and defined TX medium (n=2). Source data are provided as a Source Data file.

**
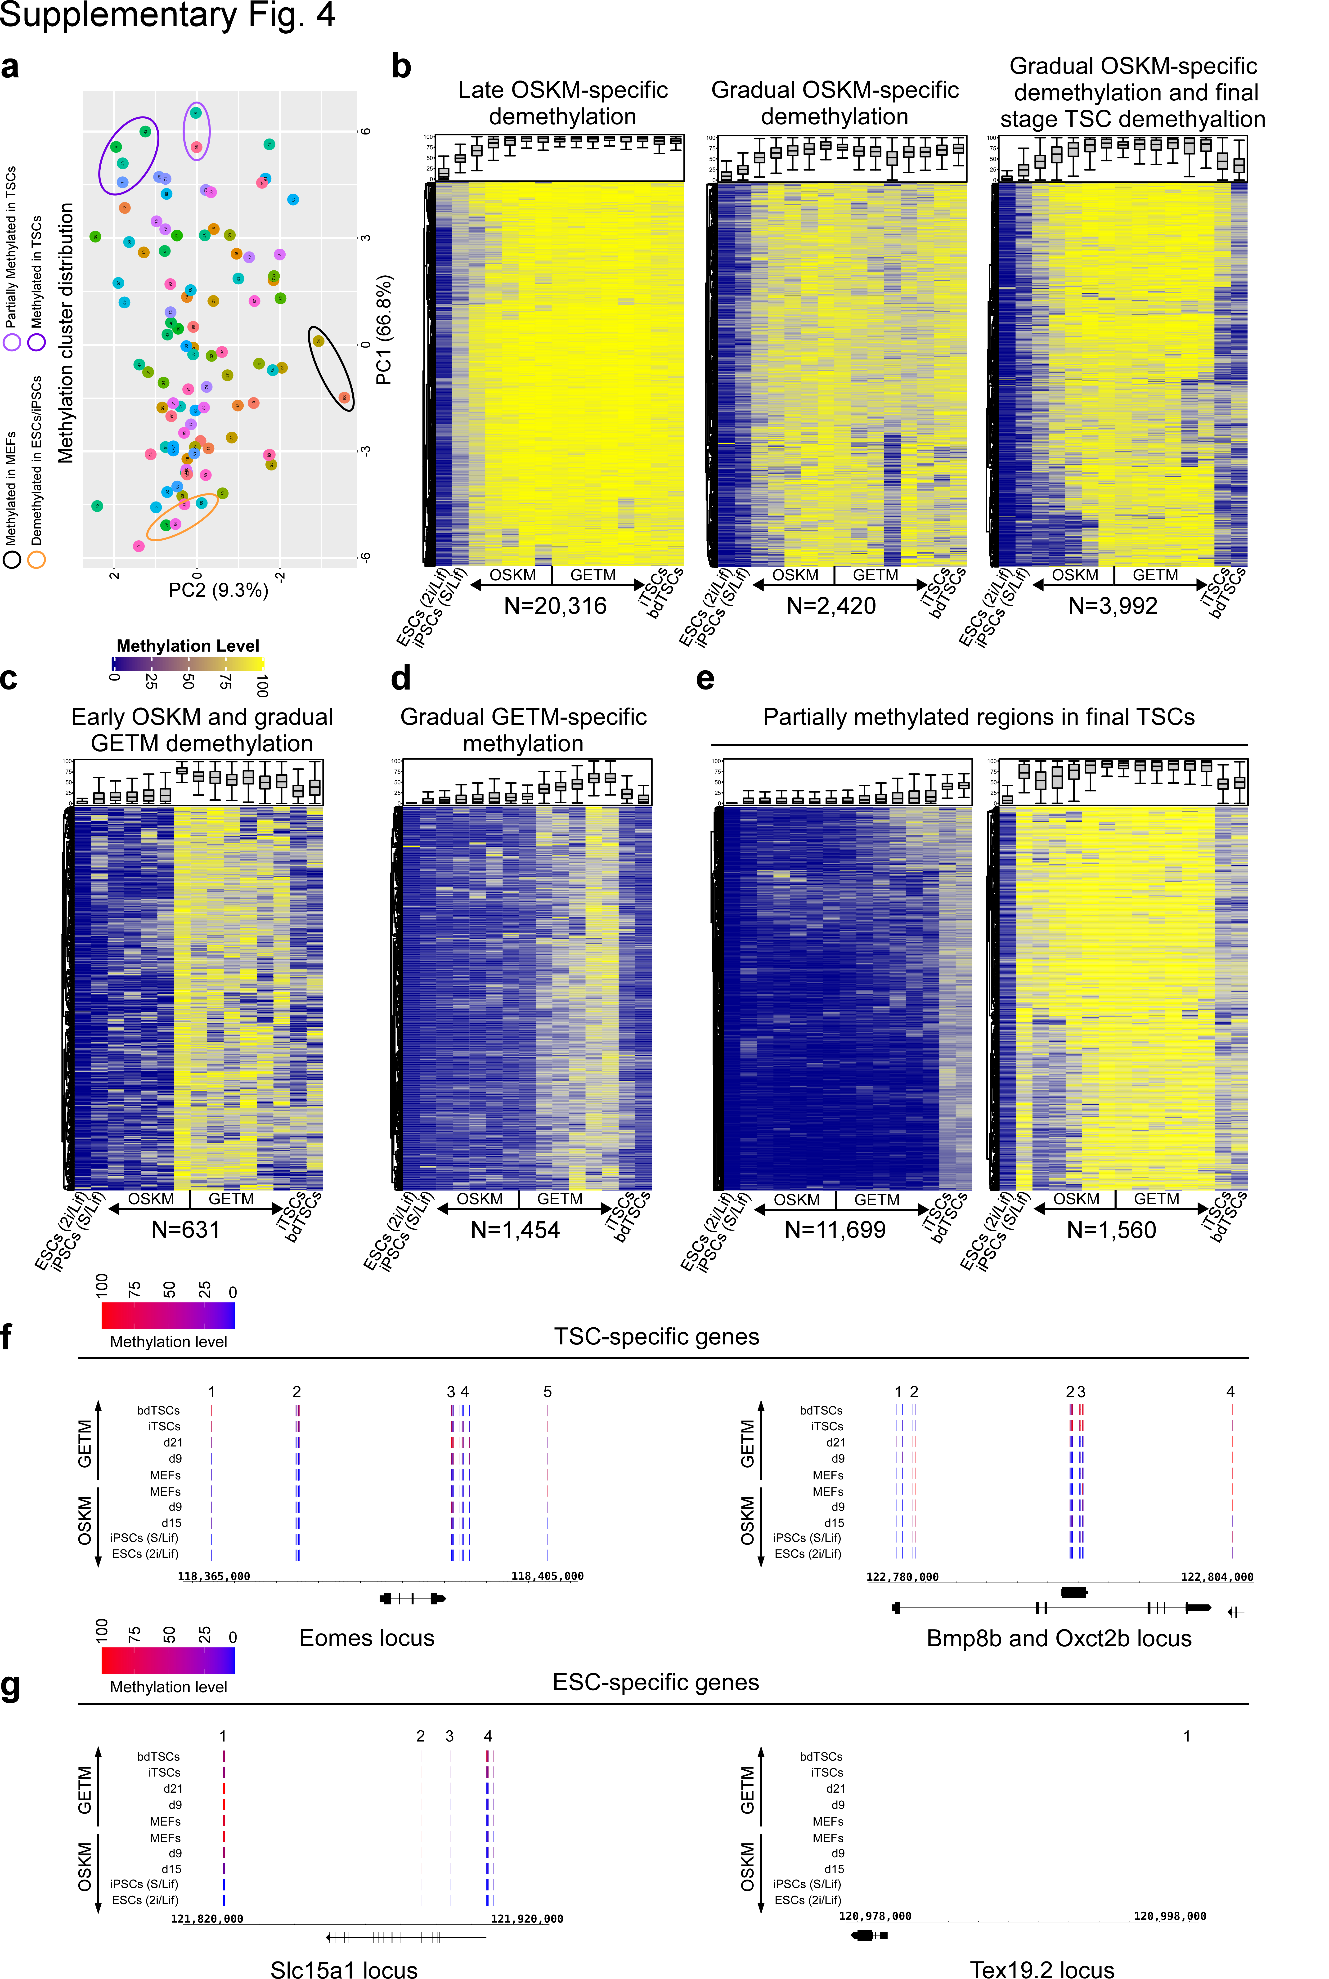
 Supplementary Fig. 4. Methylation dynamics during OSKM and GETM reprogramming**

**(a)** PCA plot projected by the first two principal components showing the average DNA methylation per sample for 100 clusters obtained from a total of 130,000 methylation blocks across all samples. Each color represents a single cluster out of a total of 100 clusters obtained by k-means clustering. Each cluster was then summarized by a single tuple that explains a global methylation average of a particular methylation trend during reprogramming. Clusters that are near to each other show similar trend of methylation. **(b-e)** Heatmaps showing the dynamics of DNA methylation alterations and specific cluster patterns across bulk samples during reprogramming towards both pluripotent and TSC states. Boxplots at the top of each heatmap depict the DNA methylation level across the indicated bulk samples (for each sample and time point two biologically independent replicates were analyzed, (b) n= from left to right: 20,316, 2,420, 3,992, (c) n= 361, (d) n= 1,454, (e) n= 11,669 (left), 1,560 (right)) during reprogramming towards both pluripotent and TSC states. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with black lines depicting the medians. **(f)** Genome browser snapshot showing RRBS-captured CpG sites (short blue, purple or red lines) of the indicated samples in *TSC-specific loci* (i.e*., Eomes*, *Bmp8b* and *Oxct2b*). Scale bar indicates methylation levels ranging from no methylation (blue), intermediate methylation (purple) to maximum methylation (red). **(g)** Genome browser snapshot showing RRBS-captured CpG sites (short blue, purple or red lines) of the indicated samples in *ESC-specific loci* (i.e., *Slc15a1* and *Tex19.2*). Scale bar indicates methylation levels ranging from no methylation (blue), intermediate methylation (purple) to maximum methylation (red).

**
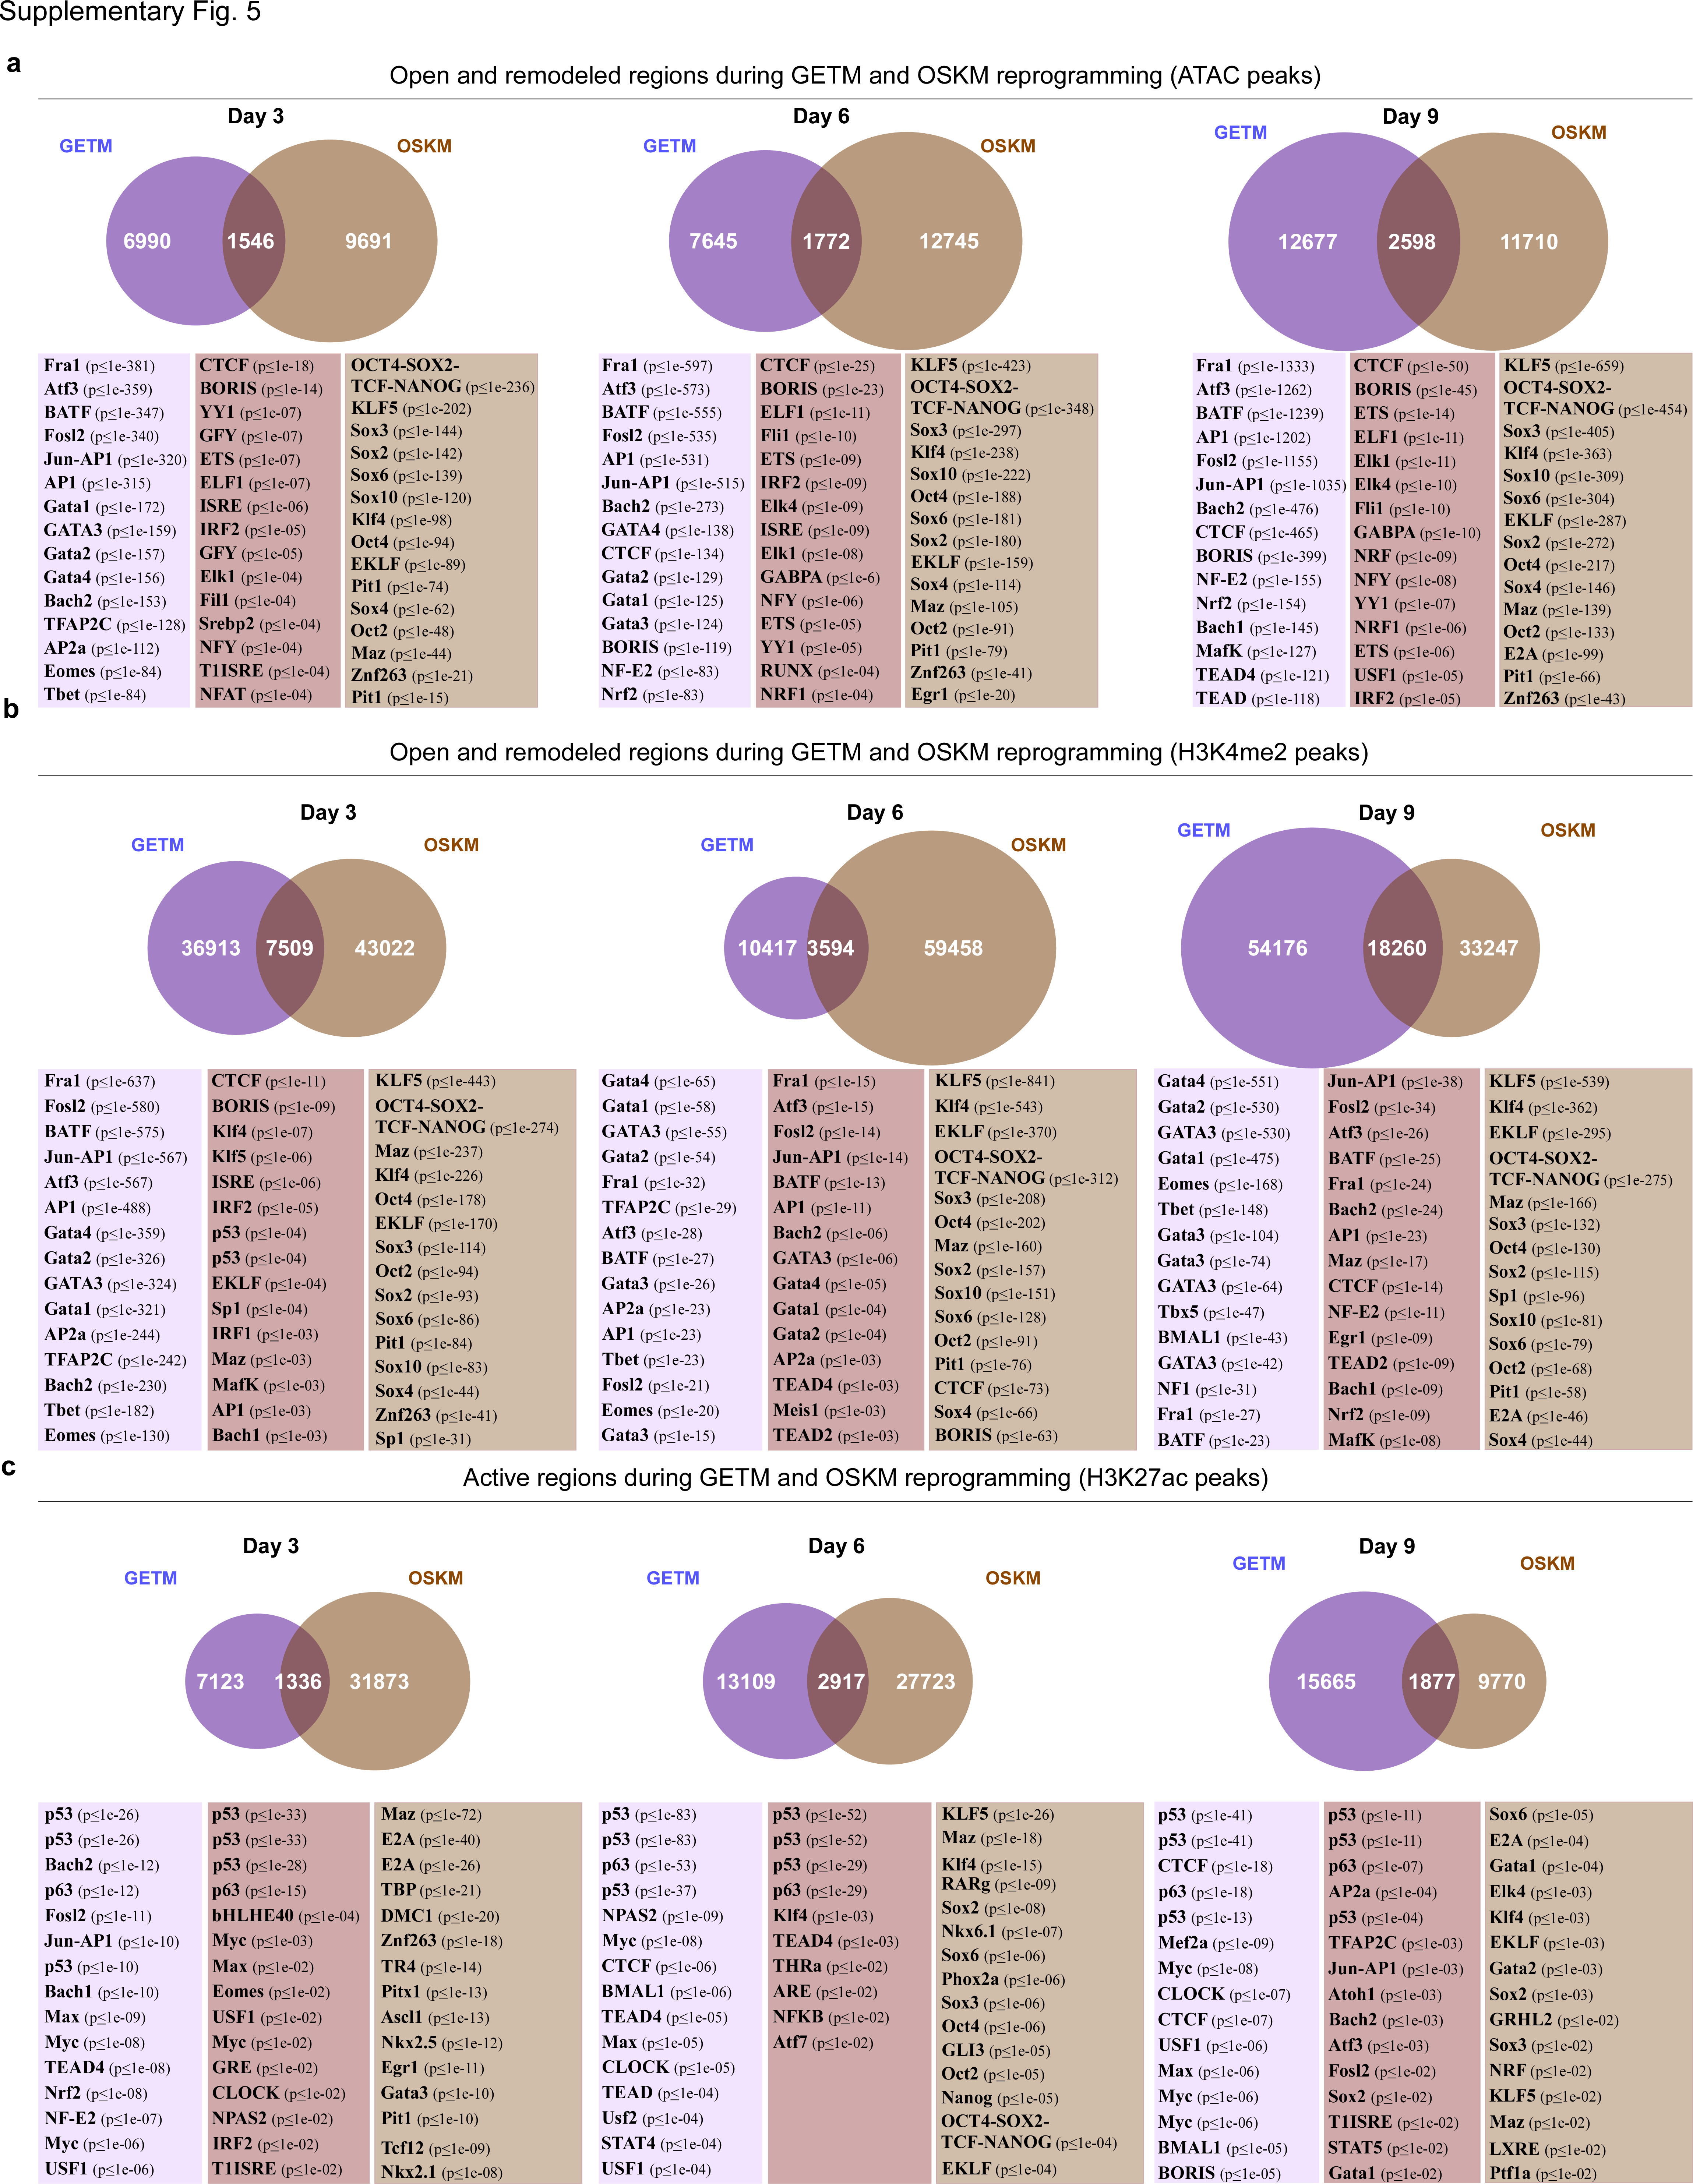
**

**Supplementary Fig. 5. Motif enrichment of ATAC, H3K27ac and H3K4me2 peaks during GETM and OSKM reprogramming. (a-c)** Venn diagrams and motif analysis for ATAC-seq peaks (a), H3K4me2 peaks (b) and H3K27ac peaks (c). Comparison of GETM-only (left wedge, purple), GETM and OSKM (interaction), and OSKM-only (right wedge, brown) peaks from day 3 to day 9. Below are motifs, differentially enriched between each set of peaks versus the rest.

**
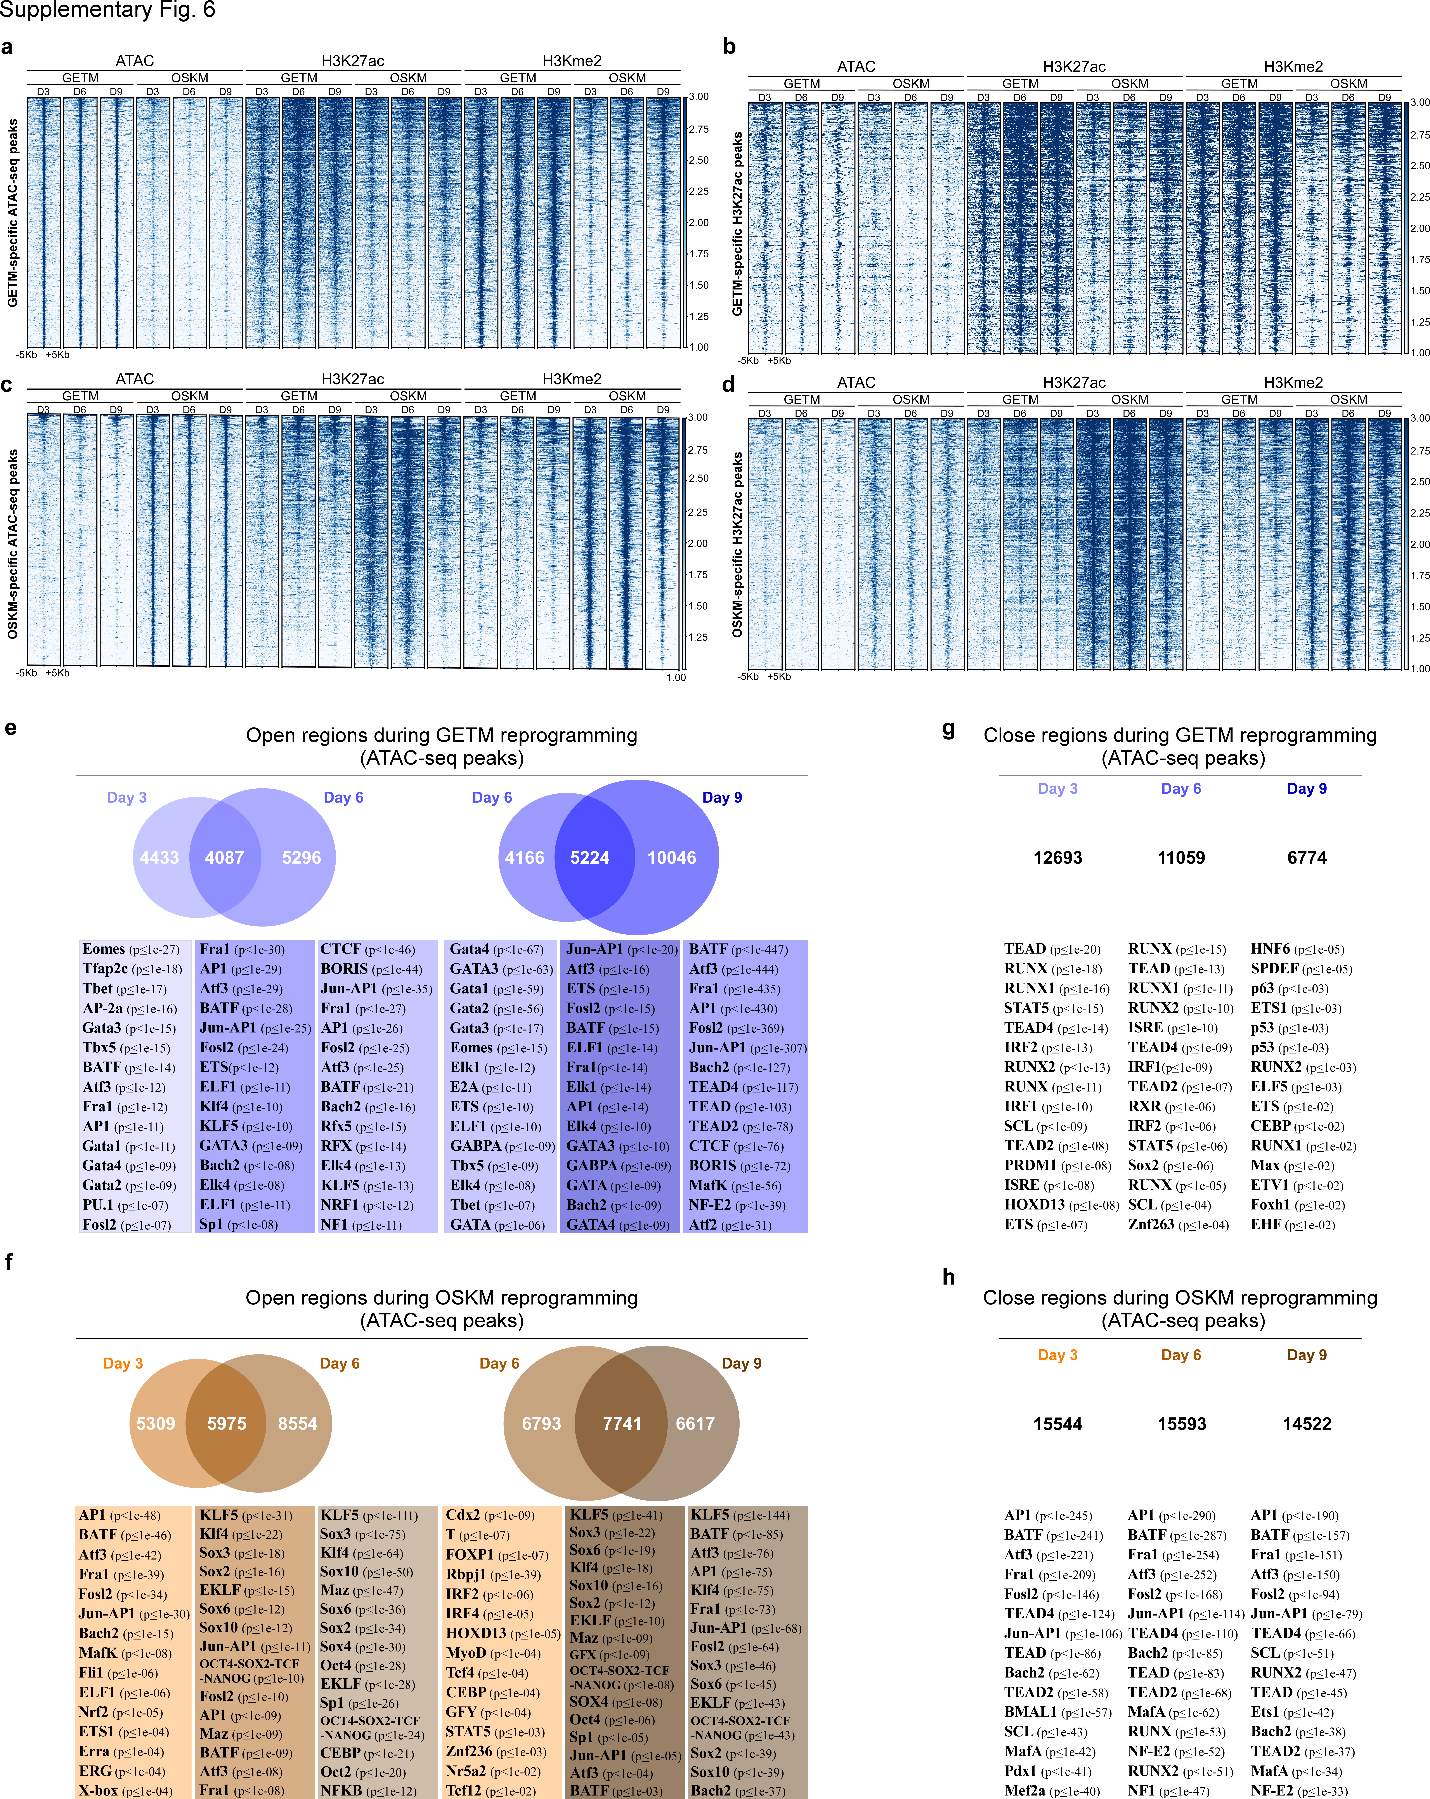
**

**Supplementary Fig. 6. Unique behavior and motif enrichment of ATAC, H3K27ac and H3K4me2 peaks during GETM and OSKM reprogramming. (a-d)** Heatmap showing ATAC-seq and ChIP-seq (H3K27ac and H3K4me2) across 1716 differential ATAC-seq peaks (p<1e-3) in GETM (a and b) or 2848 OSKM (c and d). Shown are genomic regions of peak locations ±5Kb. Differential peaks were called using DESeq2 analysis on the number of reads in each of 18,421 ATAC-seq peaks, using a significance threshold of adjusted p-value < 1e-3. **(e)** Comparison of GETM ATAC-seq peaks from days 3 and 6 (left) or 6 and 9 (right). Shown below are enriched motifs for each binary set of peaks. From left to right: day 3-only (left wedge) vs all day 6 peaks; day 3 and 6 peaks (intersection) vs day 3-only and day 6-only peaks; day 6-only (right wedge) vs all day 3 peaks; day 6-only (left wedge) vs all day 9 peaks; day 6 and 9 peaks (intersection) vs day 6-only and Day 9-only peaks; day 9-only (right wedge) vs all day 6 peaks. **(f)** Same as E but for OSKM **(g)** Similar analysis for 12,693 genomic regions that are accessible in MEFs but close on GETM day 3; or 11,059 regions that are accessible in day 3 but close in day 6; or 6774 regions that are accessible in Day 6 but close in day 9 **(h)** Same as (g) but for OSKM. **
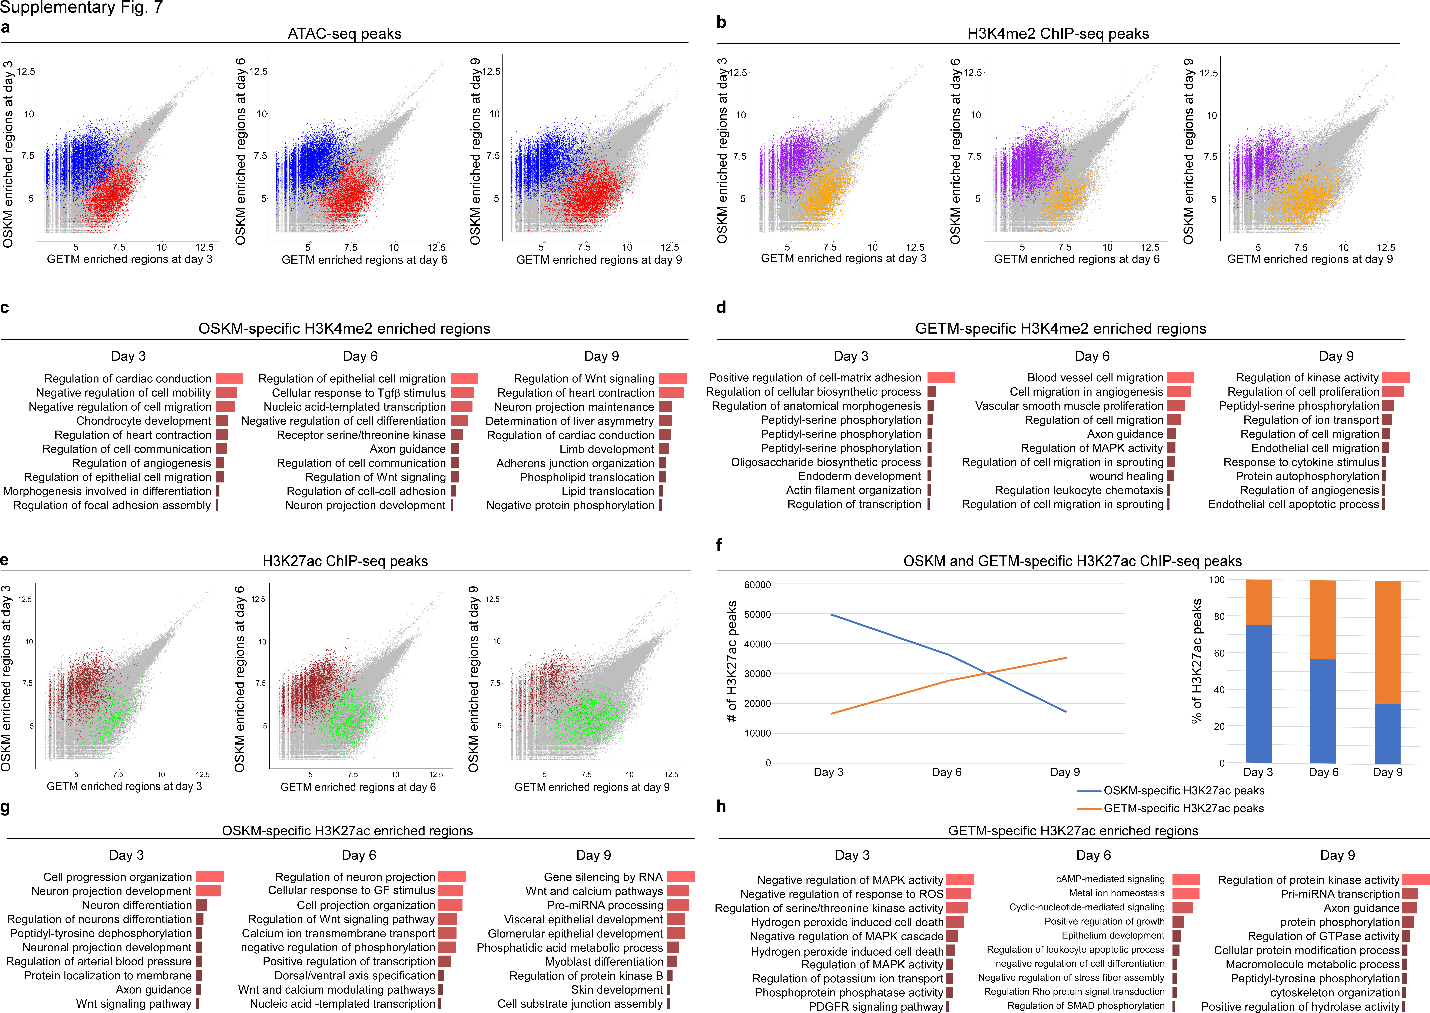
Supplementary Fig. 7. OSKM and GETM enriched regions for ATAC-seq peaks, H3K4me2 and H3K27ac peaks. (a)** Scatter plot of enriched regions differentially accessible between different cellular states during the reprogramming process using GETM and OSKM days 3, 6, and 9. Differential accessible regions are marked for OSKM (blue) and GETM (red) with adjusted p-value < 0.001. **(b)** Scatter plot of enriched regions that are both differentially accessible and enriched for H3K4me2 ChIP-seq differential peaks on top of the ATAC-seq signal during the reprogramming process using GETM and OSKM days 3, 6 and 9. Enriched regions for OSKM (purple) and GETM (orange) are marked. **(c)** Top 10 enriched gene ontology (GO) terms within OSKM-specific regions that are both differentially accessible and enriched for H3K4me2 at days 3, 6 and 9 tested in the biological process ontology. The length of the bar represents the significance of that specific gene-set or term. In addition, the brighter the color, the more significant that term is. **(d)** Top 10 enriched gene GO terms within GETM-specific regions that are both differentially accessible and enriched for H3K4me2 at days 3, 6 and 9 tested in the biological process ontology. **(e)** Scatter plot of enriched regions that are both differentially accessible and enriched for H3K27ac ChIP-seq differential peaks on top of the ATAC-seq signal for enriched regions GETM and OSKM reprogramming at days 3, 6 and 9. Enriched regions are marked with maroon for OSKM and green for GETM. **(f)** Line plot and stacked column chart showing differential dynamics of enrichment for H3K27ac during both OSKM and GETM reprogramming at days 3, 6, 9. **(g)** Top 10 enriched GO terms within OSKM-specific regions that are both differentially accessible and enriched for H3K27ac at days 3, 6 and 9 tested in the biological process ontology. **(h)** Top 10 enriched GO terms within GETM-specific regions that are both differentially accessible and enriched for H3K27ac at days 3, 6 and 9 tested in the biological process ontology. The length of the bar represents the significance of that specific gene-set or term, the brighter the color, the more significant that term is.

**
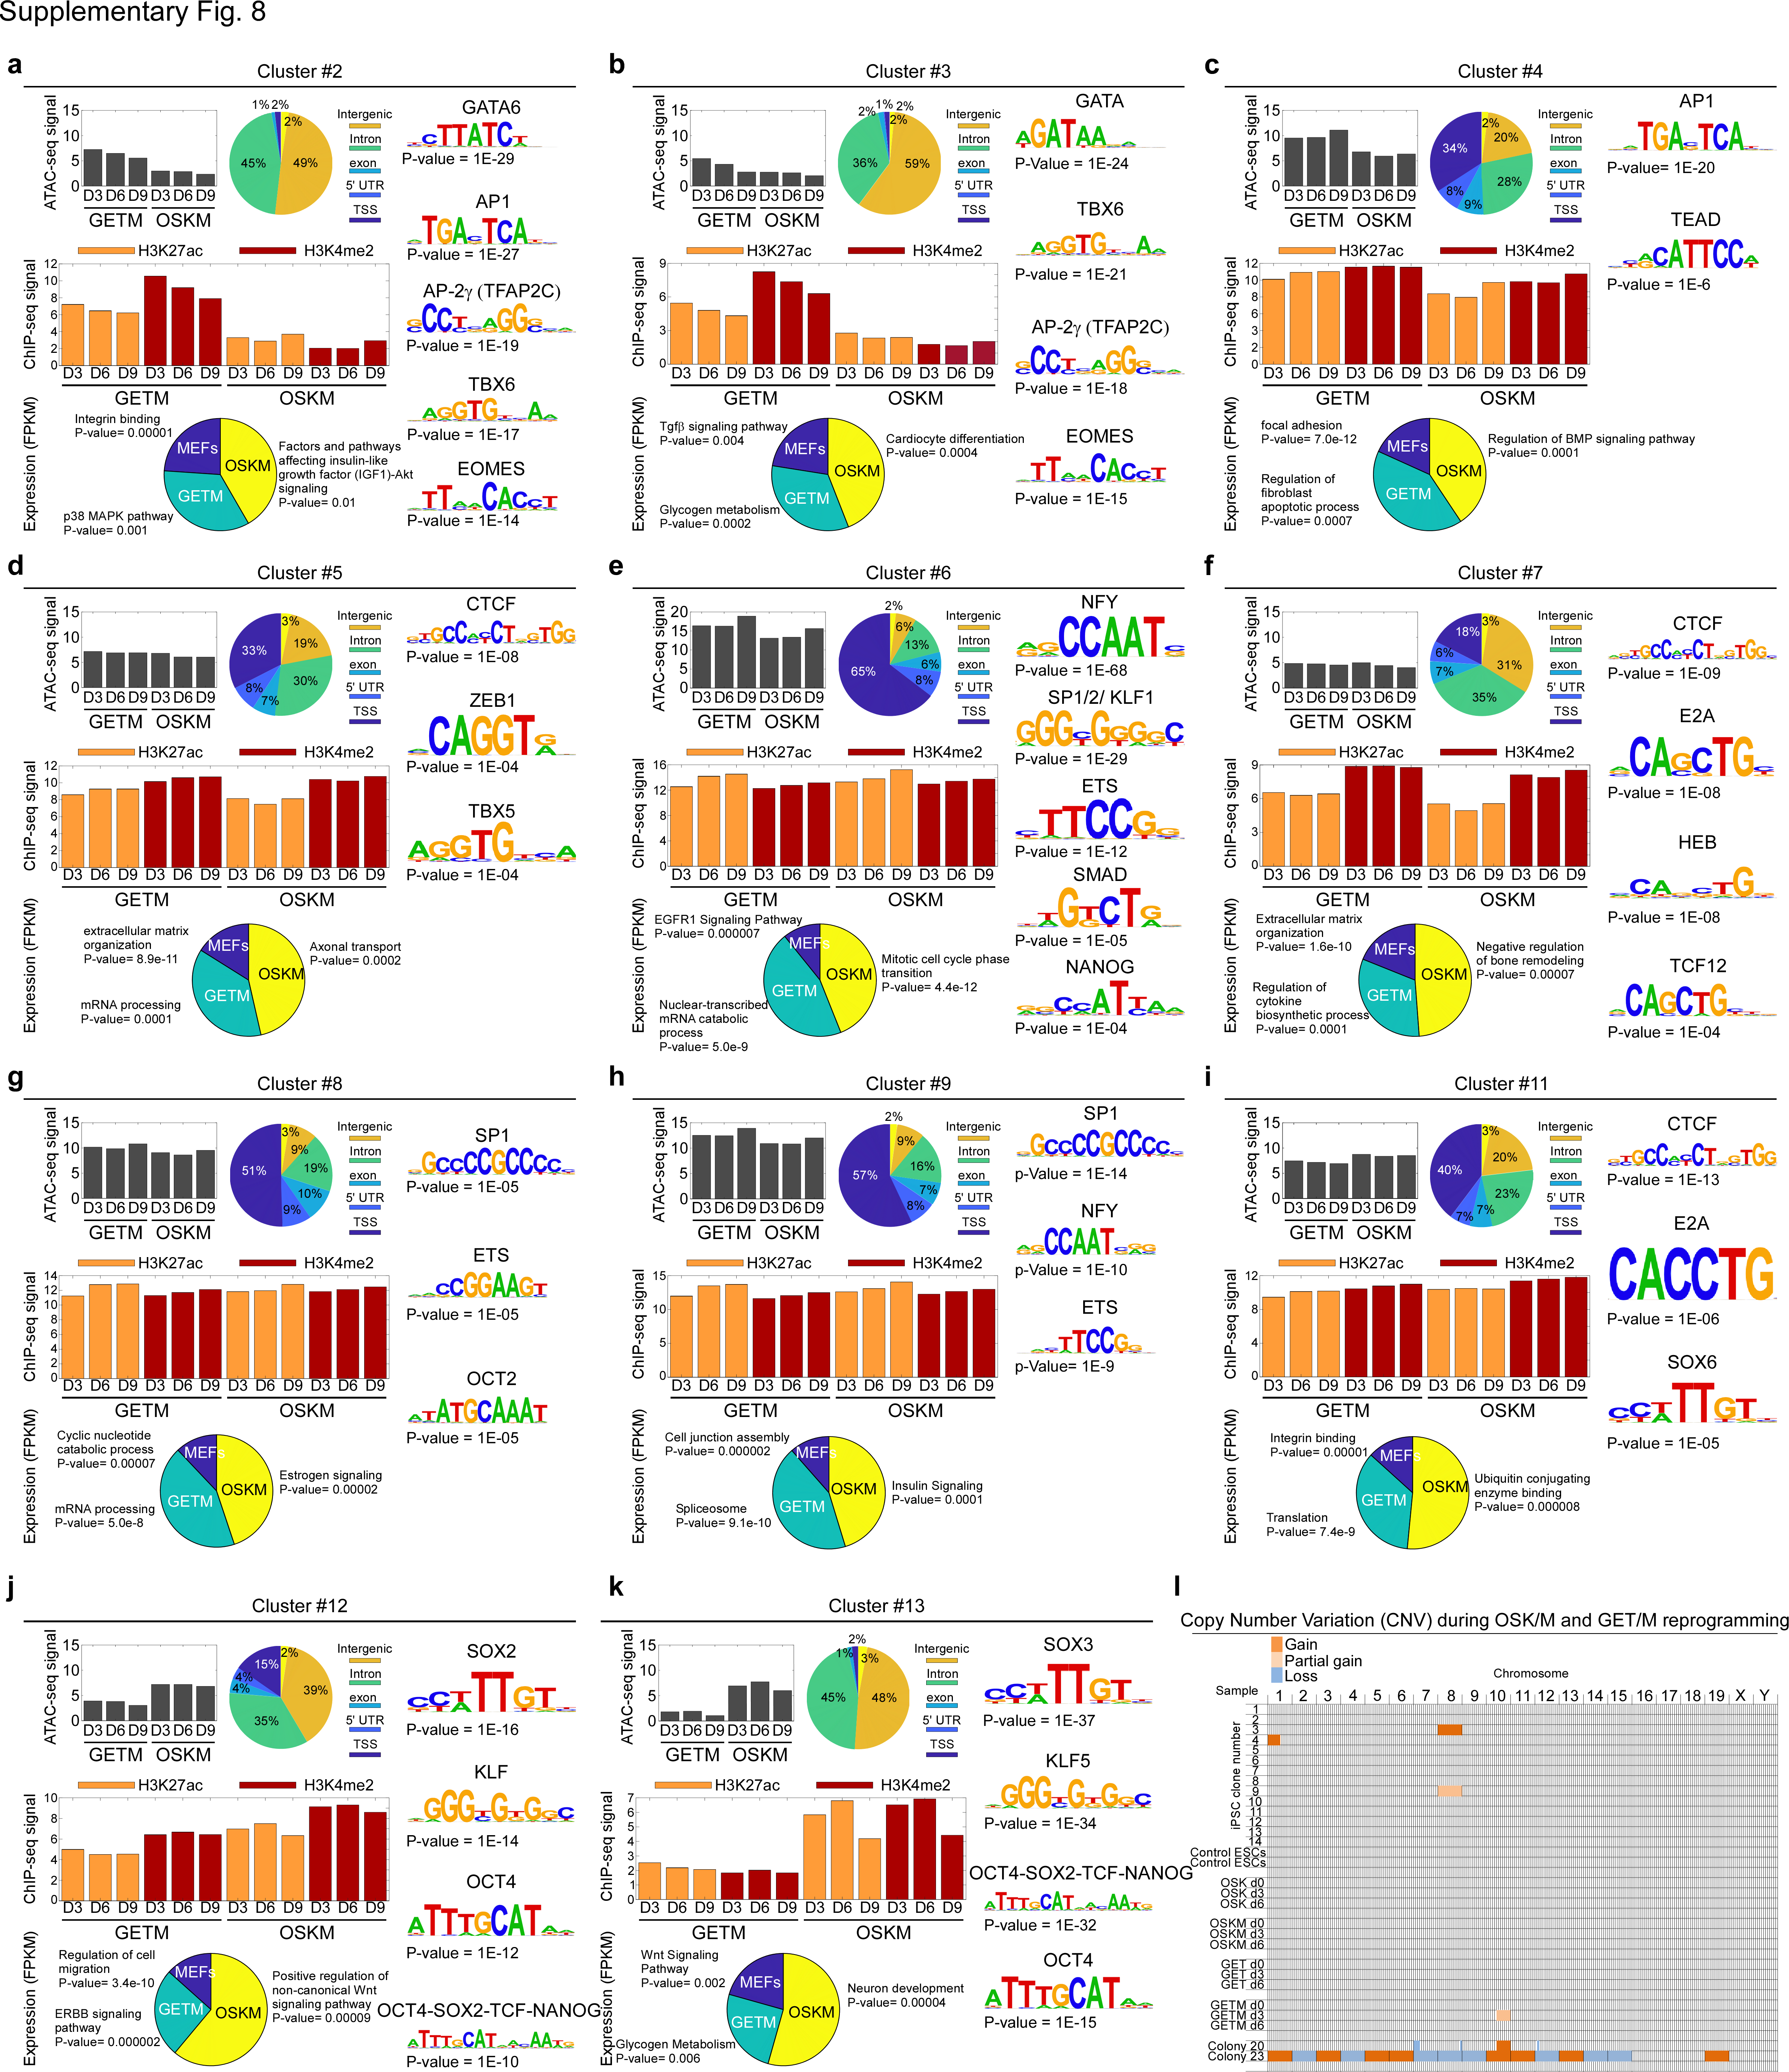
Supplementary Fig. 8. Data integration of chromatin accessibility and activity and gene expression and CNV analysis. (a-k)** 18,420 GETM and OSKM ATAC peaks from days 3, 6, 9 were clustered to 14 clusters. Shown for each cluster are: mean ATAC-seq signal (top left), analysis of their genomic annotations (pie chart, center), enriched transcription factor motifs (right panel), average ChIP-seq signals of H3K27ac and H3K4me2 following GETM and OSKM induction (middle panel), and a pie chart for RNA expression levels and GO terms for genes that are associated with each cluster ATAC-seq peaks and exhibit the highest expression levels in MEFs (blue), or GETM (green) or OSKM (yellow, Bottom panel). **(l)** A graph summarizing the various copy number variations (CNVs) identified in OSK/M or GET/M reprogrammable cells (days 0, 3 and 6) and in isolated iPSC clones. Final TSCs/iTSCs hold an intrinsic capacity to accumulate genomic aberrations^13^ and thus are not measured here. Parental ESC line and partially reprogrammed iPSC colonies number 20 and 23^28^ were used as negative and positive control, respectively. All data were aligned to the parental MEFs.

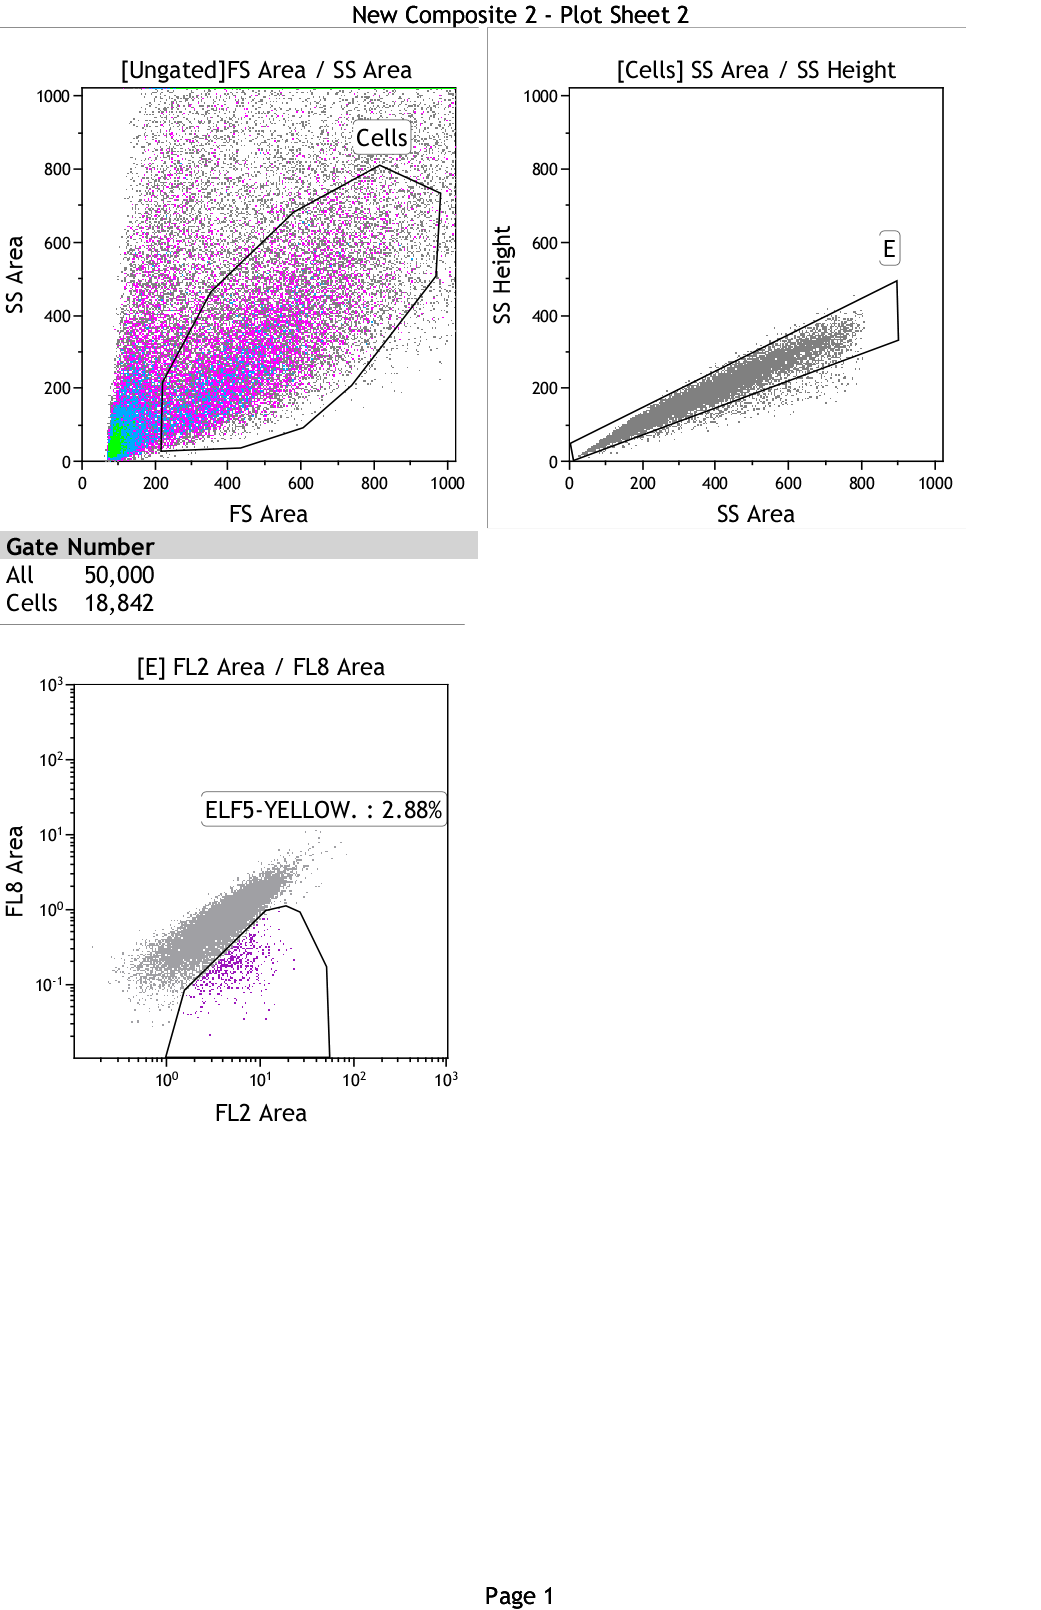

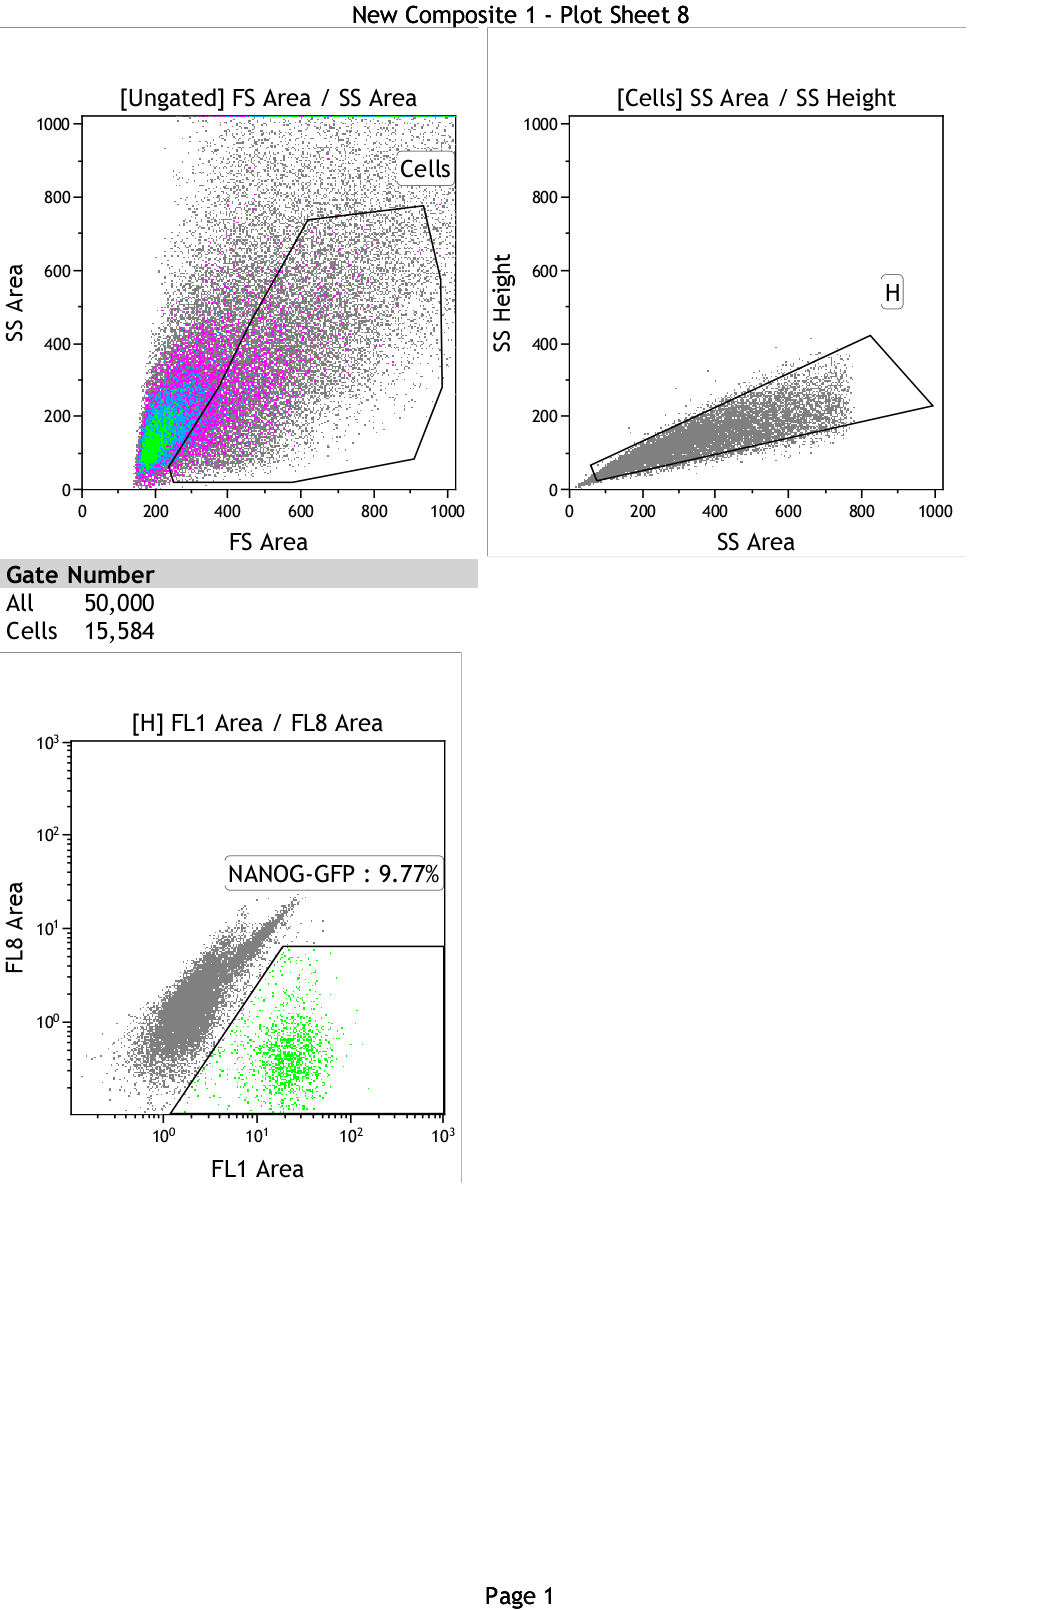

**Supplementary Fig. 9. Gating strategy for iTSC and iPSC reprogramming.** As reprogramming is accompanied by massive cell death, all samples were initially gated using the FSC/SSC gating to identify the live cell population (below 200 FS Area). To remove cell doublets, single cells were selected by gating forward scatter height vs area. The positively fluorescent cells were gated based on the fluorescent intensity as compared to control cells that do not have the fluorescent reporter gene.

# Supplementary material for: Comparative parallel multi-omics analysis during the induction of pluripotent and trophectoderm states
**Source:** Nat Commun. 2022 Jun 17;13:3475. doi: 10.1038/s41467-022-31131-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Bulk RNA-seq analysis identifies 27 differentially expressed clusters between GETM and OSKM reprogramming

Gene ontology (GO) analysis of the genes associated with 27 RNA-seq clusters with different transcription expression patterns and interactions.

Supplementary Data 2. Single cell RNA-seq analysis identifies various sub-populations for each reprogramming process

Gene ontology (GO) analysis of the genes associated with the various sub-population identified by EnrichR during GETM and OSKM reprogramming.

Supplementary Data 3. RRBS analysis identifies differentially methylated clusters for each reprogramming process

Gene ontology (GO) analysis of the genes associated with each cluster of DMRs showing unique methylation trends.

# Supplementary material for: Comparative parallel multi-omics analysis during the induction of pluripotent and trophectoderm states
**Source:** Nat Commun. 2022 Jun 17;13:3475. doi: 10.1038/s41467-022-31131-8
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Bulk RNA seq were collected with Illumina NextSeq 500 platform to generate 75-bp single-end reads. Single-cell RNA-seq using the 10x Genomics platform and libraries were sequenced using Illumina NextSeq 500 platform. The RRBS libraries were sequenced by Illumina HiSeq 2000 platform. ChIP and ATAC data were obtained using Illumina NextSeq 500 platform.

Data analysis

Bulk RNA-seq

Low quality bases and sequencing adaptors of 36 raw fastq files RNA-seq containing single-end 61bp-long reads were trimmed using Trim Galore (V 0.6.0, <https://github.com/FelixKrueger/TrimGalore>) and then mapped to the mm9 reference genome using HISAT2 (V 2.1.0, 81) with default parameters. Read counting was performed using featureCounts (V 1.6.2, 82) with (Mus_musculus.NCBI37.gtf annotation). Differential gene expression analysis was performed using DESeq2_1.26.0 package⁸². Unsupervised hierarchical clustering was performed for 10,000 most variable genes among ESCs, bdTSCs, fibroblasts and cells during reprogramming. R package dynamicTreeCut⁸³ was used to perform adaptive branch pruning detecting 27 prominent clusters. R packages Enrichr (V 2.1, 84) and ClusterProfiler (V 3.14.3, 85) were used to query Biological processes, Mouse gene atlas and KEGG pathways analysis of significantly over-represented genes for each cluster. A second aligner TopHat [4] (V 2.0.6, 86) was used to map reads to mm9 reference genome. Mapped reads were then processed using cufflinks [4] (V 2.0.2, 87), and gene expression levels (FPKM) were calculated for each replicate. Differential gene expression analysis was performed using DESeq2 package (V 1.26).

Single-cell RNA-seq

scRNA-seq libraries were generated from each time point using the 10X Genomics. The cellranger-6.1.1 [<https://github.com/10XGenomics/cellranger>] was used for mapping of the 10x single-cell RNA-seq data. Read1 data of pooled cells were split into single-cell data using the barcode sequences contained in the first 16 bps. The next 10 bps were recorded as unique molecular identifiers (UMIs). Read2 with 75 bp were aligned to the mm10 reference genome. We used Seurat (V 4.0.5, 88) to pre-processing the data and perform clustering. The function 'FindAllMarkers' to identify the marker genes for each of the clusters in the UMAP representation. For day 3 OSKM and GETM reprogramming and iTSCs, 20,000 cells were profiled. Around 7,000 cells from each reprogramming system were pooled with 3,000 cells of Sox2-GFP stable

iTSCs cultured on feeder cells under TSC defined medium, TX30. Initial clustering for all the dataset was done to explore and determine quality control cutoffs. Clusters that had an average UMIs $\leq 10,000$ or an average mitochondrion UMIs $>10\%$ were excluded. For day 6 OSKM and GETM reprogramming, we excluded clusters that had an average UMIs $<8,000$ or average mitochondrion UMIs $>10\%$. For day 12 OSKM and GETM reprogramming, we excluded clusters that had an average UMIs $<9,000$ or average mitochondrion UMIs $>10\%$. R package DoubletFinder (V2.0.3), [https://github.com/chris-mcginnis-ucsf/DoubletFinder] was used to identify and exclude potential doublets. Following quality control (i.e. removal of duplets, lowly expressed cells and mitochondrial RNA-enriched cells) we analyzed a sum of 26,839 cells for the 7 conditions: OSKM: (D3 :4952, D6: 3181, D12: 2835 cells), GETM (D3 :4756, D6: 4625, D12: 3097 cells) and iTSCs: (3393 cells).

DNA methylation

Low quality bases and sequencing adaptors of 45 raw fastq files were trimmed using Trim galore (V 0.6.0, https://github.com/FelixKrueger/TrimGalore) and then mapped to the mm9 reference genome using Bsmapping (V 2.90, 88) with flags -S 10 -R -p 8 -D C-CGG. Bam files belonging to same reprogramming system and day were merged to ensure maximum overlap between all samples. Methylation beta values were extracted from the BAM files using wgbs_tools (https://github.com/nloyfer/wgbs_tools). Methylation markers were identified using in-house developed script find_markers.py to generate Bed files with p-value < 0.05 between different conditions summarized in different groups. 130,000 blocks were identified with significant methylation alteration that occurs during reprogramming in both OSKM and GETM reprogramming. In order to minimize noise and extract significant trends, we used the K-means algorithm to classify ~130,000 blocks that are shared amongst all samples during reprogramming to a TSC or pluripotent states and obtained 100 clusters. A new table was constructed by averaging DNA methylation levels per sample per cluster and then projected the processed data onto the first two principal components. Clusters loading plot showed significant clusters contributed to the first two principal components and clusters that are near to each other showed similar trends of methylation allowing us to extract 15 different trends shown as heatmaps in Fig. 4a and Fig. S4a. Genomic regions associated with all blocks belonging to each of the 15 clusters were annotated using GREAT (V 4.0.432) and were summarized in Supplementary data file 3.

ATAC and ChIP

Data were mapped to the mm9 reference using bwa (V 0.7.17-r1188). The mapped reads were converted to BAM format and filtered by mapping quality (MAPQ) of ≥ 10 , retaining only properly aligned pairs (samtools -F 1796 flag). The BAM files were then sorted and indexed using samtools (V 1.9). Bigwig coverage tracks were generated using deepTools bamCoverage (V 3.4.1) with the following flags: --normalizeUsing RPGC -bs 50 -e 500 --effectiveGenomeSize 2150570000. Coverage peaks were called using MACS (V 2.1.2) with flags -g mm --slocal=2000 --llocal=20000 --nomodel --extsize=300 -f BAMPE. Peaks of multiple replicates were considered if the peak was shared by at least 30% of the replicates. Peaks from each experiment were then divided into subsets, including peaks that appear in both OSKM and GETM (3, 6, or 9 days after induction) but not in MEFs, peaks from GETM (days 3,6,9) not identifiable in MEFs, OSKM peaks (days 3, 6, 9) not identifiable in MEFs, and disjoint sets of cell-type specific peaks (e.g. GETM day 3 peaks not found in MEFs or in OSKM day 3, etc.). We also analyzed peaks from ESC, TSC or MEF cells. Genomic regions from each group of peaks were then annotated using annotatePeaks.pl (HOMER suite, http://homer.ucsf.edu/homer/ngs/annotation.html, UCSC mm9 genome version) as Promoter, TSSs, 5' and 3' UTRs, or as Exonic, Intronic, or Intergenic regions. Motif analysis was done using HOMER function "findMotifsGenome.pl -nomotif" for peaks overlapping from replicates separately. Peaks overlapping MEF peaks (top 50K) were then removed. Finally, the center 250bp of each peak was considered for further analysis (peaks shorter than 250bp were removed). We further divided the peaks of each time point into disjoint groups, including peaks identified in both GETM and OSKM ATAC-seq (e.g. GETM&OSKM D03), GETM-only peaks (e.g. GETM\OSKM D03) or OSKM-only peaks (e.g. OSKM\GETM D03). A similar approach was applied to H3K27ac and H3K4me2 ChIP-seq peaks.

Flow cytometry

Flow cytometry experiments were analyzed by Beckman Coulter flow cytometer using the Kaluza Software (V 1.0.14029.14028).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability

ATAC-seq, ChIP-seq, RRBS, scRNA-seq, bulk RNA-seq and CNV has been deposited to the Gene Expression Omnibus database (GEO, Accession number GSE171127 [GSE171127 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171127]]. Additional data from Benchetrit et al. are available at GEO, GSE98124 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98124]. All analyses used UCSC mm9 mouse reference genome [http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9], except for the 10x single-cell RNA-seq data, which used mm10 [http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10]. The figures that are associated with the raw data files are: Figs 2a-m, 3a-i, 4a-e, 5a-j, 6a-b, 7a-i and supplementary Figs: 1e-j, 2a-g, 3a-b, 3e-f, 4a-g, 5a-c, 6a-h, 7a-h, 8a-i. Remaining data are provided within the Article, Supplementary Information and Source Data.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The sample size was chosen on the basis of prior studies that showed significant results with similar sample sizes.<br>1- Tran, Khoa A et al. "Defining Reprogramming Checkpoints from Single-Cell Analyses of Induced Pluripotency." Cell reports vol. 27,6 (2019): 1726-1741.e5. doi:10.1016/j.celrep.2019.04.056.<br>2-Knaupp, Anja S et al. "Transient and Permanent Reconfiguration of Chromatin and Transcription Factor Occupancy Drive Reprogramming." Cell stem cell vol. 21,6 (2017): 834-845.e6. doi:10.1016/j.stem.2017.11.007.
Data exclusions	No data were excluded from the analysis.
Replication	Replicate experiments were successful.<br>Two independent biological replicates were analyzed for each timepoint/sample for each high throughput assay (bulk RNA-seq, RRBS, ATAC-seq and ChIP-seq) using 5 independent reprogramming experiments. For sc-RNA-seq, 3 independent reprogramming experiments were conducted in triplicates. for each timepoint/sample the three replicates were mixed and run through the 10x genomics. The three experiments were run in 4 independent lanes while GETM samples are mixed with OSKM samples to avoid batch effect.<br>For all the other analyses, two or more biological replicates were used in three or more independent repetitions.
Randomization	Randomization was not needed since all the experiments were done in cell culture. No animals were used in this study.
Blinding	Blinding was applied for counting the number of stable iTSC/iPSC colonies from the different conditions in the same experiment (Figs. 2o and 6e-g).

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	For Immunofluorescence: anti-CDX2 (Biogenex, CDX2-88, 1:1000) and anti-TACSTD2 (TROP2, Abcam, Ab214488, 1:500). Secondary antibodies: Goat Anti-Mouse IgG (Alexa Fluor 488, Ab150113, 1:500) and Goat Anti-Rabbit IgG (Alexa Fluor 594, Ab150080, 1:500).<br>For ChIP-seq: anti-H3K27ac antibody (Abcam, ab4729, 2microgram/reaction) and anti-H3K4me2 antibody (Millipore, 07-030, 2microgram/reaction).
Validation	The Immunofluorescence antibodies were validated on control mouse embryonic fibroblasts or TSCs prior to use for experiment.<br>Anti-CDX2 (Biogenex, CDX2-88, 1:000) antibody were used before by our lab: Benchetrit, Hana et al. "Direct Induction of the Three Pre-implantation Blastocyst Cell Types from Fibroblasts." Cell stem cell vol. 24,6 (2019): 983-994.e7. doi:10.1016/j.stem.2019.03.018.<br>anti-TACSTD2(TROP2, Abcam, Ab214488, 1:500) antibody were used by other groups and validated in our lab: Yao, Catherine D et al. "AP-1 and TGFβ cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma." Nature communications vol. 11,1 5079. 8 Oct. 2020, doi:10.1038/s41467-020-18762-5.<br>anti-H3K27ac antibody (Abcam, ab4729, 2microgram/reaction) was validated for ChIP-seq by more than 1000 citation: Williams K et al. Skeletal muscle enhancer interactions identify genes controlling whole-body metabolism. Nat Commun 11:2695 (2020).<br>anti-H3K4me2 antibody (Millipore, 07-030, 2microgram/reaction) was validated for ChIP-seq by more than 100 citation: Stadtfeld M et al. Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells. Nature 465 175-81 2010.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	BYKE mouse embryonic fibroblasts were derived in our laboratory, more info about the cells: Benchetrit H et al. Direct Induction of the Three Pre-implantation Blastocyst Cell Types from Fibroblasts. Cell Stem Cell. 2019 Jun 6;24(6):983-994.e7. doi: 10.1016/j.stem.2019.03.018. Epub 2019 Apr 25. PMID: 31031139; PMCID: PMC6561721.
Authentication	The BYKE mouse embryonic fibroblasts were not authenticated
Mycoplasma contamination	All cell lines were tested for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	BYKE mouse embryonic fibroblasts, The cells were generated in our laboratory, they contain a unique fluorescent reporter genes that can distinguish between the Pluripotent and TSC States.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	All data are available through GEO accession number: GSE171127<br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171127
Files in database submission	All Fastq files for called peaks are available.
Genome browser session<br>(e.g. UCSC)	http://genome-euro.ucsc.edu/s/tomkap/mm9_Buganim2

Methodology

Replicates	Two biological replicates were sequenced for each sample in any given experiment.
Sequencing depth	The Sequencing was paired-end, total of 75 bp reads from both sides. The depth for each experiment was between 20 and 40 million reads per replicate.
Antibodies	The antibodies that were used are mentioned at the methods section.<br>anti-H3K27ac antibody (Abcam, ab4729, 2microgram/reaction) was validated for ChIP-seq by more than 1000 citation: Williams K et al. Skeletal muscle enhancer interactions identify genes controlling whole-body metabolism. Nat Commun 11:2695 (2020).<br>anti-H3K4me2 antibody (Millipore, 07-030, 2microgram/reaction) was validated for ChIP-seq by more than 100 citation: Stadtfeld M et al. Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells. Nature 465 175-81 2010.
Peak calling parameters	Bigwig coverage tracks were generated using deepTools bamCoverage (v 3.4.1) flags: --normalizeUsing RPGC -bs 50 -e 500 --effectiveGenomeSize 2150570000. Coverage peaks were called using MACS (V 2.1.2) with flags -g mm --slocal=2000 --llocal=20000 --nomodel --extsize=300 -f BAMPE.
Data quality	Peaks were called using MACS for each ChIP and ATAC-seq experiment separately (see details below, with default FDR threshold of 0.05), yielding 50K-120K peaks. To ensure data quality and reproducibility, we then compared the called peaks across replicates, and retained only peaks that were identified (overlapped) by at least 30% of replicates.
Software	For the initial peak calling, we used MACS (v2.1.2 103) with flags -g mm --slocal=2000 --llocal=20000 --nomodel --extsize=300 -f BAMPE

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Cells were trypsinized, washed with PBSx1 and filtered through mesh paper. Samples were analyzed by a Beckman Coulter (Gallios) flow cytometer using the Kaluza Software.
Instrument	Beckman Coulter FACS
Software	Kaluza Software (V 1.0.14029.14028).
Cell population abundance	Cell sorting not employed.
Gating strategy	All samples were initially gated using the FSC/SSC gating to identify the live cell population, and then single cells were selected by gating forward scatter height vs area. The positively fluorescent cells were gated based on the fluorescent intensity as compared to control cells that do not have the fluorescent reporter gene.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

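Bulk RNA was measured in MEFs (4 libraries), in OSKM cells at days 3, 6, 9, 12, 15 and 20, in GETM cells at days 3, 6, 9, 12, 15, 18, 21 and 31, in ESCs and in TSCs (2 libraries each). Single-cell RNA was measured in 1 library of GETM and 1 of OSKM cells at day 3, each with iTSCs added, and in 1 library of both systems together at day 6 and at day 12. ATAC-seq covered days 3, 6 and 9, unsorted and sorted by reporters, and H3K27ac and H3K4me2 the same days with MEFs, ESCs and TSCs. Copy number was measured in 32 libraries of lines, colonies and early cells.

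For bulk RNA, the authors aligned reads of a SENSE mRNA-seq V2 kit to mm9 with TopHat 2.0.6 and made FPKM values with cufflinks 2.0.2, as deposited rounded to 2 decimals. For single cells, the authors made UMI counts per gene and barcode with Cell Ranger, and the deposited matrices hold 7975 to 10000 barcodes each and are not normalized. The paper names cellranger 6.1.1 and mm10, and the labels name Cell Ranger 3.0.2 and mm9. For chromatin, the authors aligned reads with bwa to mm9, scaled coverage to 1x of the genome with deepTools 3.4.1 in bins of 50 bases, called peaks with MACS 2.1.2 and deposited a signal height per region and library. For copy number, the authors aligned reads with BWA mem 0.7.15 to mm9, and the deposited log2 values per segment come from cnvkit 0.9.6 against control iPSCs. Bin counts and depth per segment in these files, as deposited by the authors, are not normalized between libraries.

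The reference was GENCODE vM1 on NCBIM37. Of 23309 genes in the RNA table, 21187 have a symbol in it, 99.9% of them on the same chromosome and 94.1% with start and end within 10000 bases. No region lies past a chromosome end. Of the regions, 61 in ATAC-seq, 45 in H3K27ac and 59 in H3K4me2 lie on random or mitochondrial sequence, and 58, 41 and 53 of them have no place in the annotation.

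Bulk values were taken as log2(FPKM + 1). Genes at an FPKM of at least 1 in 2 libraries were tested, 14983 of 23309, and 2316 genes were at 0 in all 36 mapped libraries. All 17 groups entered a single limma model (limma 3.58.1 in R 4.3.3, trend and robust), so that the groups of 2 libraries share an estimate of the spread. A gene is called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change beyond 1, the limits the paper gives for its Venn diagrams. FPKM values do not give the depth of a library, and relative depths worked out from short RNA genes with few reads ran from 0.898 to 1.12. A gene of a short RNA can reach a high FPKM with 1 read. In simulated data, 98.5%, 95.5% and 98.5% of genes changed by 1.5, 2 and 3 on the log2 scale were called, with 0 false calls. The changed genes were drawn among those above 2 on the log2 scale in MEFs, with normal values at the model's own spread, so genes silent in MEFs are not covered.

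Gene lists were tested with camera (correlation 0.01) over all lists of a comparison, at an adjusted p of at most 0.05. Ranges over alternatives include fry, which asks whether a list changed at all, where camera asks whether it changed more than the other genes. The lists are proliferation, chromatin remodelling, fibroblast matrix, mesenchymal, epithelial, ribosome biogenesis, translation initiation, splicing, glycolysis, mitochondrial translation, cholesterol synthesis, trophoblast stem, trophoblast differentiation, pluripotency, epidermis, germline, 2-cell-like, oxidative stress, interferon and macrophage genes. Genes of the paper's figures form further lists, which the study chose on these samples. The lists, the comparisons, the tests and most alternatives were chosen before the data were examined, and those added later are named where they are used. PCA used the 500 most variable genes, centred and not scaled. The paper takes the 500 most differentially expressed genes for its loadings and does not state scaling.

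Region values were limited to 500, as in Fig. 5, and taken as log2(value + 1). They were tested with limma in a model over all groups of a table, and called at an adjusted p of at most 0.001. The design left the test open until the unit was known, and signal per library calls for limma. All regions in the tables are at least 500 bases long. Over days 3, 6 and 9, ATAC libraries were tested as 6 against 6 with day as a term. Places in the genome come from GenomicRanges 1.54.1 and bedtools 2.31.1, with start sites within 1000 bases and nearest genes within 50000 bases, and consensus sequences were searched within 150 bases of the centre with Biostrings 2.70.1. Depth differed between libraries 1.79-fold in ATAC-seq, 3.53-fold in H3K27ac and 7.57-fold in H3K4me2.

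Cells with at least 1000 genes and at most 10% mitochondrial counts were kept. Each library was clustered by itself in scanpy 1.11.5 (2000 variable genes, 30 components, 15 neighbours, leidenalg 0.10.2 at a resolution of 0.5, and 0.3 for TSC-like cells). Clusters with a mean under 10000 UMIs at day 3, 8000 at day 6 or 9000 at day 12 were removed, as in the paper. Doublets were called by scrublet at an expected rate of 0.06, which marked 0.0436% and 0.0338% of cells at day 3 and so did not work there. It marked 1.88% at day 6 and 1.69% at day 12. A cluster has a name when at least 3 markers were 2 times as high as in the other cells with a CPM of at least 20. Markers include genes the paper names, so a class cannot be used to show that these genes mark it. CPM over summed counts carries an exact Poisson interval of 95%, and shares of cells with a UMI were taken after thinning to 5000 UMIs per cell. The median UMI count per kept cell was 34207 (GETM) and 28236.5 (OSKM) at day 3, 19298 at day 6 and 18584 at day 12. No test was made between single libraries. In simulated data, at least 99.9% of cells came back with their own profile. These cells were drawn from profiles of clusters already found, without variation inside a cluster, so the real clusters are not tested by this.

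Segments with a log2 of at least 0.2 or at most -0.25 and at least 1 Mb on the autosomes count as altered, the defaults of cnvkit for a call. A bin altered in at least 8 libraries is called recurrent. In simulated data, a gain of 0.3 over 100 Mb was found in full, a loss of 0.3 over 90 of 100 Mb, and a change of 0.1 was not found.

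Alternatives covered pseudocounts, filters, normalization, replicate letters as a block, leaving out libraries, the groups in the model, limits of calls, the correlation between genes, overlap rules, cell filters, cluster resolution, doublets and limits for copy number. The closing section gives their effect.

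Genes are named by a fixed rule. In 8 comparisons, the 12 genes with the largest fold change in each direction among those called are eligible, at a mean FPKM of at least 10 in the higher group and with no overlap between libraries. Every gene that the paper names in text, legends or the gene panels is eligible as well, and so are 2 to 4 called members as examples of a list and the top 10 genes of a cluster at a CPM of at least 50.

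Both single colony libraries have no condition in the labels, which give ESCs as their source, and stayed out of all tests. RRBS, imaging and qPCR are not analysed here. Peak lists beyond the regions of the tables are not analysed here either. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used throughout.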

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

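All tests of explanations below were chosen only after the results were seen.

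Samples far from the others in their group were looked for in 41 groups, and 3 were found, where chance gives about 1 in 20 groups. The mean log2 value of the AP1 family list was 3.93 in MEF B, against 3.72 to 3.74 in the other MEF libraries. The list of reporter loci had a mean of 0.717 in MEF C and 0.334 to 0.367 in the others. GETM cells at day 3 had 0.240% of the segmented autosomes altered, against 0.139% to 0.143% in the other GET and GETM libraries.

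A difference between the systems was tested directly for the change from day 3 to day 12. By limma, 2218 genes changed differently in GETM and OSKM cells (703 with the higher change in GETM, 1515 in OSKM), and 8153 did at an unadjusted p under 0.05. Without replicate A of every group but MEFs the count was 597, and without replicate B it was 588.

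Elf5 was at an FPKM of 46.2 in one single colony library and 57.0 in the other, libraries whose condition is not known, whose labels give ESCs as the source and which the paper does not report on. It had a mean of 0.555 in the ESC libraries. The mean over the MEF libraries was 0.1025.

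Macrophage genes were high in single libraries of the GETM series, a signal the paper does not discuss. The mean log2 value of the 12 macrophage genes was 6.02 in GETM day 15 replicate B and 5.95 in GETM day 31 replicate B, above every MEF library (5.53, 5.65, 3.69 and 3.78 in replicates A to D) and above the partner libraries (2.34 and 2.30). Lyz2 was at 754 and 388 FPKM in these libraries and at 27.2 and 13.3 in their partners.

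An interferon response as the one source in both libraries is argued against by the interferon list, which lay lower in replicate B than in A at day 31 (a difference of -0.30) and only 0.26 higher at day 15, and RNA of MEF A and B by the fibroblast list, which did not lie higher in replicate B at either day (at most -0.007). Macrophages or their RNA may be present in GETM day 15 replicate B and GETM day 31 replicate B, since of the 9 top genes of macrophage-like single-cell clusters that are not on the list, at least 88.9% were 2 times as high as in the partner library. For MEF A and B the share was 77.8%, which leaves the question open there. Cd68 and Laptm5 of the list are also expressed in ESCs, at 62.0 and 46.2 FPKM.

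Among the TSC-like cells of day 3, sub-cluster 3 of the GETM library (182 cells) and sub-cluster 4 of the OSKM library (137 cells) held RNA of the transgenes next to trophoblast stem genes, which the paper does not report. In sub-cluster 3, Elf5 had a CPM of 73.8 and human TFAP2C one of 50.1, where other TSC-like cells had 171 and 5.47 and the reprogramming cells 1.97 and 81.8. In sub-cluster 4, Elf5 stood at 61.2 and human OCT4 at 45.4.

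Droplets with 1 TSC-like and 1 other cell are a candidate explanation, since at least 95.8% of the genes that differ 4 times between the parent cells lay between them and the median UMI count was above that of both parents. Sums of 2 such cells did not match every gene. In sub-cluster 4, Tm4sf1 was at a CPM of 35.9 and Col1a1 at 14.3, against 189 and 87.7 in the sums. Elf5 (61.2 and 67.6) and human OCT4 (45.4 and 48.1) lay near them. The fitted share of RNA from reprogramming cells was 45.5% there, where sums expect 62.0%. MEFs on their way to the trophoblast stem state stay open, with a median UMI count at least 1.37 times that of the reprogramming cells. The test does not separate a cell that holds both programs and more RNA from a droplet with 2 cells.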

How the results depend on the processing

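Settings without short RNA genes, without the libraries with the highest macrophage genes, with libraries scaled to one median, with quantile normalization of region values and without the cells of the highest doublet scores were tests chosen only after the results were seen. A count is taken as moved when it is over 1.5 times or under the inverse of its first value, a share when it leaves its 95% interval or the spread between replicates, and a gene list when its adjusted p crosses 0.05. Unless a reason stands beside a moved value, the cause was not tested.

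No named gene and no gene list reversed its direction under any setting run, while the split of chromatin calls between higher and lower did move, as given further down. Over the counts, shares and gene lists that answer a comparison, 1616 values stayed in place, 526 moved, 31 lost their call and 6 gained one. Among single genes named in the text and values per library, 6135 stayed, 272 moved, 320 lost their call and 24 gained one. For named genes that is 5979, with 320 lost and 24 gained, over 400 comparisons of a gene. Counts of genes called stayed at 675 of their values and moved at 178, under every RNA setting with a pseudocount, filter, normalization, block, fold limit or left-out library taken together. With 75th percentile scaling or with eBayes without trend and robust, every count of genes and every gene list that answers a comparison stayed in place, and so did the scRNA shares with doublets kept and the CNV medians with each library centred on its median.

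Other values moved as follows. Among named genes, 119 calls were lost without replicate B and 116 without replicate A, 18 with a model over the compared groups alone, 15 without the 4 libraries with the highest macrophage genes, 11 with the replicate block and 11 with quantile normalization. A pseudocount of 0.1 added 14 calls and ended 5. Values per library of copy number moved for 58 with X and Y, 52 with limits of 0.1, 38 with limits of 0.4, 44 with segments of at least 5 Mb and 38 with segments of at least 100 kb, out of 64 each. Of 22 shares of cells with a UMI, 22 moved without thinning and 20 after thinning to 2500 UMIs, since detection follows depth.

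The replicate letters were not taken to pair libraries. Deviations from the group mean in A libraries of the 2-library RNA groups correlated with a mean of 0.003 over 120 pairs (-0.190 to 0.263), and the median correlation over first replicates was 0.0579 in ATAC-seq (over 0.1 in 5 of 15 pairs), 0.0748 in H3K27ac (15 of 36) and 0.00914 in H3K4me2 (6 of 36). Values at the claims therefore carry no block, and those with the block are given below. The paper does not say that letters mark a shared culture or day.

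Many changes would not be called, and what part depth, spread and the number of libraries have in this was not tested. In simulated data at the depth and spread of the libraries, 42%, 69% and 38% of regions changed by 3 on the log2 scale were called in ATAC-seq, H3K27ac and H3K4me2, and 4%, 9% and 9% of those changed by 2. Regions not called are thus mixed. In copy number a simulated change of 0.1 over 100 Mb was not found.

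All regions and regions of at least 250 bases could not be tried, since the tables start at 500 bases. Genes removed by the filter at FPKM 5 have no value there. The other settings were all run.

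At an adjusted p under 0.05 with any fold change, the number of genes called was 10494 in GETM day 3 vs MEF, 10873 in GETM day 6 vs MEF, 10887 in GETM day 9 vs MEF, 10518 in GETM day 12 vs MEF, 9711 in GETM day 15 vs MEF, 10574 in GETM day 18 vs MEF, 10560 in GETM day 21 vs MEF, 8708 in GETM day 31 vs MEF, 8762 in OSKM day 3 vs MEF, 10747 in OSKM day 6 vs MEF, 10700 in OSKM day 9 vs MEF, 10712 in OSKM day 12 vs MEF, 11019 in OSKM day 15 vs MEF, 11741 in OSKM day 20 vs MEF, 8759 in GETM day 3 vs OSKM day 3, 9836 in GETM day 6 vs OSKM day 6, 10596 in GETM day 9 vs OSKM day 9, 9941 in GETM day 12 vs OSKM day 12, 9813 in GETM day 15 vs OSKM day 15, 3222 in GETM day 6 vs GETM day 3, 843 in GETM day 9 vs GETM day 6, 3696 in GETM day 12 vs GETM day 9, 2869 in GETM day 15 vs GETM day 12, 2560 in GETM day 18 vs GETM day 15, 3053 in GETM day 21 vs GETM day 18, 9359 in GETM day 31 vs GETM day 21, 8478 in OSKM day 6 vs OSKM day 3, 5303 in OSKM day 9 vs OSKM day 6, 1907 in OSKM day 12 vs OSKM day 9, 5304 in OSKM day 15 vs OSKM day 12, 6282 in OSKM day 20 vs OSKM day 15, 12488 in ESC vs MEF, 11236 in TSC vs MEF, 10558 in TSC vs ESC, 9641 in OSKM day 20 vs ESC, 10973 in GETM day 31 vs TSC and 7264 in GETM day 12 vs day 3 against OSKM day 12 vs day 3. Genes higher than MEF in both systems numbered 3485 at day 3, 4564 at day 6, 3918 at day 9, 4002 at day 12 and 4006 at day 15. Genes lower than MEF in both systems numbered 2502 at day 3, 2429 at day 6, 2364 at day 9, 2423 at day 12 and 2352 at day 15. Genes higher at GETM day 31 than at day 21 numbered 4508 in all and 882 under FPKM 1 at day 21. This setting removes a limit, so it can only add calls.

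With a pseudocount of 0.1, the number of genes called was 3347 in GETM day 15 vs MEF, 4234 in GETM day 21 vs MEF, 2657 in GETM day 31 vs MEF, 2331 in OSKM day 3 vs MEF, 3145 in GETM day 3 vs OSKM day 3, 3952 in GETM day 15 vs OSKM day 15, 343 in GETM day 6 vs GETM day 3, 107 in GETM day 9 vs GETM day 6, 277 in GETM day 12 vs GETM day 9, 243 in GETM day 15 vs GETM day 12, 165 in GETM day 18 vs GETM day 15, 251 in GETM day 21 vs GETM day 18, 3357 in GETM day 31 vs GETM day 21, 2545 in OSKM day 6 vs OSKM day 3, 851 in OSKM day 9 vs OSKM day 6, 286 in OSKM day 12 vs OSKM day 9, 838 in OSKM day 15 vs OSKM day 12, 1491 in OSKM day 20 vs OSKM day 15 and 3826 in OSKM day 20 vs ESC. Genes higher than MEF in both systems numbered 789 at day 3, 1445 at day 6, 1195 at day 9, 1250 at day 12 and 1188 at day 15. Genes lower than MEF in both systems numbered 379 at day 3. Genes higher at GETM day 31 than at day 21 numbered 636 under FPKM 1 at day 21. The percent of variance on PC1 was 33.6 in OSKM with ESC, 19.5 in GETM with TSC, 27.4 in both with ESC and TSC, 28.1 in GETM on dox and 31.7 in both on dox. The percent on PC2 was 15.2 in OSKM with ESC, 12.2 in GETM with TSC, 9.65 in both with ESC and TSC and 9.82 in both on dox. H3K27ac regions called numbered 524 in GETM vs OSKM day 9, 809 in GETM day 3 vs MEF, 529 in GETM day 6 vs MEF and 158 in GETM day 9 vs MEF. H3K4me2 regions called numbered 8229 in GETM vs OSKM day 3, 9184 in GETM vs OSKM day 6, 2753 in GETM vs OSKM day 9, 147 in GETM day 3 vs MEF, 506 in GETM day 6 vs MEF, 20 in GETM day 9 vs MEF, 3106 in OSKM day 3 vs MEF, 6022 in OSKM day 6 vs MEF and 3659 in OSKM day 9 vs MEF.

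With a model fitted over the compared groups alone, the number of genes called was 14 in GETM day 12 vs GETM day 9, 10 in GETM day 15 vs GETM day 12, 6 in GETM day 18 vs GETM day 15 and 4 in GETM day 21 vs GETM day 18. Genes higher than MEF in both systems numbered 294 at day 3. Fewer libraries then estimate the spread.

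With the replicate letter as a block, genes higher than MEF in both systems numbered 758 at day 3. Genes lower than MEF in both systems numbered 469 at day 3. ATAC regions called numbered 1948 in GETM vs OSKM day 3, 1926 in GETM vs OSKM day 6 and 4411 in GETM vs OSKM day 9. H3K27ac regions called numbered 1222 in GETM vs OSKM day 9, 3620 in GETM day 3 vs MEF, 1389 in GETM day 6 vs MEF and 676 in GETM day 9 vs MEF. H3K4me2 regions called numbered 628 in GETM day 3 vs MEF and 20 in GETM day 9 vs MEF. ATAC regions called over days 3, 6 and 9 numbered 5842 higher in GETM.

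Without the 4 libraries with the highest macrophage genes, a setting chosen after the values were seen, genes higher than MEF in both systems numbered 245 at day 3. The adjusted p of gene lists was 0.0967 for fibroblast matrix in OSKM day 3 vs MEF (main 3.15e-04, alternatives 3.71e-08 to 0.613).

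With MEF A and B for GETM and C and D for OSKM, genes higher than MEF in both systems numbered 251 at day 3.

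With MEF C and D for GETM and A and B for OSKM, genes lower than MEF in both systems numbered 381 at day 3.

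After quantile normalization of the RNA values, genes higher than MEF in both systems numbered 566 at day 6. The adjusted p of gene lists was 0.0517 for translation initiation in GETM day 3 vs OSKM day 3 (main 0.00121, alternatives 3.31e-05 to 0.677), 0.0888 for splicing in GETM day 12 vs OSKM day 12 (main 0.0014, alternatives 1.14e-04 to 0.599) and 0.0172 for trophoblast stem in GETM day 12 vs OSKM day 12 (main 0.0545, alternatives 7.05e-14 to 0.356).

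With genes at FPKM 5 or more in 2 libraries, genes higher at GETM day 31 than at day 21 numbered 119 under FPKM 1 at day 21. The adjusted p of gene lists was 0.0303 for trophoblast stem in GETM day 12 vs OSKM day 12 (main 0.0545, alternatives 7.05e-14 to 0.356). Fewer genes were tested here.

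Over the 10000 most variable genes, the percent of variance on PC1 was 44.2 in OSKM with ESC, 38.4 in GETM with TSC, 28.1 in both with ESC and TSC, 50.1 in OSKM on dox, 48.8 in GETM on dox and 36.1 in both on dox. The percent on PC2 was 19.0 in OSKM with ESC, 15.7 in GETM with TSC, 21.3 in both with ESC and TSC, 14.4 in OSKM on dox, 15.1 in GETM on dox and 21.6 in both on dox.

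With genes scaled to unit variance, the percent of variance on PC1 was 40.2 in OSKM with ESC, 33.7 in GETM with TSC, 30.0 in both with ESC and TSC, 51.3 in OSKM on dox, 49.5 in GETM on dox and 38.3 in both on dox. The percent on PC2 was 18.9 in OSKM with ESC, 15.4 in GETM with TSC, 15.4 in both with ESC and TSC and 17.6 in both on dox.

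Without short RNA genes, a setting chosen after the values were seen, the percent of variance on PC1 was 57.4 in OSKM with ESC, 48.1 in GETM with TSC, 46.3 in both with ESC and TSC, 76.6 in OSKM on dox, 71.9 in GETM on dox and 59.2 in both on dox. The percent on PC2 was 25.7 in OSKM with ESC, 21.2 in GETM with TSC, 20.3 in both with ESC and TSC, 13.2 in OSKM on dox, 15.4 in GETM on dox and 23.1 in both on dox.

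With the correlation between genes estimated in camera, the adjusted p of gene lists was 0.613 for fibroblast matrix in OSKM day 3 vs MEF (main 3.15e-04, alternatives 3.71e-08 to 0.613), 0.532 for fibroblast matrix in GETM day 3 vs MEF (main 1.57e-13, alternatives 4.04e-17 to 0.532), 0.39 for fibroblast matrix in GETM day 3 vs OSKM day 3 (main 2.84e-12, alternatives 4.94e-15 to 0.39), 0.739 for fibroblast matrix in GETM day 31 vs GETM day 21 (main 5.54e-04, alternatives 1.13e-05 to 0.739), 0.492 for mesenchymal EMT in GETM day 12 vs MEF (main 4.72e-07, alternatives 7.52e-13 to 0.492), 0.492 for epithelial in GETM day 12 vs MEF (main 0.00115, alternatives 3.49e-12 to 0.492), 0.613 for proliferation in OSKM day 3 vs MEF (main 2.06e-06, alternatives 2.50e-14 to 0.613), 0.532 for proliferation in GETM day 3 vs MEF (main 4.51e-09, alternatives 6.27e-14 to 0.532), 0.677 for proliferation in GETM day 3 vs OSKM day 3 (main 9.56e-04, alternatives 1.30e-07 to 0.677), 0.739 for proliferation in GETM day 31 vs GETM day 21 (main 7.28e-13, alternatives 2.97e-20 to 0.739), 0.575 for chromatin remodelling in GETM day 3 vs OSKM day 3 (main 0.00161, alternatives 1.75e-04 to 0.575), 0.613 for ribosome biogenesis in OSKM day 3 vs MEF (main 3.78e-12, alternatives 6.93e-22 to 0.613), 0.532 for ribosome biogenesis in GETM day 3 vs MEF (main 1.39e-15, alternatives 2.83e-21 to 0.532), 0.629 for ribosome biogenesis in GETM day 3 vs OSKM day 3 (main 1.28e-07, alternatives 2.30e-13 to 0.629), 0.33 for ribosome biogenesis in GETM day 12 vs OSKM day 12 (main 1.36e-17, alternatives 6.41e-25 to 0.33), 0.677 for translation initiation in GETM day 3 vs OSKM day 3 (main 0.00121, alternatives 3.31e-05 to 0.677), 0.575 for splicing in GETM day 3 vs OSKM day 3 (main 3.13e-07, alternatives 2.55e-09 to 0.575), 0.599 for splicing in GETM day 12 vs OSKM day 12 (main 0.0014, alternatives 1.14e-04 to 0.599), 0.297 for mito translation in GETM day 12 vs OSKM day 12 (main 8.31e-08, alternatives 8.35e-10 to 0.297), 0.426 for glycolysis in GETM day 3 vs OSKM day 3 (main 1.37e-06, alternatives 2.33e-08 to 0.426), 0.0835 for trophoblast stem in GETM day 31 vs TSC (main 9.88e-06, alternatives 2.04e-20 to 0.0835), 0.355 for trophoblast differentiation in GETM day 12 vs OSKM day 12 (main 1.27e-04, alternatives 6.58e-07 to 0.355), 0.594 for interferon response in GETM day 3 vs MEF (main 1.45e-04, alternatives 6.90e-09 to 0.594), 0.739 for interferon response in GETM day 31 vs GETM day 21 (main 1.38e-04, alternatives 3.88e-09 to 0.739), 0.514 for cholesterol synthesis in GETM day 3 vs OSKM day 3 (main 1.41e-06, alternatives 1.42e-11 to 0.514) and 0.0682 for paper GETM markers in GETM day 3 vs OSKM day 3 (main 2.05e-04, alternatives 4.27e-15 to 0.0682).

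With fry, which tests for any change of a list where camera tests it against the other genes, the adjusted p of gene lists was 0.0594 for splicing in GETM day 12 vs OSKM day 12 (main 0.0014, alternatives 1.14e-04 to 0.599), 7.05e-14 for trophoblast stem in GETM day 12 vs OSKM day 12 (main 0.0545, alternatives 7.05e-14 to 0.356) and 7.71e-05 for paper iTSC regulators in GETM day 31 vs GETM day 21 (main 0.379, alternatives 7.71e-05 to 0.739).

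With no filter on low values, the adjusted p of gene lists was 0.0224 for trophoblast stem in GETM day 12 vs OSKM day 12 (main 0.0545, alternatives 7.05e-14 to 0.356).

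At an adjusted p of at most 0.05 for regions, ATAC regions called numbered 3099 in GETM vs OSKM day 3, 3180 in GETM vs OSKM day 6 and 7323 in GETM vs OSKM day 9. H3K27ac regions called numbered 6424 in GETM vs OSKM day 3, 9740 in GETM vs OSKM day 6, 5456 in GETM vs OSKM day 9, 15078 in GETM day 3 vs MEF, 6794 in GETM day 6 vs MEF, 5374 in GETM day 9 vs MEF, 18549 in OSKM day 3 vs MEF, 19166 in OSKM day 6 vs MEF, 12201 in OSKM day 9 vs MEF, 22005 in ESC vs MEF, 17322 in TSC vs MEF, 13802 in GETM day 9 vs TSC and 13780 in OSKM day 9 vs ESC. H3K4me2 regions called numbered 34861 in GETM vs OSKM day 3, 37954 in GETM vs OSKM day 6, 33108 in GETM vs OSKM day 9, 8471 in GETM day 3 vs MEF, 12951 in GETM day 6 vs MEF, 3575 in GETM day 9 vs MEF, 32882 in OSKM day 3 vs MEF, 42811 in OSKM day 6 vs MEF, 38393 in OSKM day 9 vs MEF, 45250 in ESC vs MEF, 49564 in TSC vs MEF, 42016 in GETM day 9 vs TSC and 38262 in OSKM day 9 vs ESC. ATAC regions called over days 3, 6 and 9 numbered 9135 higher in GETM. The wider limit can only add calls.

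Over the taller regions, those above the median height, ATAC regions called numbered 151 in GETM vs OSKM day 3, 142 in GETM vs OSKM day 6 and 411 in GETM vs OSKM day 9. H3K27ac regions called numbered 385 in GETM vs OSKM day 3, 869 in GETM vs OSKM day 6, 488 in GETM vs OSKM day 9, 227 in GETM day 6 vs MEF, 61 in GETM day 9 vs MEF, 2474 in OSKM day 3 vs MEF, 2991 in OSKM day 6 vs MEF, 1123 in OSKM day 9 vs MEF, 4533 in ESC vs MEF, 2727 in TSC vs MEF, 1732 in GETM day 9 vs TSC and 2127 in OSKM day 9 vs ESC. H3K4me2 regions called numbered 3697 in GETM vs OSKM day 3, 3717 in GETM vs OSKM day 6, 2202 in GETM vs OSKM day 9, 77 in GETM day 3 vs MEF, 116 in GETM day 6 vs MEF, 1759 in OSKM day 3 vs MEF, 4279 in OSKM day 6 vs MEF, 3659 in OSKM day 9 vs MEF, 8395 in ESC vs MEF, 11205 in TSC vs MEF, 6576 in GETM day 9 vs TSC and 5205 in OSKM day 9 vs ESC. ATAC regions called over days 3, 6 and 9 numbered 1487 higher in GETM and 143 higher in OSKM. Fewer regions were tested here.

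With libraries scaled to one median, a setting chosen after the values were seen, ATAC regions called numbered 1352 in GETM vs OSKM day 6. H3K4me2 regions called numbered 241 in GETM day 3 vs MEF, 393 in GETM day 6 vs MEF and 3961 in OSKM day 9 vs MEF. ATAC regions called over days 3, 6 and 9 numbered 1809 higher in GETM.

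With quantile normalization of the region values, a setting chosen after the values were seen, ATAC regions called numbered 2137 in GETM vs OSKM day 3 and 2296 in GETM vs OSKM day 6. H3K27ac regions called numbered 3109 in GETM vs OSKM day 3, 490 in GETM day 3 vs MEF, 174 in GETM day 6 vs MEF, 62 in GETM day 9 vs MEF, 2913 in OSKM day 3 vs MEF, 4250 in OSKM day 6 vs MEF, 1706 in OSKM day 9 vs MEF, 6557 in ESC vs MEF, 3549 in TSC vs MEF, 1733 in GETM day 9 vs TSC and 1763 in OSKM day 9 vs ESC. H3K4me2 regions called numbered 884 in GETM day 3 vs MEF, 146 in GETM day 9 vs MEF, 11135 in OSKM day 3 vs MEF, 12211 in TSC vs MEF, 7772 in GETM day 9 vs TSC and 4329 in OSKM day 9 vs ESC. ATAC regions called over days 3, 6 and 9 numbered 2287 higher in GETM.

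With a reciprocal overlap of 50%, overlapping regions numbered 5241 for ATAC regions on H3K27ac regions, 6087 for ATAC regions on H3K4me2 regions, 5241 for H3K27ac regions on ATAC regions and 6087 for H3K4me2 regions on ATAC regions. A stricter rule can only lower these counts.

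At Leiden resolution 0.3, the percent of cells by cluster name was 21.3 for fibroblast-like at day 3 GETM, 14.6 for fibroblast-like at day 3 OSKM and 20.8 for fibroblast-like at day 6.

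At Leiden resolution 1.0, the percent of cells by cluster name was 14.9 for fibroblast-like at day 3 GETM, 27.1 for OSKM-induced-like at day 6, 28.5 for OSKM-induced-like at day 12 and 13.1 for pluripotent-like at day 12.

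With no clusters removed, the percent of cells by cluster name was 20.9 for TSC-like at day 3 GETM, 13.4 for fibroblast-like at day 3 GETM, 19.6 for TSC-like at day 3 OSKM and 15.4 for fibroblast-like at day 3 OSKM. More cells of other names then enter the total.

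With barcodes of at least 500 genes and at most 20% mitochondrial counts, the percent of cells by cluster name was 14.0 for fibroblast-like at day 3 GETM, 27.7 for TSC-like at day 3 OSKM, 12.7 for fibroblast-like at day 3 OSKM, 12.8 for fibroblast-like at day 6, 29.1 for OSKM-induced-like at day 6, 10.1 for fibroblast-like at day 12, 28.5 for OSKM-induced-like at day 12 and 4.29 for pluripotent-like at day 12.

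With barcodes of at least 2000 genes and at most 5% mitochondrial counts, the percent of cells by cluster name was 23.5 for TSC-like at day 3 GETM, 14.5 for fibroblast-like at day 3 GETM, 21.3 for TSC-like at day 3 OSKM, 12.9 for fibroblast-like at day 3 OSKM, 10.2 for fibroblast-like at day 6, 18.7 for OSKM-induced-like at day 6, 13.6 for fibroblast-like at day 12, 42.2 for OSKM-induced-like at day 12 and 5.01 for pluripotent-like at day 12.

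With X and Y added to the autosomes, the median number of altered segments was 4.5 in GET and GETM days 3 and 6, 6 in OSK and OSKM days 3 and 6, 9.5 in control iPSCs, 19.5 in day 0 and 37 in iPSC lines. The median percent of length altered was 6.499 in GET and GETM days 3 and 6, 6.498 in OSK and OSKM days 3 and 6, 6.72 in control iPSCs, 6.99 in day 0 and 7.39 in iPSC lines. This setting adds the length of X and Y, and what moved the values was not tested.

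With copy number limits of log2 0.1 and -0.1, the median number of altered segments was 9.5 in GET and GETM days 3 and 6, 9 in OSK and OSKM days 3 and 6, 6 in control iPSCs, 124.5 in iPSC lines and 73 in partially reprogrammed. The median percent of length altered was 0.822 in GET and GETM days 3 and 6, 0.882 in OSK and OSKM days 3 and 6 and 11.7 in iPSC lines. Looser limits can only add segments.

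With copy number limits of log2 0.4 and -0.4, the median number of altered segments was 1 in GET and GETM days 3 and 6, 1 in OSK and OSKM days 3 and 6, 1.5 in control iPSCs, 1.5 in day 0, 4 in iPSC lines and 9 in partially reprogrammed. The median percent of length altered was 0.0613 in GET and GETM days 3 and 6, 0.0871 in day 0 and 6.14 in partially reprogrammed. Stricter limits can only remove segments.

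With segments of at least 100 kb, the median number of altered segments was 15.5 in GET and GETM days 3 and 6, 17 in OSK and OSKM days 3 and 6, 15 in control iPSCs, 13 in day 0 and 48 in iPSC lines. The median percent of length altered was 0.421 in GET and GETM days 3 and 6 and 0.433 in OSK and OSKM days 3 and 6. A lower limit on length can only add segments.

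With segments of at least 5 Mb, the median number of altered segments was 0 in GET and GETM days 3 and 6, 0 in OSK and OSKM days 3 and 6, 0.5 in control iPSCs, 0.5 in day 0 and 1 in iPSC lines. The median percent of length altered was 0 in GET and GETM days 3 and 6 and 0.116 in day 0. A higher limit on length can only remove segments.

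Leaving out replicate A or B removes that library from each group of 2, so the MEF libraries alone give the spread and a lone library is assumed to vary like them. In chromatin, 1 library of the compared groups was left out at a time and the other groups gave the spread. Fewer samples stand behind each of these values.

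Leaving out libraries in turn, genes called ran as follows: 836 (without replicate A) to 3324 (without MEF replicate C) in GETM day 3 vs MEF, 1623 (without replicate A) to 3953 (without MEF replicate C) in GETM day 6 vs MEF, 1693 (without replicate A) to 4011 (without MEF replicate C) in GETM day 9 vs MEF, 907 (without replicate B) to 3233 (without MEF replicate C) in GETM day 12 vs MEF, 604 (without replicate A) to 2288 (without MEF replicate C) in GETM day 15 vs MEF, 1194 (without replicate A) to 3223 (without MEF replicate C) in GETM day 18 vs MEF, 1142 (without replicate A) to 2943 (without MEF replicate C) in GETM day 21 vs MEF, 524 (without replicate A) to 1581 (without MEF replicate A) in GETM day 31 vs MEF, 458 (without replicate A) to 1464 (without MEF replicate C) in OSKM day 3 vs MEF, 1772 (without replicate A) to 3165 (without MEF replicate C) in OSKM day 6 vs MEF, 2044 (without replicate A) to 3342 (without MEF replicate D) in OSKM day 9 vs MEF, 2071 (without replicate A) to 3244 (without MEF replicate C) in OSKM day 12 vs MEF, 373 (without replicate B) to 1961 (without MEF replicate C) in GETM day 3 vs OSKM day 3, 940 (without replicate B) to 2780 (without MEF replicate D) in GETM day 6 vs OSKM day 6, 1532 (without replicate A) to 3658 (without MEF replicate B) in GETM day 9 vs OSKM day 9, 1184 (without replicate B) to 2947 (without MEF replicate B) in GETM day 12 vs OSKM day 12, 1142 (without replicate B) to 2534 (without MEF replicate A) in GETM day 15 vs OSKM day 15, 20 (without replicate A) to 132 (without MEF replicate C) in GETM day 6 vs GETM day 3, 20 (without replicate B) to 43 (without MEF replicate A) in GETM day 9 vs GETM day 6, 23 (without replicate A) to 96 (without MEF replicate C) in GETM day 12 vs GETM day 9, 26 (without replicate B) to 93 (without MEF replicate C) in GETM day 15 vs GETM day 12, 27 (without replicate B) to 67 (without MEF replicate A) in GETM day 18 vs GETM day 15, 31 (without replicate A) to 113 (without MEF replicate B) in GETM day 21 vs GETM day 18, 227 (without replicate A) to 2219 (without MEF replicate C) in GETM day 31 vs GETM day 21, 370 (without replicate A) to 1482 (without MEF replicate A) in OSKM day 6 vs OSKM day 3, 148 (without replicate A) to 467 (without MEF replicate A) in OSKM day 9 vs OSKM day 6, 64 (without replicate A) to 134 (without MEF replicate D) in OSKM day 12 vs OSKM day 9, 194 (without replicate B) to 450 (without MEF replicate C) in OSKM day 15 vs OSKM day 12, 512 (without replicate B) to 947 (without MEF replicate A) in OSKM day 20 vs OSKM day 15, 2540 (without replicate B) to 4346 (without MEF replicate C) in TSC vs MEF, 2441 (without replicate B) to 3949 (without MEF replicate B) in TSC vs ESC, 1150 (without replicate B) to 2535 (without MEF replicate D) in OSKM day 20 vs ESC, 1848 (without replicate B) to 4228 (without MEF replicate C) in GETM day 31 vs TSC and 588 (without replicate B) to 2262 (without MEF replicate C) in GETM day 12 vs day 3 against OSKM day 12 vs day 3.

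Genes higher than MEF in both systems ran: 67 (without replicate B) to 551 (without MEF replicate C) at day 3, 337 (without replicate A) to 984 (without MEF replicate C) at day 6, 284 (without replicate A) to 713 (without MEF replicate D) at day 9, 265 (without replicate B) to 732 (without MEF replicate C) at day 12 and 187 (without replicate A) to 648 (without MEF replicate C) at day 15.

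Genes lower than MEF in both systems ran: 36 (without replicate A) to 268 (without MEF replicate C) at day 3, 242 (without replicate A) to 651 (without MEF replicate C) at day 6, 298 (without replicate A) to 753 (without MEF replicate C) at day 9, 192 (without replicate B) to 605 (without MEF replicate C) at day 12 and 147 (without replicate A) to 529 (without MEF replicate C) at day 15.

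Genes higher at GETM day 31 than at day 21 ran: 125 (without replicate A) to 1129 (without MEF replicate C) in all and 57 (without replicate B) to 254 (without MEF replicate C) under FPKM 1 at day 21.

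The percent on PC1 ran: 30.4 to 34.1 in OSKM with ESC, 18.3 to 25.2 in GETM with TSC, 22.7 to 24.8 in both with ESC and TSC, 36.9 to 40.9 in OSKM on dox, 26.3 to 33.6 in GETM on dox and 28.2 to 31.4 in both on dox.

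The percent on PC2 ran: 14.5 to 17.2 in OSKM with ESC, 11.5 to 13.0 in GETM with TSC, 10.8 to 12.3 in both with ESC and TSC, 10.8 to 13.1 in OSKM on dox, 9.81 to 13.0 in GETM on dox and 10.6 to 13.1 in both on dox.

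Leaving out libraries in turn, the adjusted p of gene lists ran as follows: 2.35e-04 (without MEF replicate C) to 0.0716 (without replicate A) for fibroblast matrix in GETM day 31 vs GETM day 21 and 0.0488 (without MEF replicate C) to 0.219 (without replicate A) for trophoblast stem in GETM day 12 vs OSKM day 12.

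ATAC regions called ran: 2 (without GETM day 3 replicate b2) to 131 (without OSKM day 3 replicate b2) in GETM vs OSKM day 3, 5 (without OSKM day 6 replicate b1) to 504 (without OSKM day 6 replicate b2) in GETM vs OSKM day 6 and 425 (without OSKM day 9 replicate b1) to 2515 (without GETM day 9 replicate b2) in GETM vs OSKM day 9.

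H3K27ac regions called ran: 10 (without OSKM day 3 replicate A) to 816 (without OSKM day 3 replicate B) in GETM vs OSKM day 3, 612 (without OSKM day 6 replicate A) to 1331 (without OSKM day 6 replicate B) in GETM vs OSKM day 6, 126 (without GETM day 9 replicate B) to 833 (without OSKM day 9 replicate A) in GETM vs OSKM day 9, 15 (without MEF replicate A) to 122 (without GETM day 3 replicate B) in GETM day 3 vs MEF, 20 (without MEF replicate B) to 407 (without GETM day 6 replicate B) in GETM day 6 vs MEF, 0 (without MEF replicate B) to 49 (without GETM day 9 replicate A) in GETM day 9 vs MEF, 7.4e+02 (without MEF replicate A) to 5458 (without OSKM day 3 replicate A) in OSKM day 3 vs MEF, 2487 (without MEF replicate A) to 4862 (without OSKM day 6 replicate A) in OSKM day 6 vs MEF, 537 (without MEF replicate A) to 2739 (without OSKM day 9 replicate A) in OSKM day 9 vs MEF, 6711 (without ESC replicate A) to 7594 (without ESC replicate B) in ESC vs MEF, 3817 (without TSC replicate A) to 4293 (without TSC replicate B) in TSC vs MEF, 604 (without TSC replicate A) to 2207 (without GETM day 9 replicate A) in GETM day 9 vs TSC and 665 (without ESC replicate A) to 2781 (without OSKM day 9 replicate A) in OSKM day 9 vs ESC.

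H3K4me2 regions called ran: 3210 (without GETM day 3 replicate A) to 4897 (without GETM day 3 replicate B) in GETM vs OSKM day 3, 4500 (without OSKM day 6 replicate B) to 14861 (without GETM day 6 replicate A) in GETM vs OSKM day 6, 915 (without GETM day 9 replicate B) to 3609 (without OSKM day 9 replicate A) in GETM vs OSKM day 9, 0 under each choice in GETM day 3 vs MEF, 0 (without MEF replicate A) to 4650 (without GETM day 6 replicate B) in GETM day 6 vs MEF, 25 (without OSKM day 3 replicate B) to 378 (without MEF replicate A) in OSKM day 3 vs MEF, 1281 (without OSKM day 6 replicate B) to 1590 (without MEF replicate A) in OSKM day 6 vs MEF, 685 (without MEF replicate B) to 2953 (without OSKM day 9 replicate A) in OSKM day 9 vs MEF, 14036 (without ESC replicate A) to 15795 (without MEF replicate A) in ESC vs MEF, 6937 (without TSC replicate A) to 8776 (without MEF replicate A) in TSC vs MEF, 3627 (without TSC replicate B) to 8596 (without GETM day 9 replicate A) in GETM day 9 vs TSC and 4448 (without ESC replicate A) to 11698 (without OSKM day 9 replicate A) in OSKM day 9 vs ESC.

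The split of calls moved by over 10 percentage points in these comparisons. With libraries scaled to one median, regions higher and lower numbered for ATAC 334 and 954 in GETM vs OSKM day 3 (as deposited 463 and 487), 268 and 1084 in GETM vs OSKM day 6 (as deposited 298 and 536) and 467 and 1947 in GETM vs OSKM day 9 (as deposited 1168 and 951). They numbered for H3K27ac 110 and 47 in OSKM day 9 vs day 3 (as deposited 346 and 7), 1033 and 180 in GETM day 3 vs MEF (as deposited 173 and 1152), 3522 and 3473 in GETM day 3 vs TSC (as deposited 1737 and 3826), 699 and 223 in GETM day 6 vs MEF (as deposited 167 and 713), 404 and 62 in GETM day 9 vs MEF (as deposited 92 and 251), 3895 and 941 in OSKM day 3 vs MEF (as deposited 1329 and 4491), 3019 and 3351 in OSKM day 3 vs ESC (as deposited 1692 and 3283), 4129 and 3965 in OSKM day 3 vs TSC (as deposited 2036 and 5022), 4837 and 2108 in OSKM day 6 vs MEF (as deposited 2450 and 5486), 4317 and 4271 in OSKM day 6 vs TSC (as deposited 2871 and 4543), 3170 and 978 in OSKM day 9 vs MEF (as deposited 1652 and 1614), 2501 and 2493 in OSKM day 9 vs ESC (as deposited 3032 and 1303), 6911 and 5300 in ESC vs MEF (as deposited 3718 and 8652), 5227 and 4013 in TSC vs MEF (as deposited 2814 and 5517) and 2259 and 2445 in TSC vs ESC (as deposited 2344 and 1578). They numbered for H3K4me2 3021 and 2244 in GETM vs OSKM day 9 (as deposited 1562 and 4352), 19 and 12 in OSKM day 9 vs day 3 (as deposited 291 and 11), 273 and 120 in GETM day 6 vs MEF (as deposited 731 and 84), 8737 and 8696 in GETM day 6 vs TSC (as deposited 10347 and 6365), 5338 and 4698 in OSKM day 6 vs MEF (as deposited 7758 and 3064), 2168 and 1793 in OSKM day 9 vs MEF (as deposited 5178 and 941) and 5971 and 3948 in OSKM day 9 vs TSC (as deposited 8096 and 2757). After quantile normalization between libraries they numbered for ATAC 475 and 1138 in GETM vs OSKM day 9 (as deposited 1168 and 951). They numbered for H3K27ac 147 and 60 in OSKM day 9 vs day 3 (as deposited 346 and 7), 320 and 170 in GETM day 3 vs MEF (as deposited 173 and 1152), 1716 and 1378 in GETM day 3 vs TSC (as deposited 1737 and 3826), 86 and 88 in GETM day 6 vs MEF (as deposited 167 and 713), 1851 and 2838 in GETM day 6 vs ESC (as deposited 3715 and 3399), 39 and 23 in GETM day 9 vs MEF (as deposited 92 and 251), 1543 and 2784 in GETM day 9 vs ESC (as deposited 3635 and 3234), 1906 and 1007 in OSKM day 3 vs MEF (as deposited 1329 and 4491), 2313 and 2306 in OSKM day 3 vs TSC (as deposited 2036 and 5022), 2744 and 1506 in OSKM day 6 vs MEF (as deposited 2450 and 5486), 2458 and 2095 in OSKM day 6 vs TSC (as deposited 2871 and 4543), 1150 and 556 in OSKM day 9 vs MEF (as deposited 1652 and 1614), 870 and 893 in OSKM day 9 vs ESC (as deposited 3032 and 1303), 3555 and 3002 in ESC vs MEF (as deposited 3718 and 8652), 1802 and 1747 in TSC vs MEF (as deposited 2814 and 5517) and 511 and 827 in TSC vs ESC (as deposited 2344 and 1578). They numbered for H3K4me2 3908 and 3190 in GETM vs OSKM day 9 (as deposited 1562 and 4352), 24 and 5 in OSKM day 9 vs day 3 (as deposited 291 and 11), 710 and 174 in GETM day 3 vs MEF (as deposited 408 and 8), 10652 and 9750 in GETM day 3 vs ESC (as deposited 17574 and 9596), 547 and 260 in GETM day 6 vs MEF (as deposited 731 and 84), 8933 and 8824 in GETM day 6 vs ESC (as deposited 17552 and 8802), 119 and 27 in GETM day 9 vs MEF (as deposited 0 and 0), 8281 and 9262 in GETM day 9 vs ESC (as deposited 15655 and 10259), 4530 and 5380 in OSKM day 3 vs ESC (as deposited 10110 and 6300), 5876 and 5723 in OSKM day 6 vs MEF (as deposited 7758 and 3064), 4012 and 4849 in OSKM day 6 vs ESC (as deposited 11751 and 5195), 2680 and 3272 in OSKM day 9 vs MEF (as deposited 5178 and 941), 1856 and 2473 in OSKM day 9 vs ESC (as deposited 11108 and 2288), 2445 and 2375 in OSKM day 9 vs TSC (as deposited 8096 and 2757) and 1758 and 2440 in TSC vs ESC (as deposited 7325 and 4976). The scaling thus decides which side is longer in many comparisons with MEF, and which scaling is right was not tested. Over days 3, 6 and 9 quantile normalization gave 2287 ATAC regions higher in GETM and 2528 higher in OSKM cells.

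Counts of 0 by limma stood beside regions at an unadjusted p under 0.05, with 7908 for H3K27ac in GETM day 9 vs MEF without MEF replicate B and 18737 for H3K4me2 in GETM day 6 vs MEF without MEF replicate A. For H3K4me2 in GETM day 3 vs MEF these were 14401 and 16301 without GETM day 3 replicate A or B, and 14402 and 14794 without MEF replicate A or B. With all libraries H3K4me2 gave 0 called regions in GETM day 9 vs MEF, with 16009 at an unadjusted p under 0.05. Without 1 library that comparison again gave 0, with 10676 and 15608 (GETM day 9 replicate A or B) and 11490 and 10912 (MEF replicate A or B).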

Differences from the paper's values

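A value differs from the paper's here when one is more than 1.5 times the other. Libraries without short RNA genes, libraries scaled to one median and quantile normalization between libraries were tests chosen only after the values were seen.

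Shares of variance were read by eye from the axes of Fig. 2a-f, and those given here come from FPKM values of the 500 most variable genes. The paper's methods also describe read counts from HISAT2 and featureCounts, used with DESeq2. They do not say which values the PCA took, and read counts were not tried here. For OSKM cells with ESCs, the paper's PC1 is about 59% in Fig. 2a, read by eye, and here it was 31.8%. Of the settings set before the data were examined, 10000 genes (44.2%) and scaling to unit variance (40.2%) come within 1.5 times of it, and a pseudocount of 0.1 (33.6%) and leaving out libraries (30.4% to 34.1%) do not.

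For GETM cells with TSCs, the paper's PC1 is about 46% in Fig. 2b, read by eye, against 22.4% here, and its PC2 about 27% against 11.4%. For PC1, 10000 genes (38.4%) and scaling (33.7%) come within 1.5 times of it, and a pseudocount of 0.1 (19.5%) and leaving out libraries (18.3% to 25.2%) do not. For PC2 none of the settings set before the data were examined does, with 15.7%, 15.4%, 12.2% and 11.5% to 13.0%.

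For both systems with ESCs and TSCs, the paper's PC1 is about 41% in Fig. 2c, read by eye, against 24.0% here, and its PC2 about 25% against 11.7%. For PC1, 10000 genes (28.1%), scaling (30.0%) and a pseudocount of 0.1 (27.4%) come within 1.5 times of it, and leaving out libraries (22.7% to 24.8%) does not. For PC2, 10000 genes (21.3%) do, and scaling (15.4%), a pseudocount of 0.1 (9.65%) and leaving out libraries (10.8% to 12.3%) do not.

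For OSKM cells on dox, the paper's PC1 is about 73% in Fig. 2d, read by eye, against 38.4% here, and its PC2 about 20% against 12.0%. For PC1, 10000 genes (50.1%) and scaling (51.3%) come within 1.5 times of it, and a pseudocount of 0.1 (39.7%) and leaving out libraries (36.9% to 40.9%) do not. For PC2, 10000 genes (14.4%) do, and scaling (11.6%), a pseudocount of 0.1 (11.5%) and leaving out libraries (10.8% to 13.1%) do not.

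For GETM cells on dox, the paper's PC1 is about 71% in Fig. 2e, read by eye, against 31.5% here. 10000 genes (48.8%) and scaling (49.5%) come within 1.5 times of it, and a pseudocount of 0.1 (28.1%) and leaving out libraries (26.3% to 33.6%) do not. For both systems on dox, the paper's PC1 is about 78% in Fig. 2f, read by eye, against 29.4% here, and none of 10000 genes (36.1%), scaling (38.3%), a pseudocount of 0.1 (31.7%) and leaving out libraries (28.2% to 31.4%) comes within 1.5 times of it.

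Leaving out short RNA genes, chosen after seeing the values, gave PC1 shares of 57.4%, 48.1%, 46.3%, 76.6%, 71.9% and 59.2% in the order of Fig. 2a-f, and PC2 shares of 21.2% for Fig. 2b, 20.3% for Fig. 2c and 13.2% for Fig. 2d. These come within 1.5 times of the paper's value for each share above except PC2 of Fig. 2d. For PC2 of Fig. 2f, where the first value of 12.4% lies near the paper's about 13% in Fig. 2f, read by eye, they moved away, to 23.1%, as did 10000 genes (21.6%). None of the genes printed in Supplementary Fig. 1e-j is among the genes left out.

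The paper's legend of Supplementary Fig. 6 gives 1716 ATAC regions in GETM that differ at p < 1e-3, and its main text describes the same number as regions with marks at day 3 and accessibility gained later. Here 3595 regions were higher in GETM cells by limma on region heights, at an adjusted p of at most 0.001. The legend names DESeq2 on reads per peak, so test and measure differ. What part this has in the counts was not tested. Of the settings set before the data were examined, taller regions alone (1487), leaving out GETM day 6 replicate b1 (2478) and leaving out OSKM day 9 replicate b2 (2538) come within 1.5 times of the paper's count. Taller regions alone gave 143 regions higher in OSKM cells, where the paper has 2848, against 2090 with all regions. A log2 fold change beyond 1 (2611), an adjusted p of at most 0.05 (9135), values not limited to 500 (3585), a pseudocount of 0.1 (3575), the replicate block (5842) and leaving out any other library (2606 to 5345) do not come that near to 1716. Scaling libraries to one median (1809) and quantile normalization between libraries (2287) come within 1.5 times of it, both chosen after seeing the values, and both keep all 18420 regions in the test.

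In the paper, cells induced by OSKM proliferate faster than those induced by GETM. Of its 5 cycle genes, 5 had a higher CPM in GETM than in OSKM cells at day 3, in groups wider than the paper's that hold cells not induced as well (Hmgb2 644 and 370, Cdc20 122 and 67.5, Pclaf 258 and 211, Cdca8 106 and 74.2, Ccnb1 103 and 70.0). Without fibroblast-like cells Hmgb2 was at 709 and 392. In bulk RNA, 5 of 33 proliferation genes were higher in GETM cells and none lower. In its favour, at day 6 Hmgb2 was higher in OSKM-induced-like (696) than in GETM-induced-like cells (94.9). Unnamed cells of day 6, which may include GETM cells, lay between them. Cells that were not induced express such genes at a very low level in the paper. Here Hmgb2 was at 399 and 238 in fibroblast-like cells of the GETM and OSKM libraries at day 3, where feeder cells may be among them, and at 80.0 at day 12.

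In the paper, OSKM turn on differentiation genes of the trophoblast and GETM its stem cell genes. At day 12, 13 of 25 trophoblast differentiation genes were higher and 3 lower in GETM than in OSKM cells, and 2 of 20 trophoblast stem genes were higher and 9 lower. These counts compare the systems and do not show which genes GETM turn on over MEFs. The stem list also holds Sox2 and Esrrb, which the paper names as shared by TSCs and pluripotent cells. On the paper's own genes of Fig. 2h, 6 of 18 printed for GETM were higher and 1 lower in GETM cells, and 9 of 14 printed for OSKM were lower, as the paper has it.

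In the paper, a second wave of change after dox removal matters for turning on the core circuitry of TSCs. Whether the day 31 libraries are a bulk culture or a stable line is open, since their labels do not say. Only a few percent of cells reach the iTSC state in the paper, and colonies are isolated after the days without dox. If the libraries are an unselected culture, low values of stem genes do not speak against the paper's account. Of 20 trophoblast stem genes, 3 were higher and 5 lower in GETM day 31 vs GETM day 21, and of 8 regulators found by the authors 1 was higher and 1 lower. Elf5 was at 1.24 FPKM at day 31 and 155 in TSCs (log2 fold change -6.18), Cdx2 at 1.83 and 69.9 (-4.70), Eomes at 2.61 and 75.8 (-4.43), Utf1 at 1.365 and 304.5 (-7.06), Sox2 at 0.79 and 119 (-6.08) and Esrrb at 0.20 and 114 (-6.58). Elf5 did rise from 0.07 at day 21.

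In the paper, a shift in genes of translation and RNA processing is missing from reprogramming to iPSCs. Of 47 ribosome biogenesis genes, 32 were higher in OSKM cells than in MEFs at day 3, and 47 in GETM cells. These are another set than the paper's genes. At day 12 most of the 47 were higher in GETM than in OSKM cells, as the paper has it. With a correlation estimated from the data, camera lost both list calls of day 3 (adjusted p = 0.613 in OSKM and 0.532 in GETM cells). The camera call between the systems at day 12 was lost as well (0.330). The genes of the paper's own cluster 7 run its way, with a mean z of 1.24, 1.41 and 1.42 in GETM cells at days 3, 6 and 9, 0.41, -0.02 and -0.92 in OSKM cells and -0.98 in MEFs, though the study chose them with these samples.

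In the paper, genes of the trophectoderm mark cells of a single iTSC cluster. All 4 genes were seen together in 3.17% of the cells of group 1 and in 3.19% of the cells of group 0. Exactly 3 of them were seen in 15.9% and 7.62%, and none in 21.4% and 47.7%, so group 1 held more cells with some of these genes. Detection rises with depth, and the median UMIs were 24202 in group 1 and 19104 in group 0.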

Other observations

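The tests of explanations for the low trophoblast stem genes at GETM day 31 and the count over other groupings of the ATAC libraries were chosen only after the results were seen.

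Both single colony libraries have no condition in the labels, which give ESCs as their source. Eomes was at 34.4 and 87.8 FPKM in them, Cdx2 at 13.8 and 36.7, Utf1 at 139 and 199, Sox2 at 51.6 and 111, and Esrrb at 16.2 and 38.9. The mean of the trophoblast stem list was 4.76 and 5.11, against 5.12 and 5.07 in the TSC libraries and 2.60 and 2.41 in the GETM day 31 libraries.

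Gene lists not tied to a claim moved as follows. Interferon response genes were lower in GETM day 3 vs MEF for 19 of 28 (median log2 fold change -1.19, camera adjusted p = 1.45e-04, alternatives 6.90e-09 to 0.594) and higher in GETM day 31 vs GETM day 21 for 19 of 28 (median 1.54, camera adjusted p = 1.38e-04, alternatives 3.88e-09 to 0.739). Fibroblast matrix genes were higher in GETM day 31 vs GETM day 21 for 14 of 28 (median 1.01, camera adjusted p = 5.54e-04, alternatives 1.13e-05 to 0.739) and lower in GETM day 3 vs OSKM day 3 for 28 of 28 (median -2.54, camera adjusted p = 2.84e-12, alternatives 4.94e-15 to 0.390). Proliferation genes were lower in GETM day 31 vs GETM day 21 for 30 of 33 (median -2.64, camera adjusted p = 7.28e-13, alternatives 2.97e-20 to 0.739). In each range the highest p comes with the correlation between genes estimated from the data. These counts are the same when adjusted over the list alone.

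Trophoblast stem genes were low in both GETM day 31 libraries, with 2 of 20 higher and 14 lower in GETM day 31 vs TSC (median log2 fold change -2.40, camera adjusted p = 9.88e-06, alternatives 2.04e-20 to 0.0835). Macrophage RNA that displaces other RNA is argued against, since the day 31 library with few macrophage transcripts lay 2.46 below the lower TSC library on the log2 scale. MEF libraries under a wrong label are argued against by 12 trophoblast differentiation genes that were at least 4 times as high in both libraries as in every MEF library. Fibroblasts that dilute cells like the TSC libraries are argued against by fibroblast matrix genes at a median of 22.0% and 19.3% of their level in MEFs, where the 7 trophoblast stem genes at an FPKM of at least 10 in both TSC libraries and under 3 in every MEF library, the ones that measure the share of such cells, were at a median of 1.72% and 1.32% of theirs in TSCs. Cells that differentiated without dox may explain it in part and stay open, since 4 of 25 trophoblast differentiation genes were higher and 12 lower at day 31 than at day 21 and the list mean went from 4.81 and 4.37 to 3.93 and 3.62. Dilution by cells that are neither fibroblasts nor like the TSC libraries was not tested.

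With ATAC libraries of days 3, 6 and 9 taken as 6 against 6, 5685 regions were called between GETM and OSKM cells. Of 100 splits into equal groups, the real one and others drawn at random, 1 gave as many, the real one, and the highest of the others gave 421. No other split drawn came near that count, which argues against chance, though 100 splits do not exclude it.

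Both libraries of partially reprogrammed colony 23 had a log2 of -3.50 and -3.53 on chromosome Y, and their values in 1 Mb bins correlated at 0.985. In 1096 bins both were altered, always in the same direction.

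Genes as a whole did not stay at 0. The median log2 fold change over all tested genes ran from 0.04 in OSKM day 3 vs MEF to 0.27 in OSKM day 20 vs MEF, and from -0.02 in GETM day 3 vs OSKM day 3 to -0.20 in GETM day 15 vs OSKM day 15.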
